# Novel insights into the relationships between dendritic cell subsets in human and mouse revealed by genome-wide expression profiling

**DOI:** 10.1186/gb-2008-9-1-r17

**Published:** 2008-01-24

**Authors:** Scott H Robbins, Thierry Walzer, Doulaye Dembélé, Christelle Thibault, Axel Defays, Gilles Bessou, Huichun Xu, Eric Vivier, MacLean Sellars, Philippe Pierre, Franck R Sharp, Susan Chan, Philippe Kastner, Marc Dalod

## Abstract

**Background:**

Dendritic cells (DCs) are a complex group of cells that play a critical role in vertebrate immunity. Lymph-node resident DCs (LN-DCs) are subdivided into conventional DC (cDC) subsets (CD11b and CD8α in mouse; BDCA1 and BDCA3 in human) and plasmacytoid DCs (pDCs). It is currently unclear if these various DC populations belong to a unique hematopoietic lineage and if the subsets identified in the mouse and human systems are evolutionary homologs. To gain novel insights into these questions, we sought conserved genetic signatures for LN-DCs and *in vitro *derived granulocyte-macrophage colony stimulating factor (GM-CSF) DCs through the analysis of a compendium of genome-wide expression profiles of mouse or human leukocytes.

**Results:**

We show through clustering analysis that all LN-DC subsets form a distinct branch within the leukocyte family tree, and reveal a transcriptomal signature evolutionarily conserved in all LN-DC subsets. Moreover, we identify a large gene expression program shared between mouse and human pDCs, and smaller conserved profiles shared between mouse and human LN-cDC subsets. Importantly, most of these genes have not been previously associated with DC function and many have unknown functions. Finally, we use compendium analysis to re-evaluate the classification of interferon-producing killer DCs, lin^-^CD16^+^HLA-DR^+ ^cells and *in vitro *derived GM-CSF DCs, and show that these cells are more closely linked to natural killer and myeloid cells, respectively.

**Conclusion:**

Our study provides a unique database resource for future investigation of the evolutionarily conserved molecular pathways governing the ontogeny and functions of leukocyte subsets, especially DCs.

## Abstract 2

Genome-wide expression profiling of mouse and human leukocytes reveal conserved transcriptional programs of plasmacytoid or conventional dendritic cell subsets.

## Background

Dendritic cells (DCs) were initially identified by their unique ability to present antigen for the priming of naïve CD4 and CD8 T lymphocytes [1]. DCs have more recently been shown to be key sentinel immune cells able to sense, and respond to, danger very early in the course of an infection due to their expression of a broad array of pattern recognition receptors [2]. Indeed, DCs have been shown to play a major role in the early production of effector antimicrobial molecules such as interferon (IFN)-α and IFN-β [3] or inducible nitric oxide synthase [4] and it has been demonstrated that DCs can also activate other innate effector cells such as natural killer (NK) cells [5]. In light of these properties, it has been clearly established that DCs are critical for defense against infections, as they are specially suited for the early detection of pathogens, the rapid development of effector functions, and the triggering of downstream responses in other innate and adaptive immune cells.

DCs can be divided into several subsets that differ in their tissue distribution, their phenotype, their functions and their ontogeny [6]. Lymph node-resident DCs (LN-DCs) encompass conventional DCs (cDCs) and plasmacytoid DCs (pDCs) in both humans and mice. LN-cDCs can be subdivided into two populations in both mouse (CD8α and CD11b cDCs) [6] and in human (BDCA1 and BDCA3 cDCs) [7]. In mouse, CD8α cDCs express many scavenger receptors and may be especially efficient for cross-presenting antigen to CD8 T cells [8] whereas CD11b cDCs have been suggested [9,10], and recently shown [11], to be specialized in the activation of CD4 T cells. As human cDC functions are generally studied with cells derived *in vitro *from monocytes or from CD34^+ ^hematopoietic progenitors, which may differ considerably from the naturally occurring DCs present *in vivo*, much less is known of the eventual functional specialization of human cDC subsets. Due to differences in the markers used for identifying DC subsets between human and mouse and to differences in the expression of pattern recognition receptors between DC subsets, it has been extremely difficult to address whether there are functional equivalences between mouse and human cDC subsets [6].

pDCs, a cell type discovered recently in both human and mouse, appear broadly different from the other DC subsets to the point that their place within the DC family is debated [3]. Some common characteristics between human and mouse pDCs that distinguish them from cDCs [3] include: their ability to produce very large amounts of IFN-α/β upon activation, their limited ability to prime naïve CD4 and CD8 T cells under steady state conditions, and their expression of several genes generally associated with the lymphocyte lineage and not found in cDCs [12]. Several differences have also been reported between human and mouse pDCs, which include the unique ability of mouse pDCs to produce high levels of IL-12 upon triggering of various toll-like receptors (TLRs) or stimulation with viruses [13,14]. Adding to the complexity of accurately classifying pDCs within leukocyte subsets are recent reports describing cell types bearing mixed phenotypic and functional characteristics of NK cells and pDCs in the mouse [15,16]. Collectively, these findings raise the question of how closely related human and mouse pDCs are to one another or to cDCs as compared to other leukocyte populations.

Global transcriptomic analysis has recently been shown to be a powerful approach to yield new insights into the biology of specific cellular subsets or tissues through their specific gene expression programs [17-21]. Likewise, genome-wide comparative gene expression profiling between mouse and man has recently been demonstrated as a powerful approach to uncover conserved molecular pathways involved in the development of various cancers [22-27]. However, to the best of our knowledge, this approach has not yet been applied to study normal leukocyte subsets. Moreover, DC subsets have not yet been scrutinized through the prism of gene expression patterns within the context of other leukocyte populations. In this report, we assembled compendia comprising various DC and other leukocyte subtypes, both from mouse and man. Using intra- and inter-species comparisons, we define the common and specific core genetic programs of DC subsets.

## Results

### Generation/assembly and validation of the datasets for the gene expression profiling of LN-DC subsets

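Gene expression in 6 mouse spleen leukocyte populations was read on Affymetrix Mouse Genome 430 2.0 arrays, which carry 45101 probe sets, each made of short oligonucleotides matched to a transcript. There were 2 arrays each of plasmacytoid DCs (pDCs), CD8α cDCs, CD11b cDCs, NK cells and CD8 T cells, and 3 arrays of B cells. Each DC array held RNA of cells pooled from 10 to 15 C57BL/6 mice and each NK cell array RNA from 6 to 10 mice, whereas the B cell arrays came from 3, 2 and 1 mice and each CD8 T cell array from 1 mouse. The sample descriptions give follicular B lymphocytes for B cell replicates 2 and 3 and B lymphocytes for replicate 1, and the 3 arrays were taken as 1 population, as in the paper. The DC and NK cell duplicates were sorted in independent experiments by the authors, at a purity that they checked by flow cytometry, and the RNA was amplified in successive rounds before labelling. The methods give 100 ng of starting RNA for each sample, whereas the deposited array records list 50 ng for B cell replicates 2 and 3 and 89 ng for pDC replicate 2. The authors computed 1 signal per probe set and array with the MAS5 algorithm at a target intensity of 100, and these deposited signals were used here as they stand. The median signal of an array lay between 13.5 and 20.8, and 29.1 to 34.3% of the probe sets reached a signal of 50. The replicates of a population correlated at 0.934 to 0.987 over the 9391 genes tested, floored and log2 transformed as described next. The lowest value was between B cell replicates 1 and 2. Signals below 20, the smallest value in the part of Additional data file 1 that was read, were set to 20 before log2 transformation, so that a fold against a population at this floor is a lower bound and is relative to it. The 9391 genes tested had a probe set annotated to a single gene with a signal of at least 50 in all replicates of at least 1 population, and 1 probe set was kept per gene. One limma model was fitted to all 13 arrays with a mean for each population, which leaves 7 residual degrees of freedom, and adjusted p-values are Benjamini-Hochberg values over the genes tested. With 2 or 3 arrays per population, the number of arrays limits the precision. The arrays were scanned on 5 days in 3 periods, and no period held both DC and lymphocyte arrays. GAPDH control probe sets gave a 3' to 5' signal ratio of 23.9 and 11.2 on the NK cell arrays and of 3.46 to 6.30 on the others.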

We used pan-genomic Affymetrix Mouse Genome 430 2.0 arrays to generate gene expression profiles of murine splenic CD8α (n = 2) and CD11b (n = 2) cDCs, pDCs (n = 2), B cells (n = 3), NK cells (n = 2), and CD8 T cells (n = 2). To generate a compendium of 18 mouse leukocyte profiles, these data were complemented with published data retrieved from public databases, for conventional CD4 T cells (n = 2) [28] and splenic macrophages (n = 3) [29]. We used Affymetrix Human Genome U133 Plus 2.0 arrays to generate gene expression profiles of blood monocytes, neutrophils, B cells, NK cells, and CD4 or CD8 T cells [30]. These data were complemented with published data on human blood DC subsets (pDCs, BDCA1 cDCs, BDCA3 cDCs, and lin^-^CD16^+^HLA-DR^+ ^cells) retrieved from public databases [31]. All of the human samples were done in independent triplicates. Information regarding the original sources and the public accessibility of the datasets analyzed in the paper are given in Table 1.

**Table 1:** Information on the sources and public access for the datasets analyzed in the paper

					Figures^‡^							
					
Dataset	Population*	Laboratory^†^	Public repository	Accession number	1a,c; 2a	1b,d; 2b	1e	3	4a	4b	5a	5b
Affymetrix Mouse Genome 430 2.0 data												
	Spleen CD8 DCs (2)	MD/SCPK	GEO [95]	GSE9810	X		X	X	X		X	
	Spleen CD11b DCs (2)	MD/SCPK	GEO	GSE9810	X		X	X	X		X	
	Spleen pDCs (2)	MD/SCPK	GEO	GSE9810	X		X	X	X		X	
	Spleen NK cells (2)	MD/SCPK	GEO	GSE9810	X		X		X			
	Spleen CD8 T cells (2)	MD/SCPK	GEO	GSE9810	X		X					
	Spleen B cells (3)	MD/SCPK	GEO	GSE9810	X		X		X			
	Spleen CD4 T cells (2)	AYR	GEO	GSM44979; GSM44982	X		X		X			
	Spleen monocytes (3)	SB	NCI caArray [96]	NA	X		X				X	
	Spleen monocytes (2)	BP	GEO	GSM224733; GSM224735							X	
	Peritoneal MΦ (1)	SA	GEO	GSM218300							X	
	BM-MΦ (2)	RM	GEO	GSM177078; GSM177081							X	
	BM-MΦ (1)	CK	GEO	GSM232005							X	
	BM-DCs (2)	RM	GEO	GSM40053; GSM40056							X	
	BM-DCs (2)	MH	GEO	GSM101418; GSM101419							X	
Affymetrix Mouse U74Av2 data												
	Spleen CD4 T cells (3)	CB/DM	GEO	GSM66901; GSM66902; GSM66903					X			
	Spleen B2 cells (2)	CB/DM	GEO	GSM66913; GSM66914					X			
	Spleen B1 cells (2)	CB/DM	GEO	GSM66915; GSM66916					X			
	Spleen NK cells (2)	FT	EBI ArrayExpress [97]	E-MEXP-354					X			
	Spleen CD4 DCs (2)	CRES	GEO	GSM4697; GSM4707					X			
	Spleen CD8 DCs (2)	CRES	GEO	GSM4708; GSM4709					X			
	Spleen DN DCs (2)	CRES	GEO	GSM4710; GSM4711					X			
	Spleen IKDCs (2)	FH	GEO	GSM85329; GSM85330					X			
	Spleen cDCs (2)	FH	GEO	GSM85331; GSM85332					X			
	Spleen pDCs (2)	FH	GEO	GSM85333; GSM85334					X			
Affymetrix Human Genome U133 Plus 2.0 data												
	Blood monocytes (3)	FRS	Authors' webpage [86]	NA		X	X			X		X
	Blood CD4 T cells (3)	FRS	Authors' webpage	NA		X	X			X		
	Blood CD8 T cells (3)	FRS	Authors' webpage	NA		X	X			X		
	Blood B cells (3)	FRS	Authors' webpage	NA		X	X			X		
	Blood NK cells (3)	FRS	Authors' webpage	NA		X	X			X		
	Blood neutrophils (3)	FRS	Authors' webpage	NA		X	X			X		
	Blood pDCs (3)	CAKB	EBI ArrayExpress	E-TABM-34		X	X	X		X		X
	Blood BDCA1 DCs (3)	CAKB	EBI ArrayExpress	E-TABM-34		X	X	X		X		X
	Blood BDCA3 DCs (3)	CAKB	EBI ArrayExpress	E-TABM-34		X	X	X		X		X
	Blood CD16 DCs (3)	CAKB	EBI ArrayExpress	E-TABM-34						X		X
	PBMC-derived MΦ (2)	SYH	GEO	GSM109788; GSM109789								X
	Monocyte-derived MΦ	LZH	GEO	GSM213500								X
	Monocyte-derived DCs (3)	MVD	GEO	GSM181931; GSM181933; GSM181971								X

*The number of replicates is shown in parentheses. ^†^MD/SCPK, M Dalod, S Chan, P Kastner; AYR, AY Rudensky; SB, S Bondada; BP, B Pulendran; SA, S Akira; RM, R Medzhitov; CK, C Kim; MH, M Hikida; CB/DM, C Benoist, D Mathis; FT, F Takei; CRES, C Reis e Sousa; FH, F Housseau; FRS, FR Sharp; CAKB, CAK Borrebaeck; SYH, S Yla-Herttuala; LZH, L Ziegler-Heitbrock; MVD, MV Dhodapkar. ^‡^Shown in the indicated figure in this study. BM-DC, mouse bone-marrow derived GM-CSF DCs; BM-MΦ, mouse bone marrow-derived M-CSF macrophages; monocyte-derived MΦ, monocyte-derived M-CSF macrophages; NA, not applicable; PBMC-derived MΦ, human peripheral blood mononuclear cell-derived M-CSF macrophages; peritoneal MΦ, peritoneal mouse macrophages.

To verify the quality of the datasets mentioned above, we analyzed signal intensities for control genes whose expression profiles are well documented across the cell populations under consideration. Expression of signature markers were confirmed to be detected only in each corresponding population (see Table 2 for mouse data and Table 3 for human data). For example, *Cd3 *genes were detected primarily in T cells and often to a lower extent in NK cells; the mouse *Klrb1c *(*nk1.1*) gene or the human *KIR *genes in NK cells; *Cd19 *in B cells; the mouse *Siglech *and *Bst2 *genes or the human *LILRA4 *(*ILT7*) and *IL3RA *(*CD123*) genes in pDCs; and *Cd14 *in myeloid cells. 

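In CD8 T cells the Cd3 genes, which encode subunits of the T cell receptor complex, had signals of 3016 ± 374 for Cd3d, 593 ± 44.2 for Cd3e and 2564 ± 132 for Cd3g (mean ± SD, n = 2). In NK cells the same genes stood at 140 ± 26.5, 22.1 ± 6.53 and 89.0 ± 18.6 (n = 2), and in all DC arrays each of them was below 20. Cd247, which encodes the CD3 zeta chain, was the exception, with 672 ± 171 in NK cells and 994 ± 150 in CD8 T cells. Siglech, a surface lectin of mouse pDCs, reached 3326 ± 406 in pDCs (n = 2) and was on average below 20 in the other 5 populations, a log2 ratio of 7.23 to the highest of them (adjusted p = 7.29e-10 from limma). The probe set that Table 2 gives for Siglech is a different one, which reached 538 ± 154 in pDCs. Bst2, the antigen of the 120G8 antibody used in the sorts, reached 4907 ± 1234 in pDCs, but 55.0 ± 5.24 to 179 ± 32.7 elsewhere (log2 ratio 4.77, adjusted p = 4.19e-07), and it was therefore selective without being absent from other cells. The probe set that Table 2 uses for Klrb1c, which is annotated to Klrb1b and Klrb1c together, gave 3816 ± 114 in NK cells and at most 13.05 on average elsewhere. Cd14 was low on all arrays: 114 ± 49.5 in pDCs, 68.9 ± 20.9 in CD11b cDCs, 42.9 ± 11.2 in CD8α cDCs and under 20 in the lymphocytes, and the myeloid arrays of the compendium were not analysed here.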

As expected, many markers were expressed in more than a single cell population. For example, in the mouse, *Itgax *(*Cd11c*) was found expressed to high levels in NK cells and all DC subsets; *Itgam *(*Cd11b*) in myeloid cells, NK cells, and CD11b cDCs; *Ly6c *at the highest level in pDCs but also strongly in many other leukocyte populations; and *Cd8a *in pDCs and CD8α cDCs. However, the analysis of combinations of these markers confirmed the lack of detectable cross-contaminations between DC subsets: only pDCs expressed high levels of *Klra17 *(*Ly49q*) and *Ly6c *together, while *Cd8a*, *ly75 *(*Dec205*, *Cd205*), and *Tlr3 *were expressed together at high levels only in CD8α cDCs, and *Itgam *(*Cd11b*) with *Tlr1 *and high levels of *Itgax *(*Cd11c*) only in CD11b cDCs. Thus, each cell sample studied harbors the expected pattern of expression of control genes and our data will truly reflect the gene expression profile of each population analyzed, without any detectable cross-contamination.

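Itgax, which encodes the CD11c integrin chain, had signals of 4057 ± 58.5 in CD11b cDCs, 2928 ± 7.70 in NK cells, 2599 ± 212 in CD8α cDCs and 1327 ± 116 in pDCs (mean ± SD, n = 2 each), against 134 ± 27.0 in CD8 T cells (n = 2) and 12.4 ± 7.02 in B cells (n = 3). The level in CD11b cDCs was not called above that in NK cells (log2 ratio 0.47, adjusted p = 0.325 from limma). Itgam, the CD11b chain, was measured at 166 ± 11.9 in CD11b cDCs and 148 ± 18.7 in NK cells, and its mean was at most 16.1 in the other 4 populations. The probe set used for Ly6c in Table 2 is annotated to Ly6c1 and Ly6c2 together. It was highest in pDCs at 7356 ± 85.6, followed by CD8 T cells at 4873 ± 583 and NK cells at 1750 ± 160, whereas CD11b cDCs stood at 36.38 ± 1.6. Cd8a was highest in CD8 T cells at 727 ± 138, then in CD8α cDCs at 424 ± 0.963 and in pDCs at 143 ± 62.9, and it was below 20 on all arrays of the other 3 populations.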

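Klra17 (Ly49Q), an inhibitory receptor of the Ly49 family, had a signal of 3070 ± 151 in pDCs and of 134 ± 2.64 in CD11b cDCs (mean ± SD, n = 2), and was below 20 on average in the other 4 populations. Its log2 ratio of pDCs to the next population was 4.52 (adjusted p = 1.27e-08 from limma). Ly75 (DEC-205), an endocytic receptor, was measured at 196 ± 31.0 in CD8α cDCs and 37.4 ± 6.24 in CD11b cDCs, a log2 difference of 2.39 (SE 0.35, adjusted p = 0.000626), and at 242 ± 21.4 in CD8 T cells. CD8 T cells therefore held both Cd8a and Ly75 above 200, but their Tlr3 signal was 3.55 ± 0.951. Tlr1 had a signal of 956 ± 13.7 in CD11b cDCs, against 658 ± 352 in B cells (n = 3) and 478 ± 90.3 in CD8 T cells. Its log2 difference of CD8α to CD11b cDCs was -4.68 (SE 0.41, adjusted p = 1.13e-05). Itgam differed between the same subsets by -3.05 (SE 0.20, adjusted p = 1.3e-06) and Itgax by -0.64 (SE 0.17, adjusted p = 0.0223), a call that was lost when any 1 of the 4 cDC arrays was left out. Without the floor the calls of Itgam, Itgax and Klra17 were lost.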

**Table 2:** Expression of control genes in mouse cells

			Dendritic cells			Lymphocytes			
				
Probe set ID	Gene	Myeloid cells	pDC	CD8α DC	CD11b DC	NK	CD8 T	CD4 T	B
1419178_at	*Cd3g*	40 ± 10	<20	<20	<20	97 ± 31	2,074 ± 287	1,974 ± 478	22 ± 3
1422828_at	*Cd3d*	111 ± 14	<20	<20	<20	214 ± 16	2,815 ± 11	4,520 ± 1,414	21 ± 2
1422105_at	*Cd3e*	115 ± 30	27 ± 10	22 ± 2	23 ± 5	26 ± 9	387 ± 58	522 ± 210	26 ± 10
1426396_at	*Cd3z*	<20	<20	<20	<20	1,147 ± 81	1,545 ± 10	2,117 ± 482	25 ± 9
1426113_x_at	*Tcra*	83 ± 8	<20	23 ± 4	<20	116 ± 39	2,517 ± 42	5,601 ± 1,818	34 ± 13
1419696_at	*Cd4*	24 ± 2	1,233 ± 144	<20	369 ± 49	<20	<20	1,052 ± 73	<20
1450570_a_at	*Cd19*	190 ± 44	<20	<20	<20	<20	<20	23 ± 5	2,259 ± 292
1449570_at	*Klrb1c (NK1.1)*	<20	<20	<20	<20	2,328 ± 112	<20	25 ± 7	<20
1425436_x_at	*Klra3 (Ly49C)*	130 ± 11	24 ± 3	156 ± 0	242 ± 31	9,186 ± 479	170 ± 61	70 ± 42	<20
1450648_s_at	*H2-Ab1*	6,887 ± 84	7,339 ± 5	9,101 ± 100	9,056 ± 277	81 ± 6	83 ± 56	978 ± 11	7,028 ± 239
1419128_at	*Itgax (CD11c)*	454 ± 5	1,928 ± 169	2,827 ± 454	4,701 ± 56	3,403 ± 45	108 ± 44	22 ± 2	<20
1457786_at	*Siglech*	31 ± 4	3,454 ± 536	24 ± 5	<20	<20	<20	33 ± 13	<20
1425888_at	*Klra17 (Ly49Q)*	98 ± 4	3,413 ± 116	30 ± 14	163 ± 2	28 ± 11	24 ± 6	38 ± 10	<20
1424921_at	*Bst2 (120G8)*	2,364 ± 149	5,571 ± 718	237 ± 30	196 ± 44	61 ± 24	162 ± 12	90 ± 3	88 ± 32
1421571_a_at	*Ly6c*	4,420 ± 261	8,255 ± 151	98 ± 5	30 ± 8	2,082 ± 365	4,530 ± 229	1,789 ± 1,242	302 ± 303
1422010_at	*Tlr7*	439 ± 13	846 ± 40	<20	322 ± 45	<20	<20	22 ± 2	118 ± 83
1440811_x_at	*Cd8a*	<20	337 ± 134	825 ± 44	<20	<20	1,235 ± 227	22 ± 2	<20
1449328_at	*Ly75 (Dec205)*	249 ± 27	<20	159 ± 4	22 ± 3	24 ± 6	170 ± 29	79 ± 1	21 ± 1
1422782_s_at	*Tlr3*	27 ± 2	25 ± 3	3,376 ± 159	287 ± 14	<20	<20	<20	52 ± 45
1422046_at	*Itgam (CD11b)*	956 ± 57	<20	<20	162 ± 1	188 ± 38	<20	<20	21 ± 1
1449049_at	*Tlr1*	1,218 ± 54	31 ± 15	101 ± 4	1,601 ± 92	<20	889 ± 109	498 ± 103	1,141 ± 484
1417268_at	*Cd14*	7,649 ± 169	187 ± 52	107 ± 0	115 ± 34	<20	<20	31 ± 8	27 ± 12
1449498_at	*Marco*	174 ± 19	<20	<20	<20	<20	<20	<20	<20
1460282_at	*Trem1*	415 ± 19	<20	<20	<20	<20	<20	<20	<20

**Table 3:** Expression of control genes in human cells

		Lymphocytes				Dendritic cells			Myeloid cells	
				
Probe set ID	Genes	NK	CD8 T	CD4 T	B	pDC	BDCA1	BDCA3	Mono	Neu
206804_at	*CD3G*	858 ± 71	1,760 ± 241	1,975 ± 132	53 ± 6	<50	<50	<50	<50	52 ± 4
213539_at	*CD3D*	5,413 ± 238	7,134 ± 635	6,291 ± 285	276 ± 24	<50	<50	51 ± 2	112 ± 9	276 ± 4
205456_at	*CD3E*	247 ± 21	569 ± 67	679 ± 91	<50	<50	<50	<50	<50	<50
210031_at	*CD3Z*	8,688 ± 181	5,223 ± 218	4,749 ± 123	2,996 ± 217	56 ± 10	60 ± 17	54 ± 7	914 ± 96	132 ± 15
209671_x_at	*TCR@*	147 ± 16	3,127 ± 260	3,462 ± 170	71 ± 7	<50	<50	<50	<50	111 ± 16
205758_at	*CD8A*	911 ± 26	5,259 ± 217	67 ± 10	79 ± 16	<50	<50	<50	<50	99 ± 7
207979_s_at	*CD8B*	77 ± 9	3,596 ± 299	<50	<50	<50	<50	<50	<50	53 ± 5
203547_at	*CD4*	<50	<50	391 ± 20	83 ± 20	1,301 ± 119	1,004 ± 74	278 ± 61	205 ± 34	<50
206398_s_at	*CD19*	<50	51 ± 1	<50	1,726 ± 115	<50	<50	<50	57 ± 12	<50
212843_at	*NCAM1 (CD56)*	2,074 ± 96	144 ± 14	65 ± 2	135 ± 9	<50	<50	82 ± 17	52 ± 3	<50
207314_x_at	*KIR3DL2*	3,131 ± 172	454 ± 14	227 ± 18	265 ± 16	<50	<50	<50	59 ± 8	<50
208203_x_at	*KIR2DS5*	3,472 ± 140	444 ± 7	236 ± 10	284 ± 14	<50	<50	<50	<50	<50
239975_at	*HLA-DPB2*	<50	<50	<50	63 ± 22	777 ± 701	1,565 ± 519	2,056 ± 577	<50	<50
210184_at	*ITGAX (CD11c)*	1,017 ± 50	112 ± 37	166 ± 17	752 ± 45	74 ± 21	2,151 ± 430	729 ± 98	1,284 ± 115	2,133 ± 196
210313_at	*LILRA4 (ILT7)*	226 ± 10	117 ± 13	346 ± 42	1,109 ± 76	7,916 ± 612	230 ± 16	1,659 ± 1,183	524 ± 41	<50
206148_at	*IL3RA (CD123)*	84 ± 3	59 ± 8	91 ± 2	324 ± 9	4,728 ± 365	61 ± 10	116 ± 110	120 ± 3	74 ± 12
1552552_s_at	*CLEC4C (BDCA2)*	93 ± 6	61 ± 5	99 ± 4	408 ± 9	6,789 ± 737	76 ± 39	859 ± 434	217 ± 8	175 ± 25
205987_at	*CD1C (BDCA1)*	76 ± 8	61 ± 12	159 ± 8	1,715 ± 85	64 ± 23	8,313 ± 272	722 ± 845	560 ± 59	<50
204007_at	*FCGR3B (CD16)*	459 ± 54	115 ± 24	65 ± 5	322 ± 46	63 ± 23	<50	51 ± 1	160 ± 11	5,554 ± 57
201743_at	*CD14*	94 ± 3	139 ± 5	343 ± 5	1,274 ± 113	<50	202 ± 183	<50	7,638 ± 446	4,621 ± 374
205786_s_at	*ITGAM (CD11b)*	5,688 ± 116	1,980 ± 147	1,161 ± 71	2,513 ± 117	360 ± 184	703 ± 28	86 ± 63	5,541 ± 193	5,232 ± 576
208982_at	*PECAM1 (CD31)*	2,232 ± 48	2,144 ± 91	1,487 ± 58	4,644 ± 102	3,834 ± 601	2,825 ± 290	2,680 ± 363	5,479 ± 219	7,699 ± 853
205898_at	*CX3CR1*	10,056 ± 53	6,633 ± 232	4,351 ± 170	6,055 ± 263	262 ± 45	1,296 ± 84	362 ± 419	5,717 ± 451	616 ± 21
39402_at	*IL1B*	69 ± 6	72 ± 7	52 ± 3	209 ± 27	<50	195 ± 131	69 ± 27	198 ± 9	2,920 ± 183
202859_x_at	*IL8*	95 ± 7	77 ± 6	72 ± 5	385 ± 26	218 ± 185	90 ± 9	680 ± 561	310 ± 17	8,685 ± 776
207094_at	*IL8RA*	199 ± 30	74 ± 8	81 ± 12	82 ± 2	<50	61 ± 9	67 ± 1	90 ± 1	4,784 ± 521

Mono, monocyte; neu, neutrophil.

### LN-DCs constitute a specific leukocyte family that includes pDCs in both the human and the mouse

To determine whether LN-DCs may constitute a specific leukocyte family, we first evaluated the overall proximity between LN-DC subsets as compared to lymphoid or myeloid cell types, based on the analysis of their global gene expression program. For this, we used hierarchical clustering with complete linkage [32], principal component analysis (PCA) [33], as well as fuzzy c-means (FCM) partitional clustering approaches [34]. 

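The 13 mouse arrays of pDCs, CD8α cDCs, CD11b cDCs, NK cells, B cells and CD8 T cells were clustered by complete linkage, with 1 minus the Pearson correlation as the distance, over 8803 genes that passed the signal filter and varied more than the median probe set. The 6 DC arrays formed a branch of their own, in the full data and in 100 of 100 bootstrap samples of the genes. Within that branch the CD8α and CD11b cDC arrays joined first (mean correlation 0.571) and the pDC arrays joined them afterwards (mean correlation with cDCs 0.202). On the lymphocyte branch, NK cells joined CD8 T cells (mean correlation 0.419) before the B cells. The mean correlation was 0.447 among the DC arrays, 0.282 among the lymphocyte arrays and -0.170 between both families. These correlations are across genes centred on their medians, which are not independent replicates, and the myeloid and CD4 T cell arrays of Figure 1a were not analysed here. DC and lymphocyte arrays shared no scanning period or chip lot, and the sex of the mice ran nearly with the family. Resampling the genes cannot tell these apart from the cell family.

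**Figure D1:**
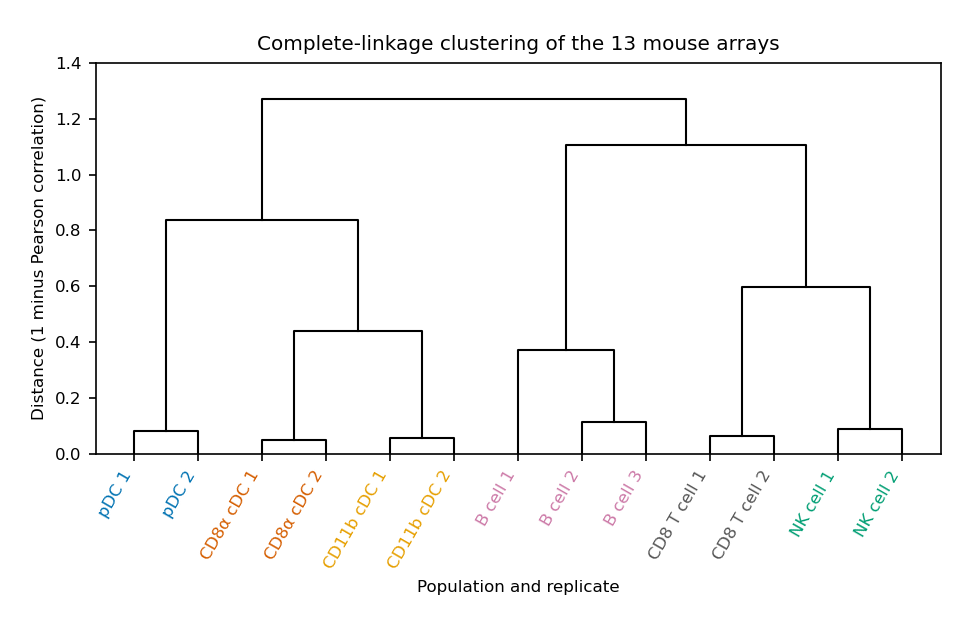
Complete-linkage tree of the 13 mouse arrays, with the height of each join as 1 minus the Pearson correlation (no unit) on the vertical axis and arrays coloured by population. The DC arrays and the lymphocyte arrays form separate branches, and the cDC subsets join before the pDCs do. These families shared no scanning period or chip lot.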

Hierarchical clustering clearly showed that the three LN-DC subsets studied clustered together, both in mouse (7,298 genes analyzed; Figure 1a) and human (11,507 genes analyzed; Figure 1b), apart from lymphocytes and myeloid cells. The close relationship between all the DC subsets in each species was also revealed by PCA for mouse (Figure 1c) and human (Figure 1d). 

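In a principal component analysis of the same genes, the first component held 75.9% of the variance, and all 6 populations had nearly equal coordinates on it, from 0.271 in CD8 T cells to 0.284 in B cells. The second component (9.56%) parted the families: CD8α cDCs lay at 0.355, CD11b cDCs at 0.324 and pDCs at 0.171, whereas B cells lay at -0.149, NK cells at -0.279 and CD8 T cells at -0.356. The pDCs were the DC population nearest to the lymphocytes on this component, and B cells the lymphocytes nearest to the DCs. The third component (4.97%) placed B cells (-0.423) opposite to NK cells (0.383), with pDCs at -0.146 on the side of the B cells. Without the floor the first component held 46.774% and components 2 and 3 together 32.103%, against 14.533% with it, and without the filter the latter held 5.9933%. No test belongs to these coordinates, which describe the 13 arrays. On the second component the cell family cannot be told apart from the scanning period and the chip lot.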

Finally, FCM clustering also allowed clear visualization of a large group of genes with high and specific expression levels in all DC subtypes (Figure 2, 'pan DC' clusters). These analyses, which are based on very different mathematical methods, thus highlight the unity of the LN-DC family. 

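Fuzzy c-means clustering into 30 clusters assigned 3085 of the 8803 genes at a membership of at least 0.9. Of these, 717 genes lay in 8 clusters whose mean was higher in each DC population than in each lymphocyte population, and 896 lay in 8 clusters with the opposite pattern. A cluster can meet this criterion for more than 1 set of populations. Alox5ap, Ccnd1, Cd68, Flt3, Fscn1 and Tbc1d8 belonged to one such DC cluster, and Bri3bp, Etv6 and Tmed3, which Table 4 lists as pan-DC genes, to another. Prkra, Scarb1 and Sh3tc1 of that list fell nearest to a DC cluster but under the membership threshold, and Trit1 fell in a cluster shared with B cells. When each cluster was named only after the set with the widest gap, a choice made after the counts were seen, 236 genes in 3 clusters were pan-DC. Without the floor, 1053 genes reached the membership and 335 of them were in pan-DC clusters. At a membership of 0.7, 5217 genes were assigned.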

To investigate the existence of a core genetic program common to the LN-DC subsets and conserved in mammals, clustering of mouse and human data together was next performed. We identified 2,227 orthologous genes that showed significant variation of expression in both the mouse and human datasets. After normalization (as described in Materials and methods), the two datasets were pooled and a complete linkage clustering was performed. As shown in Figure 1e, the three major cell clusters, lymphocytes, LN-DCs, and myeloid cells, were obtained as observed above when clustering the mouse or human data alone. Thus, this analysis shows that DC subsets constitute a specific cell family distinct from the classic lymphoid and myeloid cells and that pDCs belong to this family in both mice and humans. 

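DCs and lymphocytes differed in 5959 of the 9391 mouse genes tested, of which 2943 were higher in DCs and 3016 lower, and 1297 and 983 of these differed at least 2-fold. Alox5ap, which encodes the 5-lipoxygenase-activating protein of leukotriene synthesis, had signals of 4594 ± 150 in pDCs, 4909 ± 15.8 in CD8α cDCs and 4317 ± 301 in CD11b cDCs (mean ± SD, n = 2 each) and of 21.7 ± 9.43 to 30.6 ± 33.7 in the lymphocytes, a log2 difference of 7.39 (SE 0.27, adjusted p = 2.85e-09 from limma). Tbc1d8 (log2 difference 6.70), Plbd1 (6.84), Mpeg1 (6.55), Pld4 (6.20), Hfe (5.60) and the actin-bundling gene Fscn1 (5.49) were also among the genes highest in DCs. Genes lowest in DCs included Cd2 (-6.68, SE 0.15, adjusted p = 1.16e-10), which encodes an adhesion receptor and was selective for all lymphocyte populations, B cells included. Ms4a4b (-5.84), Trbv1 (-5.56), the cytotoxic granule gene Nkg7 (-5.44), Ablim1 (-5.34) and Jakmip1 (-5.33) were among them too. Among lists of genes fixed before the data were examined, 17 of 17 T cell identity genes were lower in DCs (17 adjusted over the list alone; camera adjusted p = 1.85e-09, and 0.00529 with an estimated correlation), and of 17 NK cytotoxicity genes 14 were lower and 2 higher (the same counts adjusted over the list alone; adjusted p = 1.4e-06, and 0.0341 with an estimated correlation). Of 19 B cell identity genes, 15 were lower and 3 higher, with the same counts adjusted over the list alone (adjusted p = 0.00111, but adjusted p = 0.294 with an estimated correlation). Of 15 DC development factors, 13 were higher and 1 lower (14 higher adjusted over the list alone; adjusted p = 5.45e-06, and 0.0105 with an estimated correlation), and all 12 markers of red pulp macrophages and monocytes were higher too (12 adjusted over the list alone; adjusted p = 3.86e-06, and 0.0105 with an estimated correlation). DC and lymphocyte arrays were scanned in different periods, so the scanning period and the cell family cannot be told apart in these tests. The sex of the mice runs nearly with the family as well: the 6 DC arrays carried Xist and no Y-linked transcripts, and 6 of the 7 lymphocyte arrays the reverse. With the scan day as a random block 6294 genes were called for DC vs lymphocytes. From the joint clustering of mouse and human cells, in which lymphocytes, LN-DCs and myeloid cells formed separate clusters as they had in each species alone, the paper concludes that the DC subsets, pDCs included, are a cell family of their own.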

All the LN-DC subsets studied therefore share a common and conserved genetic signature, which must determine their ontogenic and functional specificities as compared to other leukocytes, including other antigen-presenting cells.

**Figure 1:**
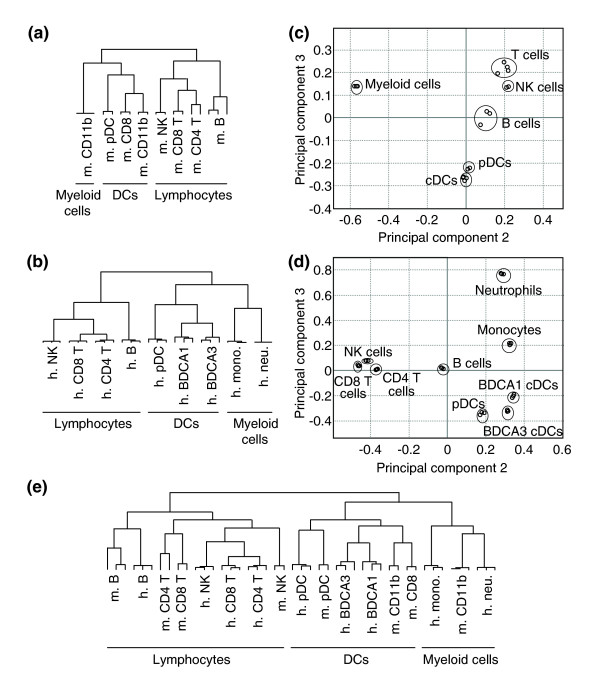
Clustering of mouse and human leukocyte subsets. Hierarchical clustering with complete linkage was performed on the indicated cell populations isolated from: **(a) **mouse, **(b) **human, and **(e) **mouse and human. PCA was performed on the indicated cell populations isolated from: **(c) **mouse and **(d) **human. Mono, monocytes; neu, neutrophils.

**Figure 2:**
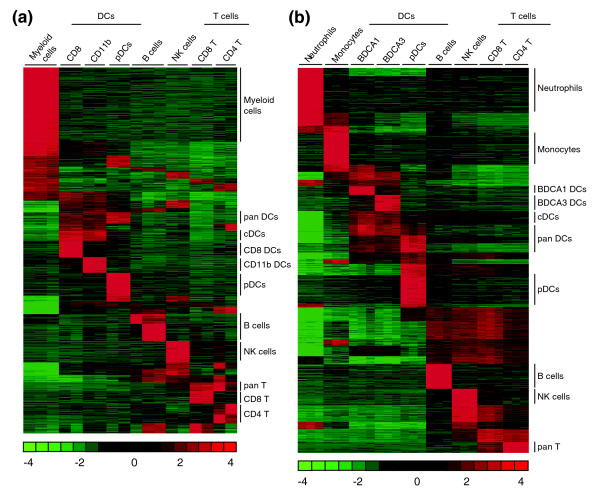
FCM partitional clustering. FCM partitional clustering was performed on the mouse and human gene chip datasets. **(a) **FCM partitional clustering for mouse data. **(b) **FCM partitional clustering for human data. The color scale for relative expression values as obtained after log_10 _transformation and median centering of the values across cell samples for each gene is given below the heat map.

### Identification and functional annotation of the conserved transcriptional signatures of mouse and human leukocyte subsets

Genes that are selectively expressed in a given subset of leukocytes in a conserved manner between mouse and human were identified and are presented in Table 4. 

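Selective expression was tested in the 13 mouse arrays alone, as a lowest mean among the chosen populations at least 0.4 (log2) above the highest mean of the others with every pairwise difference past the test, and the human arrays were not analysed here. By this criterion 167 genes were selective for all DCs, 250 for cDCs, 341 for pDCs, 133 for B cells, 364 for NK cells, 223 for CD8 T cells, 92 for lymphocytes and 124 for antigen-presenting cells (DCs and B cells). Of the genes in Table 4 that could be tested, 5 of 8 pan-DC, 8 of 9 cDC, 16 of 22 pDC, 20 of 22 B cell, 22 of 30 NK cell, 15 of 16 pan-T cell (tested in CD8 T cells, the only T cells among these arrays), 9 of 11 lymphocyte and 13 of 15 APC genes were selective, and the CD8 T cell gene Gzmk was not (log2 ratio 0.57, adjusted p = 0.241). The NK cell genes Rgs3 (-0.56) and F2r (-0.33) were lower in NK cells than in another population. Table 4 gives no probe sets, so those tested for these genes may differ from the ones behind it. Adjusted over the list alone the counts were 8, 9, 22, 22, 26, 16, 11 and 15, but these lists were chosen by the study on these samples and are not independent evidence. Scarb1, a lipoprotein receptor, had signals of 284 ± 3.74 to 785 ± 112 in the DC populations (mean ± SD, n = 2 each) and 68.5 ± 6.75 in CD8 T cells, the highest lymphocytes (log2 ratio 2.06, adjusted p = 0.00196 from limma). Bri3bp (2.03, adjusted p = 0.000216), the transcriptional repressor Etv6 (1.98, adjusted p = 0.000761) and Tmed3 (1.12, adjusted p = 0.0254) were likewise selective for DCs, and Tmed3 was not when any 1 of the DC, NK cell or CD8 T cell arrays was left out. Sh3tc1 (1.13, adjusted p = 0.166), Prkra (0.93, adjusted p = 0.7) and Trit1 (0.41, adjusted p = 0.834) did not pass over all genes. For Trit1 the B cells, at 360 ± 97.1 (n = 3), came near to the CD11b cDCs at 467 ± 8.76. The sets for all DCs and for lymphocytes compare arrays of different scanning periods. The CD8 T cell arrays were alone in their scanning period and chip lot, so period, lot and population cannot be told apart for that set. With a term for the 2 sets of sample names 109 genes were selective for all DCs. Only the B cells hold both sets, so this term rests on B cell replicate 1 against replicates 2 and 3. It cannot tell a batch from the kind of B cell or the amount of RNA. Without the floor the counts fell to 76 for all DCs, 66 for cDCs, 132 for pDCs, 54 for B cells, 103 for NK cells, 36 for CD8 T cells and 37 for lymphocytes, and the calls of Scarb1 and Tmed3 were lost. Over all Table 4 lists, 53 genes were then selective in place of 109. With 1 array left out, the counts came to as few as 51 for lymphocytes, 131 for CD8 T cells, 88 for B cells (and as many as 281) and 81 for antigen-presenting cells.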

Our data analysis is validated by the recovery of all the genes already known to contribute to the characteristic pathways of development or to the specific functions for the leukocyte subsets studied, as indicated in bold in Table 4. These include, for example, *Cd19 *and *Pax5 *for B cells [35], *Cd3e-g *and *Lat *for T cells [36], as well as *Ncr1 *[37] and *Tbx21 *(*T-bet*) [38] for NK cells. Similarly, all the main molecules involved in major histocompatibility (MHC) class II antigen processing and presentation are found selectively expressed in antigen-presenting cells (APCs). Indeed, a relatively high proportion of the genes selectively expressed in lymphocytes or in APCs has been known for a long time to be involved in the biology of these cells. However, we also found genes identified only recently as important in these cells, such as *March1 *[39] or *Unc93b1 *[40,41] for APCs, and *Edg8 *for NK cells [42]. 

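Pax5, a transcription factor that maintains B cell identity, had a signal of 220 ± 105 in B cells (mean ± SD, n = 3) and of 13.4 or less on average in the other populations (log2 ratio 3.34, adjusted p = 7.76e-05 from limma). Cd79a (6.38), the IgM Fc receptor gene Fcmr (7.26) and the transcription factor Ebf1 (5.66) had larger ratios in B cells. In CD8 T cells, log2 ratios to the next population were 4.68 for Cd3e (adjusted p = 3.25e-08), 4.44 for Cd3d and 4.86 for Cd3g. Lat, an adaptor of T cell receptor signalling, had a signal of 2070 ± 385 in CD8 T cells and 315 ± 3.07 in NK cells (n = 2 each; log2 ratio 2.71, adjusted p = 2.51e-05). Without the floor the calls of Cd3d, Cd3e, Cd3g, Lat, Pax5, Ebf1 and Tbx21 were lost. Ncr1, which encodes the activating receptor NKp46, reached 1344 ± 402 in NK cells and at most 12.6 ± 8.34 elsewhere (log2 ratio 6.04, adjusted p = 7.88e-09). Tbx21 stood at 3120 ± 334 in NK cells, 449 ± 44.0 in CD8 T cells and 268 ± 6.64 in CD11b cDCs, and was selective for NK cells with a log2 ratio of 2.80 (adjusted p = 2.31e-05). Of the lists fixed beforehand, 13 of 19 B cell identity genes were selective for B cells, 13 of 17 T cell identity genes for CD8 T cells and 14 of 17 NK cytotoxicity genes for NK cells. The 3' to 5' ratios of GAPDH were highest on the NK cell arrays, and the number of genes selective for B cells was 88 to 281 when 1 of the 13 arrays was left out.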

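The invariant chain gene Cd74 had signals of 7154 ± 515 in pDCs, 10124 ± 1139 in CD8α cDCs, 9416 ± 472 in CD11b cDCs (mean ± SD, n = 2 each) and 9836 ± 787 in B cells (n = 3), against 107 ± 20.5 in CD8 T cells and 48.1 ± 16.1 in NK cells (log2 ratio of the lowest antigen-presenting to the highest other population 6.08, adjusted p = 7.84e-08 from limma). The class II chains H2-Ab1 (6.39), H2-Eb1 (6.30) and H2-Aa (5.76) and the peptide-loading chains H2-DMb2 (5.15), H2-DMa (3.32) and H2-Oa (2.74) had log2 ratios of the same kind, each selective for DCs and B cells. The call of H2-Oa was lost with a term for the 2 sets of sample names, which rests on the B cell arrays alone. Ctsh (6.60) and Ctss (0.99, adjusted p = 0.0113), cathepsins that cleave antigen or the invariant chain, were selective as well, and Ctss was also present in CD8 T cells at 2657 ± 12.2 and lost its call when either CD8 T cell array or CD8α cDC replicate 2 was left out. Ly86 (6.90) and Wdfy4 (5.89) had ratios as large without belonging to the class II list. Of 15 measured class II presentation genes, 12 were selective for DCs and B cells. All 15 were higher in DCs than in the lymphocytes taken together (15 adjusted over the list alone; median log2 difference 3.36; camera adjusted p = 1.85e-09, and 0.0351 with an estimated correlation), although the B cells among the lymphocytes express them too.

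**Figure D2:**
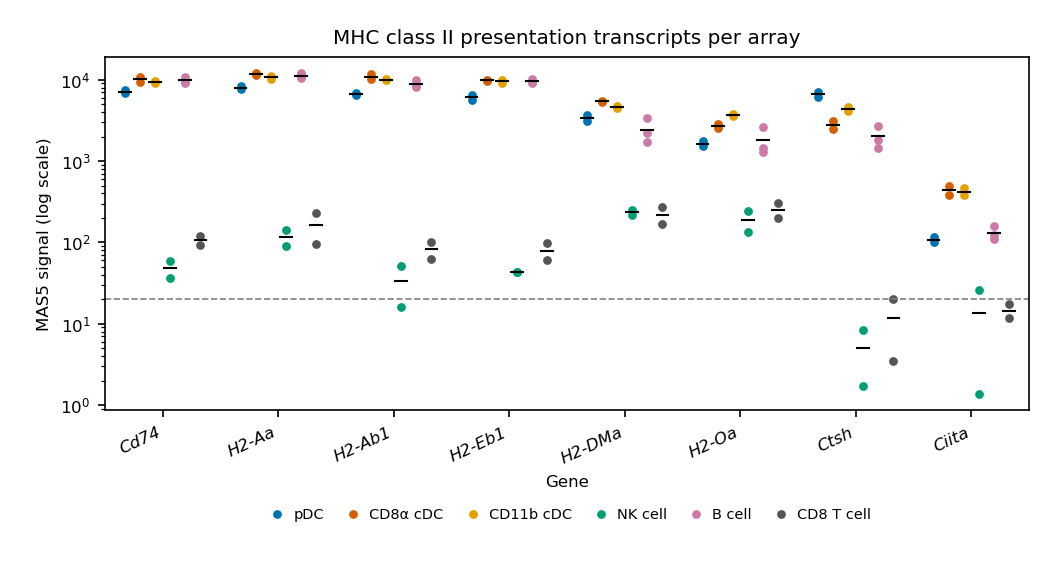
MAS5 signals (log scale) of 8 class II presentation genes, with one point per array, black bars for population means and the floor of 20 as a dashed line. For Cd74, H2-Aa, H2-Ab1 and H2-Eb1 the DC and B cell arrays lie far above the NK and CD8 T cell arrays, and Ciita is lower in pDCs and B cells than in cDCs.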

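Marchf1, the current symbol of March1, encodes a ubiquitin ligase that acts on class II molecules. Its signal was 1142 ± 98.5 in CD8α cDCs, 575 ± 38.0 in CD11b cDCs, 267 ± 74.1 in pDCs (mean ± SD, n = 2 each) and 451 ± 293 in B cells (n = 3), and below 20 in NK and CD8 T cells (log2 ratio 3.71, adjusted p = 0.00043 from limma). Unc93b1, needed for the trafficking of nucleic acid-sensing Toll-like receptors, had signals of 1073 ± 403 in pDCs, 859 ± 21.2 in CD8α cDCs, 786 ± 5.25 in CD11b cDCs and 689 ± 268 in B cells, against 121 ± 8.76 in NK cells (log2 ratio 2.44, adjusted p = 0.000859). S1pr5, the current symbol of Edg8, is a receptor for sphingosine 1-phosphate. It reached 2725 ± 0.813 in NK cells and 132 ± 46.6 in CD8 T cells, the next population (log2 ratio 4.42, adjusted p = 1.84e-05). Klra8 (8.96, adjusted p = 3.12e-11) and Cma1 (5.07, adjusted p = 4.09e-09) were among the genes with the largest ratios in NK cells.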

Interestingly, we also identified genes that were not yet known to be involved in the biology of these cells, to the best of our knowledge, such as the E430004N04Rik expressed sequence tag in T cells, the *Klhl14 *gene in B cells, or the *Osbpl5 *gene in NK cells.

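Klhl14 had a signal of 129 ± 20.3 in B cells (mean ± SD, n = 3) and of 10.2 ± 8.28 or less in the other populations, so that its log2 ratio of 2.68 is relative to the floor (adjusted p = 1.37e-06 from limma). Osbpl5, a member of the oxysterol-binding protein family, was measured at 290 ± 53.9 in NK cells, 107 ± 30.3 in CD8 T cells (n = 2 each) and 96.9 ± 4.28 in B cells, a log2 ratio of 1.45 for NK cells (adjusted p = 0.0184), and it was also selective for the 3 lymphocyte populations over DCs (1.39, adjusted p = 0.044). The first call was lost when either NK cell array was left out and the second when any 1 array other than pDC replicate 1 was. Without the floor both calls of Osbpl5 and those of Klhl14 and Igfbp4 were lost. In CD8 T cells the largest log2 ratio was that of Igfbp4 (6.67, adjusted p = 7.04e-07), and Themis, which Table 4 lists as E430004N04Rik (5.22, adjusted p = 4.94e-09), and Cd6 (4.65, adjusted p = 5.64e-09) followed among others.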

**Table 4:** Specific transcriptomic signatures identified in the leukocyte populations studied

	Expression ratio (log_2_) of specific genes*			
	
Cell type	3-4	2-3	1-2	0,4-1
Myeloid cells	*-*	*Steap4; Clec4d; Clec4e; Fpr1*	*Nfe2; Mpp1; Snca; Ccr1; Slc40a1; S100a9; ****Cd14***; ***Tlr4****; F5; Fcgr3; Fpr-rs2; ****Tlr2****; Abhd5; Gca; Atp6v1b2; Ier3; Sod2; Pilra; Slc11a1*	*Sepx1; Ninj1; Hp; Sdcbp; Bst1; Ifit1; S100a8; Adipor1; Bach1; Marcks; Pira2; Wdfy3; Ifrd1; Fcho2; ****Csf3r****; C5ar1; Cd93; Snap23; Cebpb; Clec7a; Yipf4; Hmgcr; Slc31a2; Fbxl5*
Pan-DC		***Flt3***	*Sh3tc1*	*Trit1; Bri3bp; Prkra; Etv6; Tmed3; Bahcc1; Scarb1*
cDC	*-*	*-*	*Arhgap22; Btbd4; Slamf8; 9130211I03Rik; Nav1*	***C2ta****; Avpi1; Spint1; Cs*
pDC		***Epha2****; Pacsin1; Zfp521; Sh3bgr*	*Tex2; Runx2; Atp13a2; Maged1; Tm7sf2; Tcf4; Gpm6b; Cybasc3*	*Nucb2; Alg2; Pcyox1; LOC637870; Scarb2; Dnajc7; Trp53i13; ****Plac8****; Pls3; ****Tlr7****; Ptprs; Bcl11a*
B cells	***Ebf1****; ****Cd19****; Klhl14*	***Bank1****; ****Pax5***	***Blr1****; Ralgps2; ****Cd79b****; ****Pou2af1****; Fcer2a; Cr2; ****Cd79a****; Fcrla*	*Ms4a1; ****Blk****; ****Cd72*** *; Syvn1; BC065085; Fcrl1; Phtf2; Tmed8; Grap; Pip5k3; * ***Pou2f2***
NK cells	*-*	***Ncr1***	***Tbx21****; Osbpl5*	*Rgs3; 1700025G04Rik; Plekhf1; ****Fasl****; Zfpm1; ****Edg8****; ****Cd160****; ****Klrd1****; ****Il2rb****; ****Il18rap****; Ctsw; ****Ifng****; ****Prf1****; Sh2d2a; Llgl2; Gpr178; Prkx; Gab3; ****Nkg7****; Cst7; Sntb2; Runx3; Myo6; F2r; Vps37b; Dnajc1; Gfi1*
Pan-T cells	*-*	***Camk4****; E430004N04Rik; ****Trat1***	***Cxcr6****; Tnfrsf25; Ccdc64; ****Plcg1***	***Cd3e****; ****Cd5****; Lrig1; ****Cd3g****; Ubash3a; ****Cd6****; ****Lat****; Bcl11b; ****Tcf7****; ****Icos***
CD8 T cells	*-*	*-*	*-*	*Gzmk*
CD4 T cells	*-*	***Ctla4***	*-*	***Icos****; Tnfrsf25; ****Cd5****; ****Cd28****; Trat1*
Lymphocytes	*-*	*-*	*Ablim1; Lax1; D230007K08Rik; Rasgrp1; ****Bcl2***	*Spnb2; Cdc25b; ****Ets1****; Sh2d2a; Ppp3cc; Cnot6l*
Myeloid, B, DC	*-*	***H2-DMb2****; ****H2-DMb1***	***C2ta****; ****March1****; Aldh2; Bcl11a; Btk*	***Ctsh****; ****H2-Eb1****; ****Cd74****; ****Ctsz****; Clic4; ****Kynu****; 5031439G07Rik; Nfkbie; ****Unc93b1***
Non-DC	***Gimap4***	*-*	*Vps37b*	***Lck****; Pde3b*

*Ratio expressed as Minimum expression among the cell types selected/Maximum expression among all other cell types. Genes already known to be preferentially expressed in the cell types selected are shown in boldface.

In contrast to the high proportion of documented genes selectively expressed in the cell types mentioned above, most of the genes specifically expressed in LN-DCs have not been previously associated with these cells and many have unknown functions. 

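Flt3, the receptor of the Flt3 ligand, had signals of 1001 ± 7.96 in pDCs, 1713 ± 15.3 in CD8α cDCs and 1113 ± 79.6 in CD11b cDCs (mean ± SD, n = 2 each), against 33.7 ± 16.0 in B cells (n = 3), 9.72 ± 11.0 in NK cells and 4.80 ± 3.16 in CD8 T cells (n = 2 each). The lowest DC mean exceeded the highest lymphocyte mean by a log2 ratio of 4.93 (adjusted p = 1.78e-06 from limma), and Flt3 did not differ between pDCs and cDCs past the test (log2 difference -0.46, SE 0.27, adjusted p = 0.214). Ciita, the transactivator of MHC class II genes, had a signal of 438 ± 76.8 in CD8α cDCs and 422 ± 55.5 in CD11b cDCs, but 108 ± 10.4 in pDCs, 132 ± 25.7 in B cells and below 20 in NK and CD8 T cells. It was selective for cDCs with a log2 ratio of 1.69 to B cells (adjusted p = 4e-04) and, more widely, for DCs and B cells over NK and CD8 T cells (2.24, adjusted p = 0.000143), and both calls were lost without the floor.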

Noticeable exceptions are *Flt3*, which has been recently shown to drive the differentiation of all mouse [43-45] and human [46] LN-DC subsets [47], and *Ciita *(*C2ta*), which is known to specifically regulate the transcription of MHC class II molecules in cDCs [48]. 

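All 8 measured members of the Gimap family, GTPases of immunity-associated proteins, were lower in the DC populations than in the lymphocytes (8 adjusted over the list alone), with a median log2 difference of -5.36 (camera adjusted p = 9.66e-08, but adjusted p = 0.0661 with an estimated correlation). Gimap4 had signals of 10772 ± 156 in NK cells, 5351 ± 47.4 in CD8 T cells (mean ± SD, n = 2 each) and 3649 ± 1203 in B cells (n = 3), against 46.4 ± 10.6 in pDCs, 38.6 ± 5.73 in CD11b cDCs and 13.4 ± 8.31 in CD8α cDCs (n = 2 each), a log2 difference of -7.49 (SE 0.15, adjusted p = 4.68e-11 from limma). Gimap8 (-6.80), Gimap3 (-5.75), Gimap7 (-5.74), Gimap6 (-4.98), Gimap1 (-4.30), Gimap5 (-4.29) and Gimap9 (-4.10) were lower too, and all 8 genes were selective for the 3 lymphocyte populations. The selective call of Gimap1 was lost without pDC replicate 2. Not all of them were at the floor in pDCs, where Gimap6 stood at 172 ± 10.7, Gimap1 at 159 ± 18.1 and Gimap9 at 88.2 ± 12.7, above cDCs by log2 differences of 3.10 (adjusted p = 2.22e-05), 2.99 (adjusted p = 4.67e-06) and 2.13 (adjusted p = 0.000587). With the floor 2.5 times higher the difference of Gimap9 no longer passed. Of the other genes absent from DCs in Table 4, Vps37b (log2 ratio 2.03, adjusted p = 0.0573) and Pde3b (2.21, adjusted p = 0.293) did not pass over all genes, whereas 3 of the 3 genes tested, Gimap4 included, passed over the list alone. Vps37b was lower in DCs than in lymphocytes (log2 difference -2.98, adjusted p = 5.28e-06), and Pde3b was present in CD8α cDCs at 249 ± 46.0.

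**Figure D3:**
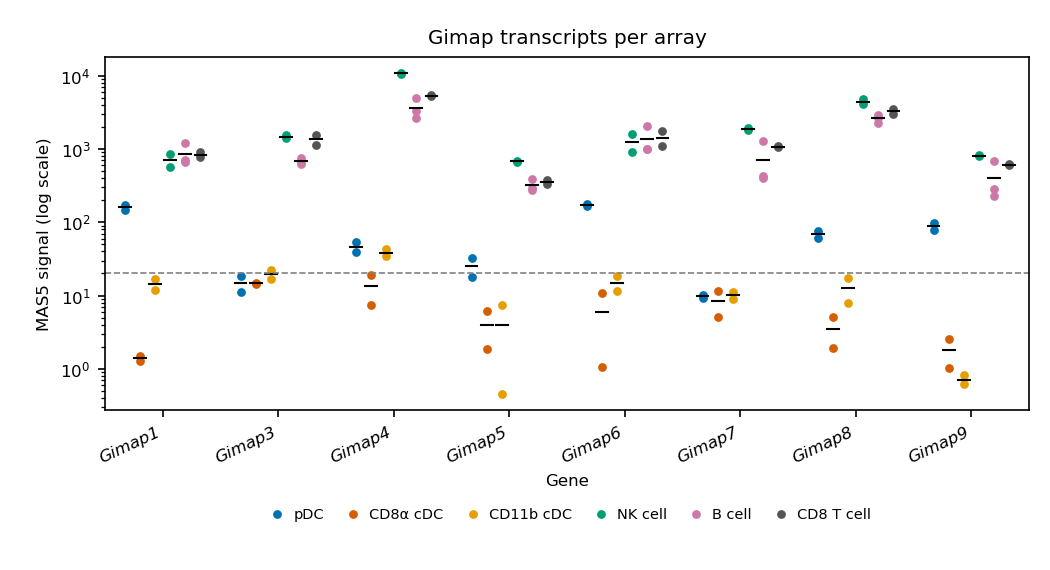
MAS5 signals (log scale) of the 8 Gimap genes, with one point per array, black bars for population means and the floor of 20 as a dashed line. NK, B and CD8 T cell arrays lie above the DC arrays for each gene, and pDC arrays lie above cDC arrays for Gimap1, Gimap6, Gimap8 and Gimap9.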

Interestingly, mouse or human LN-DCs were found to lack expression of several transcripts present in all the other leukocytes studied here, including members of the *gimap *family, especially *gimap4*, which have been very recently shown to be expressed to high levels in T cells and to regulate their development and survival [49-51].

Thus, the identity of the gene signatures specific for the various leukocyte subsets studied highlights the sharp contrast between our advanced understanding of the molecular bases that govern the biology of lymphocytes or the function of antigen presentation and our overall ignorance of the genetic programs that specifically regulate DC biology. This contrast is enforced upon annotation of each of the gene signatures found with Gene Ontology terms for biological processes, molecular functions, or cellular components, and with pathways, or with interprotein domain names, using DAVID bioinformatics tools [52,53] (Table 5). Indeed, many significant annotations pertaining directly to the specific function of myeloid cells, lymphocyte subsets or APCs are recovered, as indicated in bold in Table 5. In contrast, only very few significant annotations are found for LN-DCs, most of which may not appear to yield informative knowledge regarding the specific functions of these cells.

**Table 5:** Selected annotations for the conserved transcriptomic signatures identified for the cell types studied

Cell type*	Annotation	Genes
Myeloid cells	**Defense response/response to pest, pathogen or parasite/inflammatory response**	*C5ar1, Sod2, Fcgr3, Tlr2, Ccr1, Ifrd1, Csf3r, Clec7a, Bst1, Ifit1, Clec4e, Tlr4, Clec4d, Cd14, Cebpb, Hp*
	**Response to bacteria or fungi/pattern recognition receptor activity/C-type lectin**	*SLC11A1, TLR2, TLR4, CLEC7A, Clec4e, Clec4d*
	**H_tollpathway: Toll-like receptor pathway**	*CD14, TLR2, TLR4*
	**Regulation of cytokine biosynthesis/positive regulation of TNF-α or IL-6 biosynthesis**	*Fcgr3, Tlr2, Tlr4, Cebpb, Clec7a*
	**Macrophage activation/mast cell activation/neutrophil chemotaxis**	*CD93, TLR4, Fcgr3, Csf3r*
Pan-DC	Binding	*ETV6, PRKRA, FLT3, SCARB1, TRIT1, BAHCC1, SH3TC1*
cDC	Nucleobase, nucleoside, nucleotide and nucleic acid metabolism	*NAV1, BTBD4, CIITA, SNFT*
	Molecular function unknown	*Btbd4, Avpi1, Arhgap22*
pDC	Transcription cofactor activity	*Maged1, Bcl11a, Tcf4*
	Integral to membrane	*TLR7, EPHA2, TMEPAI, SCARB2, ATP13A2, ALG2, CYBASC3, TM7SF2, GPM6B, PTPRS*
	Cellular component unknown	*Maged1, Sh3bgr, Cybasc3, Alg2, Plac8*
B cells	**MMU04662: B cell receptor signaling pathway/B cell activation**	*Cr2, Cd79a, Cd79b, Cd72, Cd19, Blr1, Ms4a1*
	**MMU04640: hematopoietic cell lineage**	*Cr2, Fcer2a, Ms4a1, Cd19*
	**Defense response/response to pest, pathogen or parasite/humoral immune response**	*PAX5, POU2F2, CR2, MS4A1, CD72, CD19, POU2AF1, BLR1, CD79A, CD79B, FCER2*
NK cells	**MMU04650: natural killer cell mediated cytotoxicity/apotosis**	*Klrd1, Ifng, Ncr1, Fasl, Prf1, Prf1, Plekhf1*
	**Defense response**	*IL18RAP, CTSW, IFNG, FASLG, CD160, NCR1, PRF1, KLRD1, CST7*
Pan-T cells	**HSA04660: T cell receptor signaling pathway/immunological synapse**	*CD3E, ICOS, PLCG1, LAT, CD3G, Trat1*
	**Defense response/immune response**	*Cd5, Icos, Cd3e, Ubash3a, Lat, Trat1, Cd3g*
	**HSA04640: hematopoietic cell lineage**	*CD3E, CD3G, CD5*
CD8 T cells	No annotations	*-*
CD4 T cells	**Defense response/immune response**	*Cd28, Icos, Cd5, Ctla4, Trat1*
	**M_ctla4pathway: the co-stimulatory signal during T-cell activation**	*Cd28, Icos, Ctla4*
Lymphocytes	**Immune response**	*BCL2, LAX1, ETS1*
Myeloid, B, DC	**Antigen presentation, exogenous antigen via MHC class II**	*H2-Eb1, H2-DMb2, H2-DMb1, Cd74*
	**HSA04612: antigen processing and presentation**	*HLA-DRB1, CIITA, CD74, HLA-DMB*
	**Defense response/immune response**	*H2-Eb1, H2-DMb2, H2-DMb1, Bcl11a, Cd74*
Non-DC	Phosphoric ester hydrolase activity	*LCK, PDE3B*

*The annotations recovered are written in boldface when they correspond to known specificities of the cell subset studied and are thus confirmatory of the type of analysis performed.

Thus, when taken together, our data show that LN-DC subsets constitute a specific family of leukocytes, sharing selective expression of several genes, most of which are still of unknown function. 

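Of the 167 genes selective for the 3 DC populations over lymphocytes, 151 had a log2 ratio of at least 1. The largest ratio was that of Alox5ap (7.16, adjusted p = 6.15e-06 from limma), followed by Tbc1d8 (6.33, adjusted p = 3.88e-09), Cd68 (5.06, adjusted p = 2.91e-05), Flt3 and Ccnd1 (4.52, adjusted p = 8.76e-06). Cd68, an endosomal glycoprotein also used as a macrophage marker, had signals of 2595 ± 308 in pDCs, 1714 ± 228 in CD8α cDCs and 2772 ± 255 in CD11b cDCs (mean ± SD, n = 2 each) and 56.2 ± 33.4 in NK cells, the highest lymphocytes. Ccnd1, which encodes cyclin D1, stood at 814 ± 85.0 in CD8α cDCs, 2878 ± 139 in pDCs and 4597 ± 41.0 in CD11b cDCs and was at most 35.4 ± 3.90 in lymphocytes. Gpr35, Prss30 and P2ry6 completed the 8 largest ratios. Of the 15 DC development factors on the list fixed beforehand, 1 was selective for all DCs. Myeloid cells were not analysed here, so that these genes are set apart from lymphocytes only. Leaving out X- and Y-linked genes, an alternative added after the data were seen, left 163 genes, and 76 were left without the floor.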

We believe that the identification of these genes selectively expressed in LN-DC subsets in a conserved manner between mouse and human will be very helpful for future investigation of the mechanisms regulating LN-DC biology by the generation and study of novel genetically manipulated animal models.

### Search for a genetic equivalence between mouse and human LN-DC subsets

To search for equivalence between mouse and human LN-DC subsets, we examined their genetic relationships in the hierarchical clustering depicted in Figure 1e. Two observations can be made. First and remarkably, mouse and human pDCs clustered together. This result indicates a high conservation in their genetic program and establishes these two cell types as homologs. Indeed, human and mouse pDCs share a large and specific transcriptional signature (Table 4), with a number of genes comparable to those of the transcriptional signature of NK or T cells. 

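In mouse pDCs 341 genes were selective, against 364 in NK cells and 223 in CD8 T cells. Klk1, a tissue kallikrein, had a signal of 6309 ± 878 in pDCs (mean ± SD, n = 2) and of 10.8 ± 1.37 or less in the other 5 populations, a log2 ratio of 8.29 (adjusted p = 1.02e-10 from limma). Upb1 (6.76, adjusted p = 2.49e-09), Smim5 (6.23), Lefty1 (6.23), Ctsl (5.17, adjusted p = 2.93e-08) and Epha2 (3.44, adjusted p = 1.84e-08) were also selective for pDCs. Tcf4, which encodes the transcription factor E2-2 needed for pDC development, stood at 3587 ± 347 in pDCs and 650 ± 41.9 in B cells (n = 3; log2 ratio 2.46, adjusted p = 1.66e-06). Of 22 tested pDC genes of Table 4, 6 did not pass over all genes, among them Tlr7 (1.29, adjusted p = 0.414) and Plac8 (0.55, adjusted p = 0.0995). Plac8 was abundant in all DCs and in B cells, with 7813 ± 158 in pDCs, 5342 ± 543 in CD8α cDCs, 4710 ± 310 in CD11b cDCs and 4542 ± 560 in B cells. Without the floor, 132 genes were selective for pDCs, 103 for NK cells and 36 for CD8 T cells. Without CD8 T cell replicates 1 and 2 in turn, 131 and 141 were selective for CD8 T cells.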

To the best of our knowledge, most of these genes had not been reported to be selectively expressed in pDCs, with the exception of *Tlr7 *[31,54] and *Plac8 *(*C15*) [55]. Second, although mouse and human cDCs clustered together, the two cDC subsets of each species appeared closer to one another than to the subsets of the other species. Thus, no clear homology could be drawn between human and mouse cDC subsets in this analysis. However, it should be noted that known homologous human and mouse lymphoid cell types also failed to cluster together in this analysis and were closer to the other cell populations from the same species within the same leukocyte family. This is clearly illustrated for the T cell populations as mouse CD4 and CD8 T cells cluster together and not with their human CD4 or CD8 T cell counterparts (Figure 1e). Therefore, to further address the issue of the relationships between human and mouse cDC subsets, we used a second approach. We performed hierarchical clustering with complete linkage on the mouse and human LN-DC datasets alone (1,295 orthologous LN-DC genes), without taking into account the pattern of expression of each gene in the other leukocyte subsets as it may have hidden some degree of similarity between subsets clustering in the same branch. The results of the analysis of gene expression focused on DCs confirmed that mouse and human pDCs cluster together and apart from cDCs (Figure 3). 

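Between mouse CD8α and CD11b cDCs, 1827 genes differed, 841 higher in CD8α cDCs and 986 higher in CD11b cDCs, with 568 and 709 of them at least 2-fold. Plpp1, a lipid phosphatase, had a signal of 1107 ± 24.1 in CD8α cDCs and 18.5 ± 0.737 in CD11b cDCs (mean ± SD, n = 2 each), a log2 difference of 5.79 (SE 0.20, adjusted p = 1.58e-08 from limma). Itgae, the CD103 integrin chain, stood at 5.47, the nucleotide-sugar receptor P2ry14 at 5.27 and the scavenger receptor Cd36 at 5.20, and the chemokine receptor Xcr1 was selective for CD8α cDCs over all other populations with a log2 ratio of 4.96 (adjusted p = 1.11e-08). Higher in CD11b cDCs were Dtx1 (-6.40, SE 0.54, adjusted p = 8.93e-06), Clec4a3 (-5.93), Sirpb1a (-5.60), Sirpa (-5.32, adjusted p = 1.71e-07), Ptgs2 (-5.19, adjusted p = 1.2e-06) and Cybb (-5.00), the last a subunit of the phagocyte NADPH oxidase. Of the mouse genes in Table 6, 34 of 40 tested from the mouse CD8α and human BDCA3 list were higher in CD8α cDCs (39 adjusted over the list alone) and 54 of 62 from the CD11b and BDCA1 list were higher in CD11b cDCs (59 adjusted over the list alone), with none opposite. Clnk, in the highest ratio bin of the first list, had a signal of 199 ± 54.8 in CD8α cDCs against 6.33 ± 0.284 in CD11b cDCs (3.28, SE 0.23, adjusted p = 2.17e-06), and Pram1 (-5.06), Papss2 (-2.25, lost without the floor) and Il1rn (-2.21, adjusted p = 0.000188) were in that of the second. For pDCs against cDCs, 124 of 130 listed pDC genes and 130 of 139 listed cDC genes were called in the listed direction (128 and 132 adjusted over the list alone). All these lists were chosen by the study on these samples and are not independent evidence. Both CD8α cDC arrays and CD11b cDC replicate 2 were scanned on 1 day and CD11b cDC replicate 1 on another, and with a term for the scan day, which leaves the comparison to the arrays of the shared day, 1092 genes were called. Without CD8α cDC replicate 2, CD11b cDC replicate 1 and CD11b cDC replicate 2 in turn, 1119, 1133 and 1169 were called for CD8a cDC vs CD11b cDC, and 1258 without the floor. The human arrays were not analysed here.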

Importantly, when analyzing the DC datasets alone, mouse CD8α and human BDCA3 cDCs on the one hand, and mouse CD11b and human BDCA1 cDCs on the other hand, clustered together and shared a conserved genetic signature (Figure 3 and Table 6). Thus, although a higher genetic distance is observed between mouse and human conventional DC subsets as opposed to pDCs, a partial functional equivalence is suggested between these cell types. The majority of the genes conserved between mouse CD8α and human BDCA3 cDCs versus mouse CD11b and human BDCA1 cDCs have unknown functions and have not been previously described to exhibit a conserved pattern of expression between these mouse and human cell types. 

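Tlr3, a receptor of double-stranded RNA, had a signal of 1744 ± 24.6 in CD8α cDCs and 137 ± 0.270 in CD11b cDCs (mean ± SD, n = 2 each), a log2 difference of 3.67 (SE 0.43, adjusted p = 1e-04 from limma), and of 9.83 ± 3.11 in pDCs. Its call was lost without the floor, although its signal was at least 136.8 on each cDC array and so lay above the floor. The error is pooled over all arrays, and the B cell arrays ran from 0.85 to 72.8. The loss therefore does not bear on the cDC arrays alone. Cadm1, a cell adhesion molecule of the nectin-like family, was measured at 1651 ± 37.4 in CD8α cDCs, 66.4 ± 19.0 in CD11b cDCs and 198 ± 52.9 in pDCs (n = 2 each), a log2 difference between the cDC subsets of 4.67 (SE 0.23, adjusted p = 1.25e-07). Both genes were higher on both CD8α cDC arrays than on both CD11b cDC arrays.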

Notable exceptions are *Tlr3 *[31,56] and the adhesion molecule Nectin-like protein 2 (*Cadm1*, also called *Igsf4*) [57], which have been previously described to be conserved between mouse CD8α and human BDCA3 cDCs. When comparing cDC to pDCs, a few genes already known to reflect certain functional specificities of these cells when compared to one another are identified. 

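Tlr7, a receptor of single-stranded RNA, had a signal of 688 ± 7.18 in pDCs, 285 ± 63.2 in CD11b cDCs and 4.05 ± 3.78 in CD8α cDCs (mean ± SD, n = 2 each), and differed between pDCs and cDCs by 3.20 (log2, SE 0.49, adjusted p = 0.000406 from limma). The cDC subsets differed from each other (CD8α less CD11b -3.81, SE 0.57, adjusted p = 0.00065). In the test of selective expression the excess of pDCs over CD11b cDCs was not called (log2 ratio 1.29, adjusted p = 0.414). The error of this test is pooled over all populations, and the B cell arrays ran from 41.45 to 205.1. The pDC arrays (682.8 and 693) lay above the CD11b cDC arrays (240.2 and 329.6), and Tlr7 passed without B cell replicate 3. Irf7, a transcription factor of interferon genes, stood at 1278 ± 205 in pDCs, 535 ± 31.6 in CD8α cDCs and 484 ± 54.8 in CD11b cDCs (n = 2 each), a log2 difference of 1.32 (SE 0.41, adjusted p = 0.0267) that no longer passed when any 1 of the 6 DC arrays was left out. In the lymphocytes Irf7 was also present, from 272 ± 36.1 in CD8 T cells (n = 2) to 428 ± 46.0 in NK cells (n = 2).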

*Tlr7 *and *Irf7 *are found preferentially expressed in pDCs over cDCs, consistent with previous reports that have documented their implication in the exquisite ability of these cells to produce high levels of IFN-α/β in response to viruses [58-60]. *Ciita*, *H2-Ob*, *Cd83 *and *Cd86 *are found preferentially expressed in cDCs over pDCs, which is consistent with their higher efficiency for MHC class II antigen presentation and T cell priming [61].

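Cd83, a maturation marker of DCs, had signals of 4790 ± 709 in CD8α cDCs, 4428 ± 270 in CD11b cDCs and 134 ± 21.1 in pDCs (mean ± SD, n = 2 each), a log2 difference of pDCs to cDCs of -5.11 (SE 0.21, adjusted p = 1.75e-08 from limma). The costimulatory ligand Cd86 was measured at 1959 ± 5.43 in CD8α cDCs, 501 ± 17.9 in CD11b cDCs and 48.5 ± 6.60 in pDCs (-4.36, SE 0.47, adjusted p = 2.93e-05). H2-Ob, the beta chain of the class II modulator DO, stood at 1425 ± 95.2, 1624 ± 167 and 261 ± 119 in the same order (-2.62, SE 0.37, adjusted p = 0.00021), and Ciita differed by -1.99 (SE 0.19, adjusted p = 1.31e-05), a call lost without the floor. Of 15 class II presentation genes, 6 were lower and 2 higher in pDCs, with the same counts adjusted over the list alone, and 7 did not pass the test (camera adjusted p = 0.123). H2-Aa stood at 7987 ± 391 in pDCs, 11801 ± 373 in CD8α cDCs and 10728 ± 624 in CD11b cDCs (-0.49, SE 0.30, adjusted p = 0.223).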

**Figure 3:**
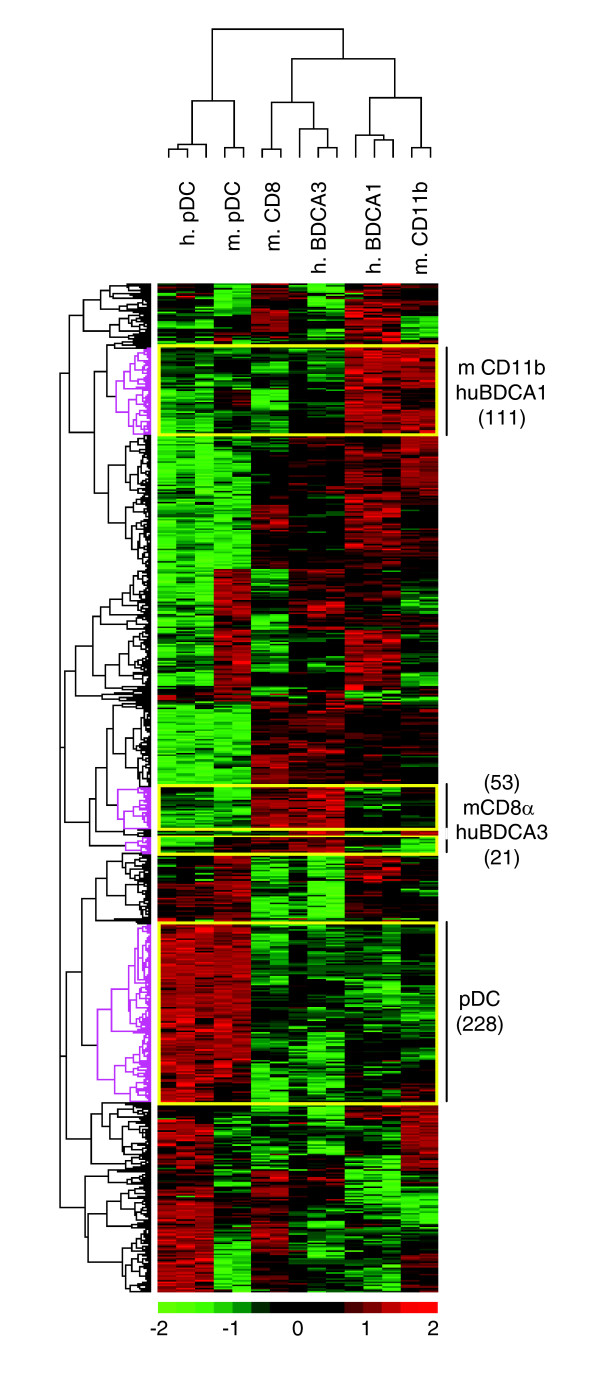
Conserved genetic signatures between mouse and human DC subsets. Hierarchical with complete linkage clustering was performed on the indicated DC populations isolated from mouse and human.

**Table 6:** Conserved specific transcriptomic signatures of DC subsets compared to one another

	Expression ratio (log_2_) of specific genes*				
	
Cell type	>4	3-4	2-3	1-2	0,4-1
pDC	*Pacsin1; Sla2; 2210020M01Rik*	*-*	*Epha2; Sh3bgr; Ets1; Cobll1; Blnk; Myb; Sit1; Zfp521; Nucb2; Igj; Stambpl1; Ptprcap; Spib; Glcci1; Syne2; Ahi1; Atp13a2; Tcf4; Lair1*	*Runx2; LOC637870; Hs3st1; Asph; L3mbtl3; Tex2; Nrp1; Npc1; Maged1; Tm7sf2; ****Igh-6****; Csf2rb2; Ccr2; Cdk5r1; Fcrla; Rnasel; Arid3a; Rassf8; Tgfbr3; ****Tlr7****; Trp53i11; Ltb4dh; Arhgap24; Creb3l2; Itpr2; Bcl11a; Usp11; Gpm6b; Snx9; Hivep1; ****Irf7****; Cnp1; Cybasc3; Pcyox1; Aacs*	*Ifnar2; Ugcg; Kmo; Tspan31; Xbp1; Alg2; Txndc5; Abca5; Carhsp1; Ptp4a3; Lypla3; Cxxc5; Sema4c; Vamp1; Klhl9; BC031353; Cybb; Scarb2; Card11; Cdkn2d; 4931406C07Rik; Gimap8; Plxdc1; Lman1; 4631426J05Rik; Tcta; Mgat5; Ern1; Atp8b2; Lrrc16; Cln5; Rexo2; Atp2a3; Tspyl4; Anks3; Slc23a2; Gata2; Trp53i13; Slc44a2; Tmem63a; Dnajc7; Rhoh; Daam1; Lancl1; Aff3; Chst12; Unc5cl; Rwdd2; Armcx3; Vps13a; Mcoln2; Tm7sf3; Stch; Glt8d1; Pscd4; Ormdl3; 1110028C15Rik; Snag1; Prkcbp1; Klhl6; Cbx4; Pcmtd1; Bet1; Ccs; Tceal8; Dpy19l3; Pcnx; LOC672274; Sec11l3; Ctsb; Slc38a1; Ostm1; Acad11; Zbtb20; 1110032A03Rik; Ralgps2; Dtx3; Pls3; Ptprs; Zdhhc8; Rdh11; Bcl7a; Tbc1d2b*
cDC	*-*	*9130211I03Rik; Hnrpll; Fgl2; Id2; Slamf8*	*Chn2; Ddef1; Havcr2; A530088I07Rik; Rab32; Adam8; 2610034B18Rik; Dusp2; Btbd4; Pak1; Bzrap1; Anpep; Apob48r; Aif1*	*Arrb1; ****H2-Ob****; Arhgap22; Aytl1; 2810417H13Rik; Pik3cb; Nav1; Acp2; Tnfaip2; Tspan33; Ralb; Marcks; Epb4.1l2; Rab31; Aim1; Cias1; ****Cd86****; Cdca7; Rin3; Hk2; Actn1; Snx8; Cd1d1; Cxcl9; Sestd1; Anxa1; Il15; Ahr; Myo1f; Avpi1; Pde8a; Stom; Spint1; Kit; 1100001H23Rik; Specc1; Bcl6; Tpi1; Kcnk6; Efhd2; Cxcl16; Ddb2; ****C2ta*** *; Tgif; Pfkfb3; Ptpn12; Pitpnm1; Rtn1; Maff; Sgk; BB220380; Tes; Elmo1; Tm6sf1; Mast2; Stx11; Dhrs3; * ***Tlr2***	*Il18; Vasp; Ppfibp2; Itfg3; Wdfy3; Atad2; Hck; Cnn2; BC039210; Lima1; Fhod1; Klhl5; Flna; Egr1; Mrps27; Gas2l3; Atp2b1; Gypc; Lst1; 8430427H17Rik; Lmnb1; Junb; Irf2; Soat1; * ***Cd83****; Spg21; Nab2; Rbpsuh; Tiam1; Spfh1; Gemin6; Entpd1; Lzp-s; Lyzs; Slc8a1; Dusp16; Plscr1; Ptcd2; Slc19a2; Mthfd1l; Copg2; Dym; Limd2; Bag3; Csrp1; Ppa1; Nr4a2; Snx10; Hmgb3; Plekhq1; Oat; Rgs12; Numb; Hars2; Pacs1; Gtdc1; Ezh2; Swap70; Rasgrp4; Asahl; Susd3; Lrrk2; Sec14l1; Asb2; Txnrd2; E330036I19Rik; Sla; Fscn1; Nr4a1; Inpp1; Tdrd7; 4933406E20Rik; Usp6nl*
mCD8 and hBDCA3	*-*	*Clnk*	*Gcet2; BC028528; * ***Igsf4a***	*sept3; Sema4f; Fkbp1b; ****Tlr3****; Lima1; Dbn1; Plekha5; Fuca1; Fgd6; Snx22; Gfod1*	*Rasgrp3; Btla; Asahl; 4930506M07Rik; Lrrc1; 1700025G04Rik; Tspan33; Fnbp1; Itga6; Zbed3; 9030625A04Rik; Rab32; Ptcd2; Gas2l3; Rab11a; Ptplb; Cbr3; Pqlc2; Slamf8; St3gal5; 4930431B09Rik; Dock7; Stx3; Csrp1; Nbeal2; Gnpnat1; Slc9a9; Ncoa7*
mCD11b and hBDCA1	*-*	*-*	*Il1rn; Papss2; Pram1*	*Il1r2; Oas3; Rin2; Ptgs2; Csf1r; Tlr5; Centa1; Pygl; Igsf6; Csf3r; Tesc; Ncf2; S100a4; Rtn1; Cst7; Car2; Ifitm1; 1810033B17Rik; Lrp1; Dennd3; Ifitm3*	*Gbp2; Oas2; Ccl5; Pilra; Sirpa; Pla2g7; Ifitm2; Ms4a7; Cdcp1; Nfam1; BC013672; Slc7a7; Ripk2; Map3k3; Ripk5; Lactb; Rsad2; Parp14; D930015E06Rik; Gyk; Ank; Atp8b4; Emilin2; Arrdc2; Slc16a3; Fcgr3; Clec4a2; Ksr1; Itgax; Sqrdl; Hdac4; Rel; Pou2f2; Chka; Lyst; Ubxd5; Jak2; Cd300a; Lst1; Ssh1; Casp1; D12Ertd553e; Ogfrl1; Rin3; Cd302; Pira2*

*Ratio expressed as Minimum expression among the cell types selected/Maximum expression among all other cell types. Genes already known to be preferentially expressed in the cell types selected are shown in boldface.

The functional annotations associated with the genes selectively expressed in specific DC subsets when compared to the others are listed in Table 7. 

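Between mouse pDCs and cDCs, 3445 of the 9391 genes differed, 1657 higher in pDCs and 1788 lower, with 979 and 1042 of them at least 2-fold. Of 26 genes of the endoplasmic reticulum and secretory pathway on a list fixed beforehand, 7 were higher in pDCs and 2 lower (8 and 2 adjusted over the list alone; camera adjusted p = 0.0851, and 0.665 with an estimated correlation), and at the preset correlation the list passed after quantile normalization, after invariant-rank scaling, without the filter, with the mean of all probe sets and without B cell replicate 1. Those higher included Txndc5 (log2 difference 1.80, adjusted p = 0.00369 from limma), Lman1 (0.98, adjusted p = 0.000818), which carries cargo to the Golgi, the stress sensor Ern1 (0.97) and the signal peptidase subunit Spcs2 (0.96), and Ost4 was lower (-0.63, adjusted p = 0.0104). The calls of Txndc5 and Ost4 were lost without pDC replicate 1. Of 21 lysosomal genes, 10 were higher in pDCs and 4 lower (the same counts adjusted over the list alone; camera adjusted p = 0.147). The cholesterol transporter Npc1 (2.38, adjusted p = 1.4e-06) and the phospholipase Pla2g15 (1.60, adjusted p = 0.000209) were higher in pDCs, whereas Acp2 (-2.60, adjusted p = 3.47e-06) and Fuca1 (-1.25, adjusted p = 9.37e-05) were lower. Ly6d (8.12, adjusted p = 1.19e-08) and Atp1b1 (7.20) were far higher in pDCs, and Pacsin1 (4.31, adjusted p = 1.08e-07) and Sla2 (3.83) of the highest pDC bin of Table 6 were higher too. Ly6d had a signal of 5578 ± 730 in pDCs (mean ± SD, n = 2) but also of 3608 ± 2053 in B cells (n = 3).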

The most significant clusters of functional annotations in pDCs point to the specific expression in these cells of many genes expressed at the cell surface or in intracellular compartments, including the endoplasmic reticulum, the Golgi stack, and the lysosome. A cluster of genes involved in endocytosis/vesicle-mediated transport is also observed. This suggests that pDCs have developed an exquisitely complex set of molecules to sense, and interact with, their environment and to regulate the intracellular trafficking of endocytosed molecules, which may be consistent with the recent reports describing different intracellular localization and retention time of endocytosed CpG oligonucleotides in pDCs compared to cDCs [62,63]. 

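Of 17 genes of costimulation and T cell attraction on a list fixed beforehand, 15 were lower in mouse pDCs than in cDCs and 1, Il12a, was higher (15 and 2 adjusted over the list alone; camera adjusted p = 2.76e-07, and 0.0443 with an estimated correlation). Cxcl9, a ligand of CXCR3 on activated T cells, had signals of 3233 ± 379 in CD8α cDCs, 293 ± 55.5 in CD11b cDCs and 23.7 on average in pDCs (mean ± SD, n = 2 each), a log2 difference of -5.29 (SE 0.19, adjusted p = 5.04e-09 from limma). Cxcl16 stood at 860 ± 80.0, 313 ± 82.9 and 26.3 in the same order (-4.28, SE 0.22, adjusted p = 9.95e-08). Il15 was measured at 157 ± 16.4 in CD8α cDCs, 55.2 ± 12.0 in CD11b cDCs and below the floor in pDCs (-2.21, SE 0.20, adjusted p = 8.31e-06), and Il18 at 377 ± 25.0, 349 ± 28.4 and 51.7 ± 25.4 (-2.90, SE 0.67, adjusted p = 0.00573). Tlr2, a receptor of bacterial lipoproteins, was lower in pDCs, at 98.8 ± 39.7, by -1.66 (SE 0.33, adjusted p = 0.00229). The calls of Il12a, Il18 and Tlr2 were lost without pDC replicate 2. Among the 10 largest differences in favour of cDCs were those of Tgfbi (-6.16), Treml4 (-6.04), Tbc1d9 (-5.90), Adam8 (-5.75) and the transcription factor Batf3 (-5.64, adjusted p = 7.07e-09), and Id2 (-4.82), Hnrnpll (-4.57) and Slamf8 (-4.51), in the highest ratio bin of the cDC list of Table 6, were lower in pDCs too. Immediate-early genes, which respond to activation and to cell isolation, were also lower in pDCs in 12 of 25 cases (12 adjusted over the list alone; adjusted p = 0.000799, but adjusted p = 0.608 with an estimated correlation), among them Egr3 (-4.04) and Egr2 (-4.91). Markers of red pulp macrophages and monocytes were lower in 8 of 12 cases and higher in 1 (camera adjusted p = 0.000799, but 0.058 with an estimated correlation). The 3' to 5' ratio of GAPDH also set these groups apart, with 4.12 and 5.99 on the pDC arrays and 3.46 to 3.97 on the cDC arrays.

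**Figure D4:**
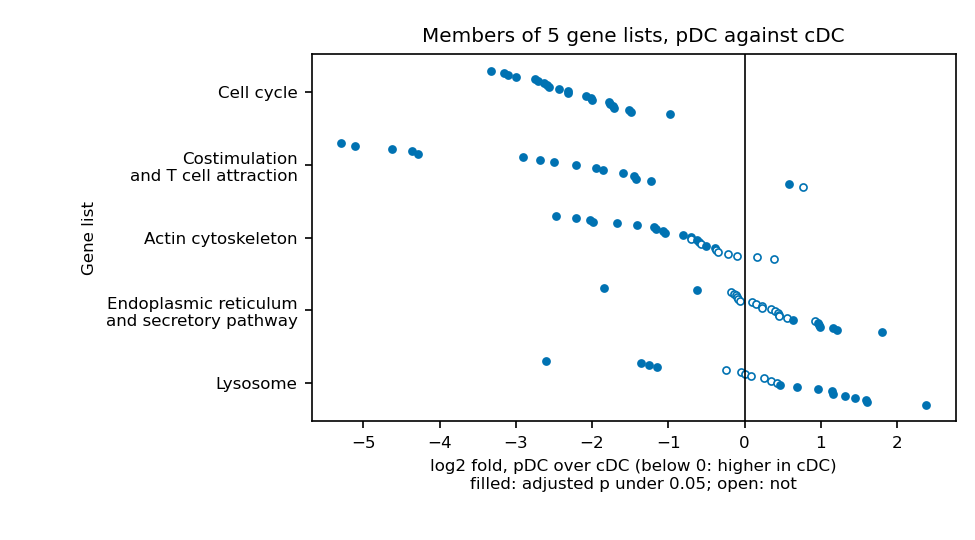
Log2 fold of pDCs over cDCs for each measured member of 5 gene lists, one point per gene, filled where the adjusted p was under 0.05. All cell cycle points lie below 0, most costimulation and actin points do, and endoplasmic reticulum and lysosome points lie on both sides.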

The most significant clusters of functional annotations in cDCs concerns the response to pest, pathogens or parasites and the activation of lymphocytes, which include genes encoding TLR2, costimulatory molecules (CD83, CD86), proinflammatory cytokines (IL15, IL18), and chemokines (CXCL9, CXCL16), consistent with the specialization of cDCs in T cell priming and recruitment. Clusters of genes involved in inflammatory responses are found in both pDCs and cDCs. However, their precise analysis highlights the differences in the class of pathogens recognized, and in the nature of the cytokines produced, by these two cell types: IFN-α/β production in response to viruses by pDCs through mechanisms involving IRF7 and eventually TLR7; and recognition and killing of bacteria and production of IL15 or IL18 by cDCs through mechanisms eventually involving TLR2 or lysozymes. 

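Of 24 actin cytoskeleton genes on a list fixed beforehand, 16 were lower in mouse pDCs than in cDCs and none was higher (18 adjusted over the list alone; camera adjusted p = 6.66e-05, but adjusted p = 0.597 with an estimated correlation). Vasp, which promotes actin filament elongation, was lower in pDCs by a log2 difference of -1.68 (adjusted p = 3.8e-06 from limma), the actin crosslinkers Actn1 and Flna by -2.21 (adjusted p = 5.63e-05) and -1.41 (adjusted p = 7.73e-05), and the myosin Myo1f by -2.48 (adjusted p = 6.09e-05). Fscn1 had a signal of 392 ± 145 in pDCs, 1002 ± 292 in CD8α cDCs and 2297 ± 309 in CD11b cDCs (mean ± SD, n = 2 each), a log2 difference of -1.98 (SE 0.25, adjusted p = 8.67e-05). Actb (-0.21, adjusted p = 0.264), Coro1a (-0.38, adjusted p = 0.258) and Vim (0.16, adjusted p = 0.663) did not pass the test. All 22 measured cell cycle genes were lower in pDCs than in cDCs (22 adjusted over the list alone; median log2 difference -2.31; camera adjusted p = 9.08e-13, but adjusted p = 0.058 with an estimated correlation), for example Cdk1 (-3.32), Bub1b (-2.59) and Mcm5 (-2.32). The pDC arrays had 3' to 5' ratios of 4.12 and 5.99 for GAPDH and of 1.48 and 1.79 for beta-actin. The cDC arrays reached at most 3.97 and 1.38, so this sign of RNA quality runs with the comparison.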

Many genes selectively expressed in cDCs are involved in cell organization and biogenesis, cell motility, or cytoskeleton/actin binding, consistent with the particular morphology of DCs linked to the development of a high membrane surface for sampling of their antigenic environment and for the establishment of interactions with lymphocytes. pDCs and cDCs also appear to express different arrays of genes involved in signal transduction/cell communication, transcription regulation and apotosis. A statistically significant association with lupus erythematosus highlights the proposed harmful role of pDCs in this autoimmune disease [64].

**Table 7:** Selected annotations for the conserved transcriptomic signatures identified for DC subsets when compared to one another

Cell type	Annotation	Genes
pDC	Endoplasmic reticulum	*Ern1, Lman1, Txndc5, Rdh11, Tm7sf2, Asph, Ormdl3, Stch, Nucb2, Ugcg, Itpr2, Bet1, Sec11l3, Atp2a3*
	Golgi stack	*BET1, HS3ST1, CHST12, SNAG1, LMAN1, MGAT5, GLCCI1, Pacsin1*
	Lysosome	*Lypla3, Npc1, Scarb2, Ctsb, Pcyox1, Cln5*
	Endocytosis/vesicle-mediated transport	*Bet1; Gata2; Igh-6; Lman1; Npc1; Pacsin1; Vamp1*
	Integral to plasma membrane	*EPHA2, SCARB2, CSF2RB, SIT1, ATP2A3, IFNAR2, VAMP1, PTPRS, SLC23A2, PTPRCAP, LANCL1, TM7SF2, CCR2, TSPAN31*
	Inflammatory response	*TLR7, CYBB, IRF7, CCR2, BLNK*
	Intracellular signaling cascade/I-κB kinase/NF-κB cascade	*SNAG1, SLC44A2, TMEPAI, CARD11, ERN1, SLA2, IFNAR2, CARHSP1, SNX9, RALGPS2, CXXC5, CCR2, BLNK, RHOH*
	Regulation of transcription, DNA-dependent/DNA binding/transcription regulator activity/RNA polymerase II transcription factor activity/IPR004827: Basic-leucine zipper (bzip) transcription factor	*1110028C15Rik; Aff3; Anks3; Arid3a; Bcl11a; Carhsp1; Cbx4; Cdkn2d; Creb3l2; Cxxc5; Ern1; Ets1; Gata2; Hivep1; Ifnar2; Irf7; Maged1; Myb; Nucb2; Prkcbp1; Runx2; Sla2; Spib; Tcf4; Tspyl4; Xbp1; Zbtb20*
	Systemic lupus erythematosus	*LMAN1, CCR2, ETS1*
	Regulation of apoptosis	*CDK5R1, CARD11, ERN1, CBX4, TXNDC5, CTSB*
cDC	Response to pest, pathogen or parasite/defense response/immune response/response to stress/inflammatory response/cytokine biosynthesis/response to bacteria/lymphocyte activation	*ANXA1; NR4A2; CIAS1; TLR2; CD83; CD86; IL18; CXCL16; MAST2; AIF1; CIITA; SNFT; Lzp-s, Lyzs; ENTPD1; CXCL9; PLSCR1; BCL6; SGK; TXNRD2; DDB2; AHR; IRF2; LST1; SOAT1; HLA-DOB; CD1D; IL15; Rbpsuh; Swap70; Hmgb3; Egr1*
	Cytoskeleton/actin binding/filopodium/cell motility	*FLNA; FHOD1; CNN2; MYO1F; ACTN1; VASP; EPB41L2; FSCN1; KLHL5; MARCKS; Epb4,1l2; Mast2; Aif1; Csrp1; Elmo1; LIMA1; LMNB1; STOM; Nav1, CXCL16, ANXA1*
	Morphogenesis/cell organization and biogenesis/neurogenesis	*Rasgrp4; Myo1f; Aif1; Pak1; Pacs1; Vasp; Tiam1; Lst1; Cnn2; Numb; Csrp1; Fhod1; Nav1; Rab32; Stx11; Ezh2; Epb4,1l2; Flna; Acp2; Elmo1; Ralb; Rab31; Id2; Tnfaip2; Txnrd2; Anpep; Il18; Rbpsuh, Nr4a2; Spint1*
	Signal transduction/cell communication/MMU04010:MAPK signaling pathway/regulation of MAPK activity/GTPase regulator activity/small GTPase mediated signal transduction/IPR003579:Ras small GTPase, Rab type	*ADAM8; AHR; ANXA1; ARRB1; Asb2; Avpi1; CD83; CD86; Chn2; CIAS1; CXCL9; Dusp16; DUSP2; Elmo1; ENTPD1; FLNA; Hck; IL15; IL18; INPP1; Kit; Lrrk2; Mast2; NR4A1; NR4A2; PAK1; PDE8A; PIK3CB; PPFIBP2; Rab31; Rab32; Ralb; Rasgrp4; RBPSUH; RGS12; Rin3; RTN1; Sla; SLC8A1; Snx10; Snx8; Tiam1; TLR2; Arhgap22; Ddef1; Rgs12; Usp6nl*
	Transcription regulator activity	*Junb, Id2, Asb2, Ddef1, Irf2, Nr4a2, C2ta, Nab2, Egr1, Nr4a1, Ahr, 9130211I03Rik, Tgif, Rbpsuh, Bcl6*
	Apoptosis	*Ahr, Nr4a1, Il18, Bag3, Cias1, Elmo1, Cd1d1, Sgk, Bcl6*
mCD8 and hBDCA3	Cell organization and biogenesis	*DBN1, RAB32, ITGA6, FGD6, RAB11A, SEMA4F*
	Intracellular signaling cascade/small GTPase mediated signal	*MIST, TLR3, SNX22; DOCK7; FGD6; RAB11A; RAB32; RASGRP3; sep3*
mCD11b and hBDCA1	Immune response/defense response/inflammatory response/positive regulation of cytokine production/response to pest, pathogen or parasite/antimicrobial humoral response/IPR006117:2-5-oligoadenylate synthetase	*IFITM3, PTGS2, POU2F2, LST1, GBP2, CCL5, OAS2, FCGR2A, NCF2, CSF1R, TLR5, CSF3R, IL1R2, CST7, IL1RN, NFAM1, IFITM2, IFITM1, LILRB2, OAS3, LYST, CLEC4A, IGSF6, HDAC4, PLA2G7, RIPK2, OAS2, OAS3; Rel; Fcgr3*
	Signal transduction/cell communication/signal transducer activity/positive regulation of I-κB kinase/NF-κB cascade/protein-tyrosine kinase activity/IPR003123:Vacuolar sorting protein 9; vesicle-mediated transport; endocytosis	*CASP1; CCL5; CD300A; CD302; CENTA1; CHKA; CLEC4A; CSF1R; CSF3R; FCGR2A; IFITM1; IGSF6; IL1R2; IL1RN; ITGAX; JAK2; KSR1; LILRB2; LRP1; LYST; MAP3K3; MS4A7; NFAM1; OGFRL1; REL; RIN2; RIN3; RIPK2; RIPK5; RTN1; TLR5; Fcgr3*
	Chemotaxis/cell adhesion	*ITGAX, CD300A, CSF3R, EMILIN2, CLEC4A, CCL5, Fcgr3*
	HSA04640:hematopoietic cell lineage	*CSF1R, CSF3R, IL1R2*
	Asthma. Atopy	*PLA2G7, CCL5,*

The mCD11b/hBDCA1 cDC cluster of genes comprises many genes involved in inflammatory responses and the positive regulation of the I-kappaB kinase/NF-kappaB cascade. 

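Of the inflammatory genes, Ptgs2, which encodes the inducible cyclooxygenase of prostaglandin synthesis, had a signal of 1226 ± 339 in CD11b cDCs and 34.0 ± 12.3 in CD8α cDCs (mean ± SD, n = 2 each), and the prostaglandin receptor Ptger3 was higher in CD11b cDCs too. Il1rn, the antagonist of the interleukin 1 receptor, stood at 93.0 ± 17.4 in CD11b cDCs and 1.41 ± 0.165 in CD8α cDCs, and was selective for CD11b cDCs over the other 5 populations (log2 ratio 1.69, adjusted p = 0.00328 from limma). It was not without the floor or without CD11b cDC replicate 2. Of 11 C-type lectin genes on a list fixed beforehand, 8 were lower and 2 higher in CD8α than in CD11b cDCs, with the same counts adjusted over the list alone (camera adjusted p = 3.91e-05, but adjusted p = 0.416 with an estimated correlation). Clec4a2 (-5.10, adjusted p = 1.75e-07), Cd209a (-4.90) and Clec4n (-4.28) were lower in CD8α cDCs and Cd207 (4.15) was higher. Of 12 markers of red pulp macrophages and monocytes, 5 were lower in CD8α cDCs, including Adgre1 (-4.90) and the complement gene C1qb (-2.62), and 2 were higher, including Hmox1 (2.47), with the same counts adjusted over the list alone (adjusted p = 0.0174, but adjusted p = 0.416 with an estimated correlation). The call of Hmox1 was lost without the floor. Of 19 B cell identity genes, 7 were lower in CD8α than in CD11b cDCs and none was higher (7 adjusted over the list alone; adjusted p = 0.00741, but adjusted p = 0.67 with an estimated correlation), among them Cd72 (-4.94) and Cd22 (-3.91).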

A statistically significant association with asthma also highlights the proinflammatory potential of this cell type. Recently, it has been reported that the mouse CD11b cDC subset is specialized in MHC class II mediated antigen presentation *in vivo *[11]. In support of our findings here that mouse CD11b cDCs are equivalent to human BDCA1 cDCs, we found that many of the genes involved in the MHC class II antigen presentation pathway that were reported to be expressed to higher levels in mouse CD11b cDCs over CD8α cDCs [11] are also preferentially expressed in the human BDCA1 cDC subset over the BDCA3 one. These genes include five members of the cathepsin family (*Ctsb*, *Ctsd*, *Ctsh*, *Ctss*, and *Ctsw*) as well as *Ifi30 *and *Lamp1 *and *Lamp2 *(see Additional data file 2 for expression values). Thus, it is possible that, like the mouse CD11b cDC subset, human BDCA1 cDCs serve as a subset of DCs that are specialized in presenting antigen via MHC class II molecules. It is also noteworthy that mCD11b and hBDCA1 cDCs express high constitutive levels of genes that are known to be induced by IFN-α/β and that can contribute to cellular antiviral defense (*Oas2*, *Oas3*, *Ifitm1*, *Ifitm2*, *Ifitm3*).

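Oas2 and Oas3, which encode enzymes that activate RNase L upon sensing double-stranded RNA, had signals of 385 ± 7.52 and 92.7 ± 10.8 in CD11b cDCs and of 15.3 and 12.1 on average in CD8α cDCs (mean ± SD, n = 2 each), log2 differences of CD8α to CD11b cDCs of -4.27 (adjusted p = 2.52e-06 from limma) and -2.10 (adjusted p = 2.21e-05). The interferon-induced transmembrane genes stood at 921 ± 0.400 for Ifitm1, 646 ± 66.3 for Ifitm2 and 3662 ± 106 for Ifitm3 in CD11b cDCs, and at 51.2 ± 0.659, 310 ± 92.7 and 824 ± 10.8 in CD8α cDCs. Their log2 differences were -4.17 (adjusted p = 1.76e-05), -1.09 (adjusted p = 0.0227) and -2.15 (adjusted p = 0.0015), and that of Ifitm2 no longer passed with a term for the scan day or when either CD11b cDC array or CD8α cDC replicate 1 was left out. Without the floor Oas3 and Ifitm2 no longer passed. All 5 genes named by the study were thus lower in CD8α than in CD11b cDCs, and because the study chose them on these samples this is not independent evidence. On a wider list of 20 type I interferon-inducible genes fixed beforehand, 12 were lower in CD8α cDCs and none was higher (13 adjusted over the list alone; camera adjusted p = 7.03e-06, but adjusted p = 0.57 with an estimated correlation), among them Oasl2 (-4.49) and Oas1a (-3.52).

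**Figure D5:**
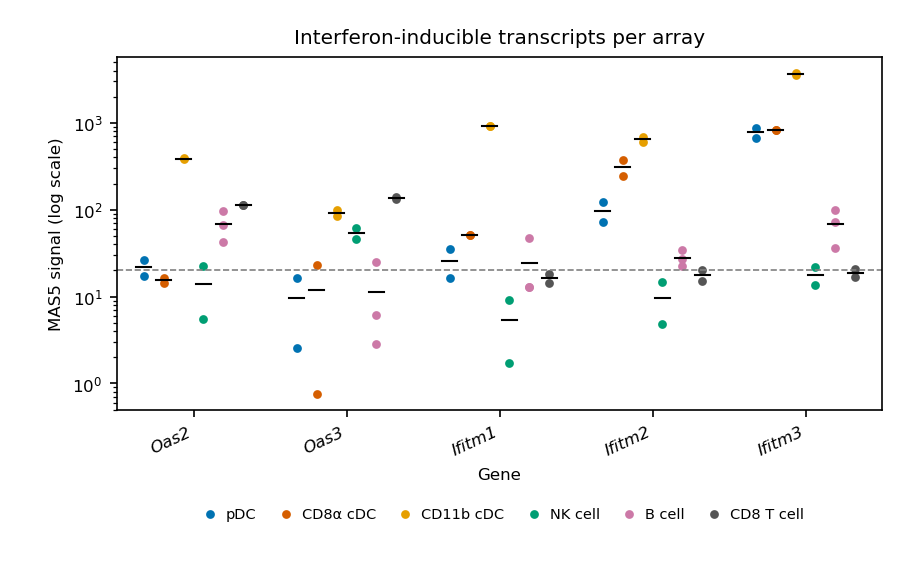
MAS5 signals (log scale) of Oas2, Oas3, Ifitm1, Ifitm2 and Ifitm3, with one point per array, black bars for population means and the floor of 20 as a dashed line. For each gene the CD11b cDC arrays lie above the CD8α cDC arrays.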

No significant informative functional annotations are found for the mCD8α/hBDCA3 cDC gene cluster. However, groups of genes involved in cell organization and biogenesis or in small GTPase regulator activity are found and the study of these genes may increase our understanding of the specific functions of these cells. 

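In CD8α cDCs of the mouse, 274 genes were selective over the other 5 populations and 240 of them had a log2 ratio of at least 1, against 197 and 179 in CD11b cDCs. Besides Plpp1 (5.46, adjusted p = 1.78e-08 from limma), the largest ratios included those of Rab7b, a small GTPase of the endosomal pathway, Gcsam, Fam149a, Ptgis and Fzd1. Of the 26 endoplasmic reticulum and secretory genes, 9 were higher in CD8α than in CD11b cDCs and none was lower (15 adjusted over the list alone; camera adjusted p = 1.45e-05, but adjusted p = 0.57 with an estimated correlation), such as Creld2 (log2 difference 1.88), Pdia6 (1.28) and the translocon gene Sec61a1 (1.01). Of 14 genes of MHC class I cross-presentation, 5 were higher and none lower (7 adjusted over the list alone; adjusted p = 0.00108, but adjusted p = 0.57 with an estimated correlation), among them Pdia3 (1.38), Tap2 (0.92), Psmb9 (0.83) and Erap1 (0.71), none of which passed with a term for the scan day. Pdia6, Pdia3, Tap2, Psmb9 and Erap1 also lost their calls without one or another of the cDC arrays. Without the floor Psmb9 and Erap1 no longer passed, and Fam149a was no longer selective. Of 24 actin cytoskeleton genes 2 were lower in CD8α cDCs and none was higher (2 adjusted over the list alone; adjusted p = 0.977). Without the floor, 62 genes were selective for CD8α cDCs and 42 for CD11b cDCs.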

Mouse CD8α cDCs have been proposed to be specialized for a default tolerogenic function but to be endowed with the unique ability to cross-present antigen for the activation of naïve CD8 T cells within the context of viral infection [65]. It will be important to determine whether this is also the case for hBDCA3 cDCs. From this point of view, it is noteworthy that hBDCA3 cDCs selectively express *TLR3*, lack *TLR7 *and *TLR9*, and exhibit the highest ratio of *IRF8 *(*ICSBP*)/*TYROBP *(*DAP12*) expression, all of which have been shown to participate in the regulation of the balance between tolerance and cross-presentation by mouse CD8α cDCs [65,66].

### Use of leukocyte gene expression compendia to classify cell types of ambiguous phenotype or function

#### Interferon-producing killer dendritic cells

A novel cell type has been recently reported in the mouse that presents mixed phenotypic and functional characteristics of pDCs and NK cells, IKDCs [15,16]. A strong genetic relationship between IKDCs and other DC populations was suggested. However, this analysis was based solely on comparison of the transcriptional profile of IKDCs to DCs and not to other cell populations [15]. As IKDCs were also reported to be endowed with antigen presentation capabilities [15] and to be present in mice deficient for the expression of RAG2 and the common γ chain of the cytokine receptors [16], they have been proposed to belong to the DC family rather than to be a subset of NK cells in a particular state of differentiation or activation. However, IKDCs have been reported to express many mRNA specific for NK cells and many of their phenotypic characteristics that were claimed to discriminate IKDCs from NK cells [16] are in fact consistent with classical NK cell features as recently reviewed [67], including the expression of B220 [68] and CD11c [69,70] (BD/Pharmingen technical datasheet of the CD11c antibody) [71]. To clarify the genetic nature of IKDCs, we reanalyzed the published gene chip data on the comparison of these cells with other DC subsets [15], together with available datasets on other leukocyte populations. We thus assembled published data generated on the same type of microarrays (Affymetrix U74Av2 chips) to build a second mouse compendium, allowing us to compare the transcriptomic profile published for the IKDCs (n = 2) with that of pDCs (n = 2), cDCs (n = 2) [15], CD8α^+^ (n = 2), CD4^+^ (n = 2) or double-negative (n = 2) cDC subsets [56], NK cells [72], CD4 T cells (n = 2), and B1 (n = 2) and B2 (n = 2) cells [18]. Information regarding the original sources and the public accessibility of the corresponding datasets are given in Table 1. As depicted in Figure 4a, the hierarchical clustering with complete linkage results of these data sets, together with our novel 430 2.0 data, clearly show that IKDCs cluster with NK cells, close to other lymphocytes, and not with DCs. Indeed, IKDCs express the conserved genetic signature of NK cells but not of DCs (Table 8 and Additional data file 4). Thus, these results strongly support the hypothesis that the cells described as IKDCs feature a specific subset of mouse NK cells that are in a particular differentiation or activation status, rather than a new DC subset.

**Figure 4:**
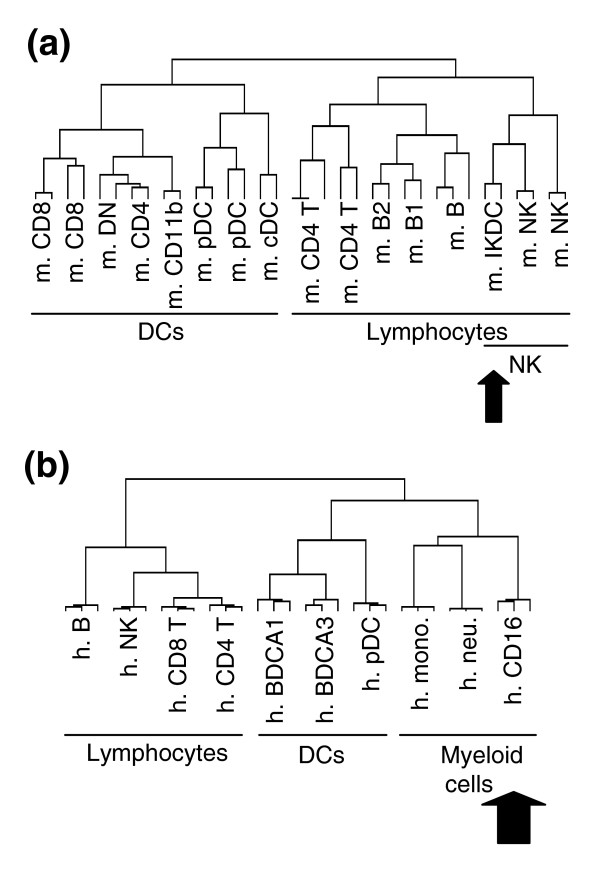
Clustering of mouse IKDCs and human CD16 cells. Hierarchical clustering with complete linkage was performed on the indicated cell populations isolated from: **(a) **mouse and **(b) **human. Mono, monocytes; neu, neutrophils.

**Table 8:** Expression of APC, DC and NK signature genes in IKDCs

									Ratio		
									
Probe set ID	Gene	CD8 DC	DN DC	CD4 DC	pDC	cDC	IKDC	NK	IKDC/DC	NK/DC	IKDC/NK
APC signature genes											
98035_g_at	*H2-DMb1*	2,701*	3,416	4,281	1,105	2,722	179	36	0.2	<0.1	5
92668_at	*Btk*	454	259	331	252	277	91	20	0.4	<0.1	5
94834_at	*Ctsh*	1,606	2,650	2,862	2,993	1,653	129	20	0.1	<0.1	6
94285_at	*H2-Eb1*	8,183	7,761	7,201	5,285	14,120	1,018	74	0.2	<0.1	14
101054_at	*Cd74*	9,094	7,810	7,313	5,158	12,258	1,031	55	0.2	<0.1	19
92633_at	*Ctsz*	520	1,246	1,171	887	750	117	44	0.2	<0.1	3
94256_at	*Clic4*	1,668	1,067	1,234	739	717	440	295	0.6	0.4	1
160781_r_at	*Unc93b1*	683	710	789	301	138	36	22	0.3	0.2	2
											
Pan-DC signature genes											
95295_s_at	*Flt3*	2,769	2,004	2,231	2,069	2,547	270	45	0.1	<0.1	6
100095_at	*Scarb1*	716	405	333	297	398	125	73	0.4	0.2	2
											
Non-DC signature genes											
96172_at	*Gimap4*	29	62	20	314	319	5,274	982	263	49	5
92398_at	*Vps37b*	111	139	44	76	56	462	159	11	4	3
161265_f_at	*Lck*	99	80	105	235	199	1,991	366	25	5	5
											
NK signature genes											
97781_at	*Ncr1*	20	20	20	73	39	1,483	120	20	2	12
97113_at	*Fasl*	20	28	20	22	30	440	263	15	9	2
102272_at	*Cd160*	75	107	62	82	58	780	246	7	2	3
100764_at	*Il2rb*	26	45	40	50	65	84	501	1	8	0.2
99334_at	*Ifng*	20	20	20	29	38	203	109	5	3	2
93931_at	*Prf1*	33	21	35	94	86	839	1,287	9	14	1
92398_at	*Vps37b*	111	139	44	76	56	462	159	11	4	3

#### Lineage^-^CD16^+^HLA-DR^+ ^cells

A subset of leukocytes characterized as lineage^-^CD16^+^HLA-DR^+ ^(hereafter referred to as CD16 cells) has been reported in human blood, and claimed to be a subpopulation of DCs based on their antigen-presentation capabilities. This subset segregates apart from BDCA1 and BDCA3 DCs and pDCs upon gene expression profiling [31]. It is not found in significant amounts in secondary lymphoid organs of healthy donors, contrary to pDCs and BDCA1 or BDCA3 cDCs. It expresses specific pattern recognition receptors, such as TLR4 and TLR8, and chemokine receptors, such as CX3CR1 and CMKOR1 [31], which were initially described to be preferentially expressed by monocytes in humans [73]. As the transcriptional relationship of CD16 cells with other known DC populations was originally established based solely on the transcriptional profile of DCs, we sought to better understand the nature of these cells. For this, we reanalyzed the global gene expression profile of CD16 cells in comparison to not only DC subsets but also to monocytes, neutrophils, and lymphocytes. The results depicted in Figure 4b clearly show that the CD16 cells cluster with neutrophils and monocytes and not with LN-DCs. Indeed, we find many genes that are expressed to much higher levels in monocytes or neutrophils and CD16 cells than in LN-DC subsets (Table 9 and Additional data file 2). Interestingly, *MAFB*, which has been described to inhibit the differentiation of DCs but to promote that of macrophages from hematopoeitic precursors [74], is expressed to much higher levels in CD16 cells and monocytes compared to DCs (average signal intensity of 6,263 in CD16 cells compared to 3,479 in monocytes, 65 in pDCs, 309 in BDCA1 DCs and <50 in BDCA3 DCs). CD16 cells also express to high levels many genes that are absent or only expressed to very low levels in LN-DCs compared to both lymphoid and myeloid cells, in particular many members of the *gimap *family. Reciprocally, many of the genes characterized above as specifically expressed in human and mouse LN-DCs are absent or expressed only to low levels in CD16 cells, in particular *FLT3 *and *SCARB1*. Thus, CD16 cells likely differentiate along the canonical myeloid lineage rather than belong to the LN-DC family. However, many genes are also specifically expressed to much higher levels in LN-DC subsets and CD16 cells than in monocytes, neutrophils and lymphocytes, attesting to the existence of biological functions common, and specific, to DC subsets and CD16 cells. Thus, these results strongly suggest that CD16 cells represent a particular subset of monocytes endowed with DC-like properties. One possibility is that CD16 cells are the naturally occurring equivalents of the 'monocyte-derived DCs' generated *in vitro*.

**Table 9:** Expression of APC, DC and myeloid signature genes in CD16 cells

		Dendritic cells			Myeloid cells			Ratio to DC		
					
Probe set ID	Gene	BDCA1	BDCA3	pDC	Mono	Neu	CD16 cells	CD16	Mono	Neu
APC signature genes										
203932_at	*HLA-DMB*	8,636*	7,929	5,894	5,194	173	2,581	0.3	0.6	<0.1
205101_at	*CIITA*	2,803	2,354	724	531	50	226	<0.1	0.2	<0.1
219574_at	*MARCH1*	587	777	544	1,214	58	810	1	2	<0.1
201425_at	*ALDH2*	9,279	7,841	6,034	8,504	706	1,760	0.2	0.9	<0.1
222891_s_at	*BCL11A*	569	747	4,502	310	50	213	<0.1	<0.1	<0.1
205504_at	*BTK*	1,120	822	1,132	1,409	281	1,786	2	1	0.3
202295_s_at	*CTSH*	6,197	2,528	1,211	3,949	75	2,440	0.39	0.6	<0.1
213831_at	*DQA1*	11,535	7,503	5,919	4,701	50	252	<0.1	0.4	<0.1
215536_at	*DQB2*	432	391	157	180	81	52	0.1	0.4	0.2
209312_x_at	*DRB1*	14,608	14,477	13,250	11,915	228	14,007	1	0.8	<0.1
209619_at	*CD74*	12,533	12,210	10,498	9,020	867	7,383	0.6	0.7	<0.1
210042_s_at	*CTSZ*	906	848	692	370	153	673	0.7	0.4	0.2
201560_at	*CLIC4*	920	305	663	3,023	165	354	0.4	3	0.2
217388_s_at	*KYNU*	2,414	1,059	2,204	3,516	50	3,738	2	1	<0.1
203927_at	*NFKBIE*	529	272	232	197	63	290	0.5	0.4	0.1
220998_s_at	*UNC93B1*	966	850	1,938	862	449	1,235	0.6	0.4	0.2
										
Pan-DC signature genes										
206674_at	*FLT3*	3,032	5,883	2,169	208	<50	<50	<0.1	<0.1	<0.1
219256_s_at	*SH3TC1*	1,263	899	1,128	392	166	858	0.7	0.3	0.1
218617_at	*TRIT1*	1,159	1,246	1,851	509	<50	339	0.2	0.3	<0.1
231810_at	*BRI3BP*	691	735	836	298	146	279	0.3	0.4	0.2
209139_s_at	*PRKRA*	846	1,067	1,440	316	74	497	0.3	0.2	<0.1
225764_at	*ETV6*	2,172	2,432	1,726	1,143	938	941	0.4	0.5	0.4
208837_at	*TMED3*	1,317	1,852	1,859	665	<50	1,022	0.6	0.4	<0.1
219218_at	*BAHCC1*	87	86	250	<50	<50	<50	0.2	0.2	0.2
1552256_a_at	*SCARB1*	325	425	942	165	128	59	<0.1	0.2	0.1
										
Non-DC signature genes										
219243_at	*GIMAP4*	68	<50	<50	4,404	3,504	1,334	20	65	52
221704_s_at	*VPS37B*	54	<50	<50	593	962	487	9	11	18
204891_s_at	*LCK*	<50	<50	<50	92	181	65	-	-	-
214582_at	*PDE3B*	78	<50	<50	129	625	114	1	2	8
										
Myeloid signature genes										
225987_at	*STEAP4*	<50	<50	<50	877	6,090	<50	-	-	-
1552773_at	*CLEC4D*	<50	<50	<50	452	520	<50	-	-	-
222934_s_at	*CLEC4E*	214	124	133	2,837	5,885	229	1	13	28
202974_at	*MPP1*	591	281	377	3,721	2,408	1,341	2	6	4
205098_at	*CCR1*	93	<50	115	3,712	3,627	106	1	32	31
223044_at	*SLC40A1*	769	276	321	5,018	3,444	<50	-	6	4
224341_x_at	*TLR4*	94	<50	<50	1,411	2,869	540	6	15	31
204714_s_at	*F5*	<50	<50	<50	1,392	2,313	<50	-	-	-
203561_at	*FCGR2A*	1,010	44	51	2,985	7,151	2,857	3	3	7
210772_at	*FPRL1*	<50	<50	<50	389	3,454	70	3	-	-
204924_at	*TLR2*	904	211	57	2,870	5,548	1,606	2	3	6
215223_s_at	*SOD2*	1,474	946	528	3,528	7,599	4,236	3	2	5
222218_s_at	*PILRA*	1,168	150	136	2,899	4,035	3,982	3	2	3
210423_s_at	*SLC11A1*	81	60	38	1,767	2,930	3,334	41	22	36
203045_at	*NINJ1*	357	66	71	1,104	3,129	1,934	5	3	9
201669_s_at	*MARCKS*	521	389	<50	2,449	3,224	1,730	3	5	6
207697_x_at	*LILRB2*	1,271	78	774	3,353	3,711	4,903	4	3	3
1553297_a_at	*CSF3R*	1,902	409	156	3,433	6,687	282	0.2	2	4
220088_at	*C5AR1*	56	34	93	2,316	5,099	3,824	41	25	55
221698_s_at	*CLEC7A*	3,229	4,295	79	6,642	7,061	5,680	1	2	2
204204_at	*SLC31A2*	442	187	<50	1,579	2,047	1,671	4	4	5

*Average expression across replicates. Mono, monocyte; neu, neutrophil.

#### *In vitro* GM-CSF derived DCs

*In vitro* derived GM-CSF DCs are the most commonly used model to analyze DC biology. They are often used to investigate the interaction between DCs and other cell types or with pathogens, both in mouse (bone marrow (BM)-derived GM-CSF DCs) and human (monocyte-derived GM-CSF DCs). However, the relationship between these *in vitro *GM-CSF-derived DCs and the LN-DC subsets present *in vivo *in the steady state is not clear. A very recent publication suggests that *in vitro *derived GM-CSF mouse DCs may correspond to the DCs that differentiate from Ly6C^+ ^monocytes *in vivo *only under inflammatory conditions and appear specialized in the production of high levels of tumor necrosis factor-α and inducible nitric oxide synthase in response to intracellular bacteria, therefore differing from LN-DCs according to both ontogenic and functional criteria [75]. To gain further insights into the relationship between monocytes, macrophages, LN-DCs, and *in vitro *derived GM-CSF DCs, we thus compared their global gene expression profiling in both human and mouse, using publicly available gene chip data. Information regarding the original sources and the public accessibility of the corresponding datasets are given in Table 1. The results depicted in Figure 5 clearly show that the *in vitro *derived GM-CSF DCs cluster with monocytes and macrophages and not with the LN-DCs. This result was further confirmed by PCA, which also showed that both mouse and human GM-CSF DCs are close to macrophages, and distant from LN-DCs (Additional data file 6). Indeed, we found many genes that are expressed to much higher levels in monocytes, macrophages and *in vitro *derived GM-CSF DCs than in LN-DC subsets (Tables 10 and 11). As for human CD16 cells, these genes include the transcription factor *Mafb*. Reciprocally, some of the genes identified in this study as specific to LN-cDCs are expressed only to much lower levels in GM-CSF DCs. However and interestingly, compared to monocytes, *in vitro *derived GM-CSF DCs harbor stronger levels of other lymph node resident cDC-specific genes, including *scarb1*, *snft/9130211l03Rik*, *spint1*, *ctsh*, *C22ORF9/5031439G07Rik*, and *bri3bp*. Thus, *in vitro *derived GM-CSF DCs seem to harbor a strong myeloid gene signature but also express some of the LN-DC-specific genes, consistent with their myeloid ontogeny and their ability to exert myeloid-type functions but also with their acquisition of DC functional properties. In conclusion, our gene chip data analysis is consistent with a very recent report suggesting that *in vitro *derived GM-CSF mouse DCs correspond to inflammatory DCs and differ greatly from LN-DCs [75]. Indeed, several papers have recently established that *in vitro *derived FLT3-L DCs constitute the true equivalent of LN-DCs and constitute the only proper surrogate model currently available for their study [75-77].

**Table 10:** Comparison of the transcriptome of human GM-CSF monocyte-derived DCs to that of blood DCs

			Ratio to monocytes						
			
Probe set ID	Name	Mono	PBMC-MΦ	mo-MΦ	mo-DC	CD16	BDCA3	BDCA1	pDCs
Myeloid signature genes									
222934_s_at	CLEC4E	2,358	0.20	0.19	0.04	-	-	0.05	-
209930_s_at	**NFE2**	823	0.06	0.06	**0.89**	0.10	-	0.06	-
202974_at	**MPP1**	3,622	0.40	1.25	**0.68**	0.33	0.08	0.15	0.11
205098_at	**CCR1**	3,528	0.76	1.63	**1.83**	0.03	-	0.03	0.03
203535_at	S100A9	11,192	0.05	0.37	0.01	0.12	0.02	0.17	0.01
201743_at	**CD14**	8,096	0.44	1.13	**0.34**	0.01	-	0.02	0.01
224341_x_at	**TLR4**	1,417	0.13	1.10	**0.35**	0.34	-	0.06	-
203561_at	**FCGR2A**	2,946	0.18	0.80	**1.36**	0.85	-	0.33	0.02
204924_at	TLR2	3,220	0.14	0.80	0.32	0.54	0.08	0.31	0.02
218739_at	**ABHD5**	285	0.35	0.99	**0.67**	0.33	-	-	-
201089_at	**ATP6V1B2**	3,178	2.05	2.46	**1.70**	0.66	0.12	0.34	0.21
201631_s_at	**IER3**	2,042	0.42	1.74	**0.82**	0.10	0.06	0.14	0.12
222218_s_at	**PILRA**	2,709	0.73	1.24	**1.23**	1.25	0.05	0.39	0.05
210423_s_at	**SLC11A1**	1,713	0.47	0.82	**0.25**	1.75	0.04	0.05	-
203045_at	**NINJ1**	1,190	1.69	3.59	**3.41**	1.59	0.27	0.44	0.26
200958_s_at	**SDCBP**	11,323	0.87	1.16	**0.90**	0.61	0.33	0.40	0.26
202917_s_at	S100A8	15,661	0.02	0.41	0.01	0.11	0.01	0.27	0.03
217748_at	**ADIPOR1**	2,229	0.57	0.48	**1.16**	0.30	0.30	0.36	0.28
201669_s_at	**MARCKS**	2,340	0.84	2.57	**1.57**	0.65	0.16	0.20	-
207697_x_at	LILRB2	3,260	0.29	0.64	0.76	1.36	0.02	0.39	0.24
228220_at	**FCHO2**	619	4.50	4.04	**3.62**	0.76	0.35	0.26	0.23
1553297_a_at	CSF3R	3,121	0.42	0.69	0.37	0.08	0.11	0.52	0.04
220088_at	**C5AR1**	2,059	2.56	3.63	**1.30**	1.60	-	0.03	0.04
212501_at	**CEBPB**	3,490	3.26	3.23	**3.30**	1.26	0.06	0.49	0.06
221698_s_at	CLEC7A	6,596	0.24	0.55	0.63	0.74	0.62	0.46	0.01
209551_at	**YIPF4**	526	0.85	1.65	**1.91**	0.41	0.37	0.44	0.37
204204_at	**SLC31A2**	1,933	0.94	1.14	**0.69**	0.76	0.10	0.22	0.03
									
Pan-DC signature genes									
206674_at	**FLT3**	221	-	-	-	-	**24.01**	**12.76**	**9.26**
219256_s_at	**SH3TC1**	395	1.02	2.73	1.12	2.01	**2.22**	**3.01**	**2.86**
218617_at	**TRIT1**	498	0.49	0.58	0.86	0.71	**2.46**	**2.15**	**3.61**
231810_at	BRI3BP	301	0.98	1.42	1.99	0.98	2.35	2.10	2.70
209139_s_at	PRKRA	325	1.12	1.77	1.47	1.57	3.17	2.42	4.37
225764_at	ETV6	1,097	0.43	1.13	2.00	0.75	2.04	1.78	1.48
208837_at	TMED3	595	1.50	2.81	1.64	1.46	2.91	1.98	2.94
219218_at	BAHCC1	-	-	-	-	-	>1.7	>1.5	>4.7
1552256_a_at	SCARB1	151	8.98	6.58	7.21	-	2.33	1.70	5.30
									
cDC signature genes									
206298_at	ARHGAP22	-	>5.8	>6.5	>3.1	-	>6.2	>4.6	-
227329_at	BTBD4	-	>1.6	>2.8	>5.8	-	>9.3	>8.7	-
219386_s_at	SLAMF8	98	24.75	38.66	23.99	0.51	15.48	5.30	0.51
220358_at	SNFT	148	0.62	0.34	8.62	5.66	16.01	4.82	0.34
224772_at	**NAV1**	64	2.01	3.25	1.40	2.00	**23.87**	**10.50**	1.62
205101_at	**CIITA**	481	0.29	0.12	1.09	0.48	**4.51**	**5.28**	1.43
218631_at	AVPI1	-	>18.7	>31.3	>64.8	>1.6	>3.2	>7.0	-
202826_at	SPINT1	84	4.65	7.15	8.79	0.90	2.59	2.92	0.68
208660_at	CS	1,848	1.24	0.99	1.04	0.84	1.70	1.63	0.89
									
APC signature genes									
203932_at	HLA-DMB	5,137	1.28	0.64	1.37	0.44	1.45	1.62	1.14
219574_at	MARCH1	1,133	0.42	0.89	0.73	0.62	0.64	0.44	0.46
201425_at	**ALDH2**	8,782	0.51	0.54	0.34	0.18	**0.84**	**1.01**	**0.69**
222891_s_at	**BCL11A**	310	0.98	0.34	0.50	0.74	**2.40**	**1.73**	**14.23**
205504_at	BTK	1,372	0.29	0.47	0.64	1.13	0.58	0.75	0.81
202295_s_at	CTSH	3,755	1.76	2.37	2.09	0.56	0.63	1.57	0.31
209312_x_at	HLA-DRB1	12,737	1.02	0.57	1.34	1.11	1.12	1.11	1.00
209619_at	CD74	8,540	1.49	0.86	2.12	0.73	1.33	1.34	1.11
210042_s_at	CTSZ	369	0.76	1.13	17.00	1.66	2.13	2.17	1.83
201560_at	CLIC4	2,828	0.87	0.88	1.00	0.12	0.10	0.28	0.22
217388_s_at	KYNU	3,429	1.50	1.95	0.90	0.94	0.30	0.65	0.63
217118_s_at	C22orf9	1,617	3.33	3.46	2.77	1.43	1.85	1.79	1.04
203927_at	NFKBIE	173	3.30	9.96	3.13	1.45	1.39	2.60	1.25
220998_s_at	UNC93B1	847	0.60	1.31	0.97	1.31	0.99	1.06	2.27
									
Non-DC signature genes									
219243_at	**GIMAP4**	4,384	0.15	0.11	**0.19**	0.27	-	-	-
221704_s_at	**VPS37B**	559	0.26	0.90	**0.47**	0.80	-	-	-
204891_s_at	LCK	96	1.48	0.52	0.52	0.59	-	-	-
214582_at	**PDE3B**	144	2.82	2.99	**2.43**	0.76	-	0.51	-

^*^Average expression across replicates. Genes for which expression between monocyte-derived DCs and blood DCs or blood cDCs varies more than two-fold are shown in bold. mo-DC, monocyte-derived GM-CSF DC; mo-MΦ, monocyte-derived M-CSF macrophages; mono, monocyte; PBMC-MΦ, human peripheral blood mononuclear cell-derived M-CSF macrophages.

**Table 11:** Comparison of the transcriptome of mouse GM-CSF BM-derived DCs to that of spleen DCs

			Ratio to monocytes						
			
Probe set ID	Name	Mono	Mono(2)	MΦ	BM-MΦ	BM-DC	pDC	CD8 DC	CD11b DC
Myeloid signature genes									
1420804_s_at	**Clec4d**	4,934	0.65	0.49	0.75	**0.41**	-	-	-
1420330_at	**Clec4e**	5,511	0.11	0.22	0.23	**0.11**	-	-	-
1450808_at	**Fpr1**	119	1.91	-	5.55	**2.41**	-	-	-
1452001_at	**Nfe2**	139	1.44	-	-	**3.31**	-	-	-
1450919_at	**Mpp1**	1,888	0.15	2.05	1.75	**0.52**	0.23	0.09	0.07
1419609_at	**Ccr1**	403	1.27	4.04	0.53	**3.98**	0.2	-	-
1417061_at	**Slc40a1**	2,588	0.68	-	0.56	**0.07**	0.01	0.01	0.02
1448756_at	**S100a9**	8,664	1.2	-	0.01	**0.99**	0	0	-
1417268_at	**Cd14**	6,745	0.1	0.3	0.6	**0.19**	0.02	0.01	0.01
1418163_at	**Tlr4**	464	0.1	0.36	0.93	**0.66**	-	0.07	0.06
1448620_at	**Fcgr3**	1,471	2.02	3.56	2.15	**2.46**	-	0.02	0.07
1422953_at	**Fpr-rs2**	839	2.04	0.12	0.85	**1.58**	-	-	0.05
1419132_at	**Tlr2**	1,763	0.11	0.42	0.24	**0.48**	0.04	0.1	0.14
1417566_at	**Abhd5**	170	0.19	0.72	0.86	**2.2**	0.18	0.45	0.25
1415814_at	**Atp6v1b2**	1,556	0.22	2.75	1.57	**1.43**	0.18	0.27	0.24
1427327_at	**Pilra**	434	1.53	0.16	0.47	**2.29**	0.1	-	0.21
1418888_a_at	**Sepx1**	4,416	0.48	0.34	0.31	**0.56**	0.03	0.04	0.05
1438928_x_at	**Ninj1**	5,574	0.03	1.3	0.46	**0.36**	0.03	0.02	0.02
1448881_at	**Hp**	400	3.19	0.14	0.06	**3.09**	-	-	-
1449453_at	**Bst1**	340	1.08	4.97	0.58	**1.61**	0.21	0.51	-
1419394_s_at	**S100a8**	10,190	1.37	0.01	0.01	**0.66**	-	0	-
1437200_at	**Fcho2**	311	1.09	1.32	1.06	**0.76**	0.28	0.2	0.33
1418806_at	**Csf3r**	2,598	0.2	0.14	0.19	**0.11**	-	-	0.03
1439902_at	**C5ar1**	317	8.21	0.19	1.63	**0.37**	-	-	-
1456046_at	**Cd93**	1,559	0.1	0.49	1.18	**0.33**	0.02	-	-
1418901_at	**Cebpb**	3,797	0.14	0.7	0.22	**0.42**	0.02	0.01	0.02
1420699_at	**Clec7a**	2,748	0.83	2.62	0.44	**1.71**	0.08	0.06	0.54
									
Pan-DC signature genes									
1419538_at	**Flt3**	51	0.74	-	-	0.7	**16.2**	**25.32**	**17.78**
1427619_a_at	Sh3tc1	-	>1.1	>6.8	>2.8	>4.9	>5.2	>6.5	>4.6
1424489_a_at	**Trit1**	54	7.28	0.44	0.76	1.23	**9.03**	**11.53**	**8.63**
1428744_s_at	**Bri3bp**	161	0.84	0.6	1.44	3.28	**6.09**	**7.24**	**5.98**
1448923_at	Prkra	72	1.28	0.77	2.89	2.57	4.45	7.88	3.63
1434880_at	**Etv6**	140	5.39	1.52	0.74	1.75	**5.79**	**6.02**	**7.78**
1416108_a_at	Tmed3	154	0.81	3.74	2.63	4.65	10.17	4.48	3
1436633_at	**Bahcc1**	41	1.77	-	0.83	-	**1.8**	**3.88**	**2.35**
1437378_x_at	Scarb1	97	5.02	1.25	2.61	3.17	7.41	8.27	4.05
									
cDC signature genes									
1435108_at	**Arhgap22**	63	-	-	2.37	0.57	0.59	**10.65**	**4.43**
1429168_at	**Btbd4**	129	0.19	0.27	-	0.47	0.81	**3.89**	**3.8**
1425294_at	**Slamf8**	146	1.06	39.89	1.83	1.77	0.39	**8.48**	**5.27**
1453076_at	**9130211I03Rik**	36	1.61	2.85	1.03	13.11	0.62	**30.94**	**25.64**
1436907_at	**Nav1**	102	1.59	0.74	2.63	1.96	1.21	**6.08**	**13.14**
1421210_at	**C2ta**	125	0.17	1.79	0.19	0.93	1.46	**5.94**	**5.43**
1423122_at	**Avpi1**	150	0.32	-	0.2	0.86	0.61	**2.47**	**7.62**
1416627_at	Spint1	-	>1.5	>1.1	-	>22.9	>1.6	>25.7	>30.6
1450667_a_at	Cs	396	2.47	0.9	1.19	3.54	2.83	4.64	4.5
									
APC signature genes									
1419744_at	H2-DMb2	451	0.12	0.1	0.08	1.47	0.45	0.48	1.69
1443687_x_at	H2-DMb1	547	0.56	0.13	0.11	1.56	1.06	0.82	3.13
1434955_at	March1	80	32.64	0.83	1.51	3.48	3.73	13.4	8.57
1448143_at	Aldh2	867	0.47	2.14	2.07	1.32	0.95	0.65	0.45
1419406_a_at	**Bcl11a**	60	1.47	0.34	-	0.71	**20.41**	**7.63**	**9.19**
1422755_at	Btk	416	0.56	0.76	1.3	1.15	0.88	1.45	1.17
1418365_at	Ctsh	1,393	0.81	3.9	2.19	2.15	3.69	1.24	2.16
1417025_at	H2-Eb1	6,385	0.13	0.39	0.04	0.8	0.9	1.31	1.33
1425519_a_at	Cd74	8,377	0.36	0.95	0.2	0.9	0.83	0.97	0.98
1417868_a_at	Ctsz	7,061	0.05	1.16	0.95	0.85	0.5	0.3	0.49
1423393_at	Clic4	2,807	0.07	2.04	0.84	0.57	0.69	0.72	0.67
1430570_at	Kynu	31	1.23	-	-	3.21	12.87	5.16	11.56
1435745_at	5031439G07Rik	356	0.95	0.73	2.76	2.51	3.23	3.14	4.28
1458299_s_at	Nfkbie	767	0.4	0.62	0.1	0.44	1.25	0.65	1.27
1423768_at	Unc93b1	663	0.1	2.27	2.69	1.46	1.2	0.93	0.91
									
Non-DC signature genes									
1424375_s_at	Gimap4	362	0.14	0.29	-	0.1	0.11	-	0.11
1424380_at	Vps37b	313	0.44	0.46	0.45	0.26	0.28	0.28	0.27
1425396_a_at	Lck	118	-	0.57	0.2	0.32	0.21	-	0.17
1433694_at	Pde3b	352	0.69	0.15	0.16	0.42	-	0.65	0.35

^*^Average expression across replicates. Genes for which expression between mouse bone-marrow derived GM-CSF DCs (BM-DCs) and spleen DCs or spleen cDCs varies more than two-fold are shown in bold. BM-MΦ, mouse bone marrow-derived M-CSF macrophages; MΦ, peritoneal mouse macrophages; mono, mouse spleen monocytes from the SB laboratory; mono(2), mouse spleen monocytes from the BP laboratory, as listed in Table 1.

**Figure 5:**
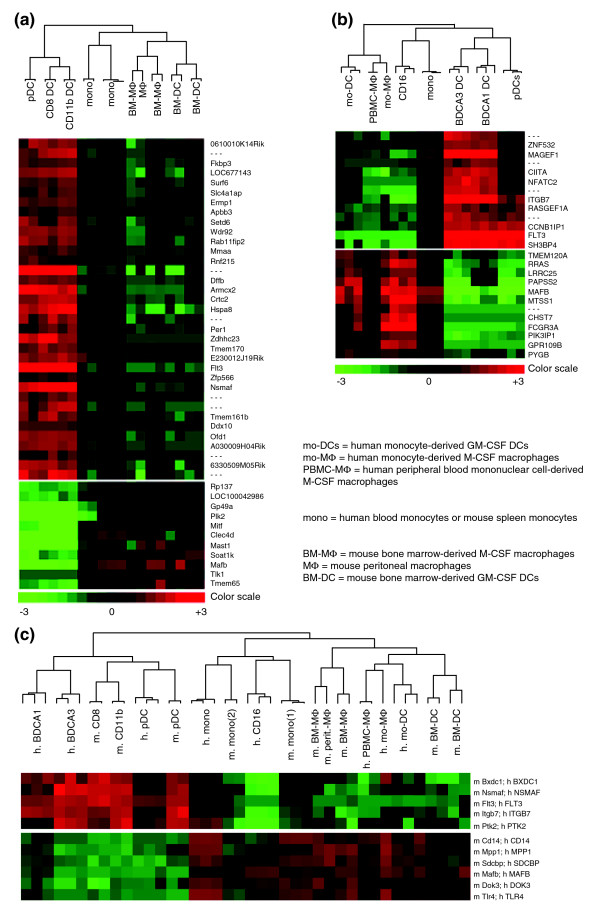
Clustering of *in vitro *GM-CSF derived DCs with monocytes, macrophages and LN-resident DCs. Hierarchical clustering with complete linkage was performed on the indicated cell populations isolated from: **(a) **mouse, **(b) **human, and **(c) **both. The heat maps used for illustration were selected as the two clusters of genes encompassing either *Flt3 *or *Mafb*, with a correlation cut-off for similarity of gene expression within each cluster at 0.8.

## Discussion

By performing meta-analyses of various datasets describing global gene expression of mouse spleen and human blood leukocyte subsets, we have been able to identify for the first time conserved genetic programs common to human and mouse LN-DC subsets. All the LN-DC subsets examined here are shown to share selective expression of several genes, while harboring only low levels of other transcripts present in all other leukocytes. These analyses indicate that LN-DCs, including pDCs, constitute a specific family of leukocytes, distinct from those of classic lymphoid or myeloid cells. Furthermore, we demonstrate a striking genetic proximity between mouse and human pDCs, which are shown for the first time to harbor a very distinct transcriptional signature as large and specific as that observed for NK cells or T cells. In contrast, a higher genetic distance is observed between mouse and human conventional DC subsets, although a partial functional equivalence is suggested between mCD8α and hBDCA3 cDCs on the one hand versus mCD11b and hBDCA1 cDCs on the other hand.

Our finding that LN-DCs constitute a distinct entity within immune cells raises the question of whether these cells form a distinct lineage in terms of ontogeny, or whether their shared gene expression profile (notably that between cDCs and pDCs) reflects a functional rather than a developmental similarity. To date, the place of both cDCs and pDCs in the hematopoietic tree is not clear [78,79]. A BM progenitor, named macrophage and dendritic cell progenitor (MDP), has been recently identified that specifically gives rise to monocytes/macrophages and to cDCs, but not to polymorphonuclear cells or to lymphoïd cells [80,81]. Under the experimental conditions used in the corresponding report, pDCs were not detected in the progeny of MDPs. Here, we show that the transcriptome programs of mouse spleen and human blood cDCs exhibit only a very limited overlap with that of monocytes/macrophages (Figure 2). This is consistent with the recent observation that monocytes can give rise to mucosal, but not splenic, cDCs, suggesting that splenic cDCs develop from MDPs without a monocytic intermediate [81]. 

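Over the 8803 varying genes, centred on their medians, the mouse pDC arrays correlated on average at 0.202 with the cDC arrays, -0.0875 with the B cell arrays and -0.121 with the NK and CD8 T cell arrays, whereas the cDC arrays correlated at -0.217 with the B cell arrays. Some lymphoid genes were nonetheless present in pDCs. Ets1 had a signal of 385 ± 138 in pDCs and at most 13.8 ± 16.4 in cDCs (mean ± SD, n = 2 each; log2 difference 4.13, SE 0.23, adjusted p = 1.87e-07 from limma), and Spib stood at 3259 ± 72.6 in pDCs, 2730 ± 708 in B cells (n = 3) and 515 ± 26.4 in CD11b cDCs. Of 17 T cell identity genes, 5 were higher and 2 lower in pDCs than in cDCs (the same counts adjusted over the list alone; camera adjusted p = 0.36), and of 19 B cell identity genes 5 were higher and 5 lower (the same counts adjusted over the list alone; adjusted p = 0.981 with an estimated correlation). The Gimap genes were higher in pDCs than in cDCs in 5 of 8 cases (5 adjusted over the list alone; adjusted p = 0.00875, but adjusted p = 0.608 with an estimated correlation). Of 12 markers of red pulp macrophages and monocytes, 8 were lower in pDCs and 1 higher (9 and 1 adjusted over the list alone; adjusted p = 0.000799, but adjusted p = 0.058 with an estimated correlation). Myeloid arrays were not analysed here.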

While mouse pDCs have been argued to arise from both lymphoid or myeloid progenitors, their gene expression overlaps with lymphoid or myeloid cells are limited. Interestingly, a murine progenitor cell line that exhibits both cDC and pDC differentiation potential has been described recently [82], suggesting that putative pan-DC progenitors might also exist *in vivo*, which would be consistent with the gene profiling analyses presented here.

Our study identifies transcriptional signatures conserved between mouse and human, common to all LN-DC subsets examined, or specific to pDCs, cDCs, or individual cDC subsets. A genetic equivalence is suggested between mouse CD8α cDCs and human BDCA3 cDCs, and between mouse CD11b cDCs and human BDCA1 cDCs. In contrast to the genes selectively expressed in subsets of myeloid or lymphoid cells in a conserved manner between mouse and human, most of the genes specifically increased in all LN-DC subsets or in individual LN-DC subsets are currently uncharacterized. As a consequence, the functional annotations of the LN-DC transcriptional signatures appear much less informative than those for myeloid cells, lymphocytes or APCs. This highlights how much has already been deciphered regarding the molecular regulation of antigen presentation or lymphocyte biology, as opposed to how little we know about the genetic programs that determine the specific features of LN-DCs. We believe that our study provides a unique database resource for future investigation of the evolutionarily conserved molecular pathways governing specific aspects of the ontogeny and functions of leukocyte subsets, especially DCs.

It should be noted that many genes are found to be expressed to very high levels in specific subsets of either mouse or man while no orthologous gene has been identified in the other species. This could be due to a true absence of orthologous genes between these two vertebrate species, or to a lack of identification of an existing orthology relationship. It is also possible that some of the genes expressed only in mouse DCs or only in human DCs, and not conserved between the two species, might represent functional homologs, similar to what is observed for human KIR and mouse Ly49 NK cell receptors. This may be the case for the human LILRA4 (ILT7) and the mouse SIGLECH molecules, as both of them signal through immunoreceptor tyrosine-based activation motif (ITAM)-bearing adaptors to downmodulate IFN-α/β production by human and mouse pDCs, respectively, upon triggering of TLRs [83,84]. Thus, understanding the role in LN-DCs of genes identified here only in mouse or human might be important. The transcriptional signatures identified for mouse LN-DC subsets in this study have been confirmed by analyses of independent data recently published by others on mouse cDC subsets, B cells and T cells [11] or on cDCs and pDCs [15]. Most of the data for the mouse 430 2.0 compendium were generated in-house, with the exceptions being CD4 T cells and myeloid cells. In humans, we generated the data for non-DC populations, whereas data for DC subsets and CD16 cells were all generated by another group and retrieved from a public database. It is well known that datasets for the same cell type can vary considerably between laboratories. However, many of the genes identified as specific for each mouse LN-DC subset using our own data were confirmed by the analysis of other data independently generated by the groups of M Nussenzweig and R Steinman [11]. These data are given in Additional data file 5.

Our clustering analyses and PCA also showed relatively little dataset-dependent biases, and generally grouped related cell populations together, even if they were from different origins (see, for instance, the PCA clustering of *in vitro *derived GM-CSF DC samples, which originated from two independent datasets in Additional data file 6). In addition, we analyzed by real-time PCR the expression profile of 27 genes across mouse leukocyte subsets from biological samples independent of those used in the gene chips analysis. All the results were consistent with the gene chip data (Additional data file 7). 

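Of the 27 genes measured by real-time PCR, 26 had an annotated probe set, and for 19 of these the highest PCR value and the highest mean array signal fell in the same population, among the 5 or 6 populations measured by both (CD4 T cells and whole splenocytes of the PCR were left aside). Of 80 cases in which PCR did not detect a gene in a population, the array mean was below 50 in 64 and below 20 in 50, and of 70 cases detected by PCR it was at least 50 in 65. For Gimap4 and Vps37b, PCR was highest in CD8 T cells and the arrays in NK cells, and Vps37b had array signals of 1062 ± 31.0 in NK cells and 362 ± 37.8 in CD8 T cells (mean ± SD, n = 2 each). For Bri3bp, PCR was highest in pDCs, whereas its array signal was 1577 ± 146 in CD8α cDCs and 1074 ± 69.4 in pDCs. The top population also differed for Arhgap22, Ciita, Sh3tc1 and Trit1. Where PCR did not detect a gene, the highest array means were those of BC028528 (436.4), Lat (314.6, in NK cells), Cyp4f16 (232.6) and Pacsin1 (146.1). No test was run on these pairs, and the PCR was done on cells of other mice than those of the arrays.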

We also confirmed specific expression of *PACSIN1 *in human pDCs at both the mRNA and protein levels (Additional data file 8). Finally, we believe that our approach validates the gene expression profile identified for leukocyte subsets in the strongest way possible, by demonstrating the evolutionary conservation between mouse and human. Indeed, the gene signatures that we describe here are based on genes found specifically expressed in putatively homologous subsets of mouse and human leukocytes compared to several other types of leukocytes. This approach does not rely solely on the use of independent biological samples of similar origin and on different techniques for measurement of the expression of mRNA. It actually shows that orthologous genes share the same specific expression pattern in putatively homologous immune cell subsets from two different species, under conditions where the markers used to purify the human and mouse cell populations, and the probes used to check the expression of the orthologous genes, differ considerably. Thus, we believe that the analyses presented here are extremely robust even though they were, in part, performed by creating compendia regrouping data generated by different laboratories for different cell types.

In addition to our discovery of transcriptional signatures specific to all LN-DCs or to LN-DC subsets, we demonstrate that, once identified, the transcriptional signatures of multiple cell types can be effectively used to help determine the nature of newly identified cell types of ambiguous phenotype or functions. In our attempt to appropriately place IKDCs and CD16 cells within the leukocyte family, we used the microarray data from the original reports aimed at characterizing these cells and compared them to the data from several other leukocyte populations. The conclusions of this analysis are in sharp contrast to those originally reported [15,31]. We believe that these opposing conclusions arise from the difference in the contextual framework within which our data and that of the previously mentioned studies were analyzed. Thus, the results of our analysis of the transcriptional signature of both IKDCs and CD16 cells emphasize the need to study the transcriptional signatures of individual cell populations in the context of multiple cell types of various phenotypes and functions. Finally, this approach also allowed us to confirm a very recent report that demonstrated that *in vitro *derived GM-CSF mouse DCs likely correspond to inflammatory DCs and greatly differ from LN-DCs, based on ontogenic and functional studies [75]. Thus, extrapolation to LN-DCs of the results of the cell biology and functional studies performed with *in vitro *derived GM-CSF DCs should only be made with extreme caution.

## Conclusion

This study comparing whole genome expression profiling of human and mouse leukocytes has identified for the first time conserved genetic programs common to all LN-DCs or specific to the plasmacytoid versus conventional subsets. In depth studies of these genetic signatures should provide novel insights on the developmental program and the specific functions of LN-DC subsets. The study in the mouse of the novel, cDC-specific genes identified here should accelerate the understanding of the mysteries of the biology of these cells in both mouse and human. This should help to more effectively translate fundamental immunological discoveries in the mouse to applied immunology research aimed at improving human health in multiple disease settings.

## Materials and methods

### Sorting of cell subsets

Duplicates of pDCs (Lin^-^CD11c^+^120G8^high^), CD8α cDCs (Lin^-^CD11c^high^CD8α^+^120G8^-/low^), CD11b cDCs (Lin^-^CD11c^high^CD11b^+^120G8^-/low^) and NK cells (NK1.1^+^TCRβ^-^) were sorted during two independent experiments from pooled spleens of untreated C57BL/6 mice. Splenic CD19^+ ^B lymphocytes, CD4 T cells and CD8 T cells were sorted in other independent experiments. Purity of sorted cell populations was over 98% as checked by flow cytometry (not shown).

### Processing of cell samples for the Affymetrix GeneChip assays

RNA was extracted from between 7.5 × 10^5 ^and 1.5 × 10^6 ^cells for each leukocyte subset with the Qiagen (Courtaboeuf, France) micro RNAeasy kit, yielding between 200 and 700 ng of total RNA for each sample. Quality and absence of genomic DNA contamination were assessed with a Bioanalyser (Agilent, Massy, France). RNA (100 ng) from each sample was used to synthesize probes, using two successive rounds of cRNA amplification with appropriate quality control to ensure full length synthesis according to standard Affymetrix protocols, and hybridized to mouse 430 2.0 chips (Affymetrix, Santa Clara, CA, USA). Raw data were transformed with the Mas5 algorithm, which yields a normalized expression value, and 'absent' and 'present' calls. Target intensity was set to 100 for all chips.

### Individual analysis of the mouse 430 2.0 or human U133 Plus 2.0 compendia

For each compendium, all datasets were normalized with the invariant rank method and only one representative dataset was kept for redundant ProbeSets targeting the same gene. The datasets were further filtered to eliminate genes with similar expression in all samples, by selecting only the genes expressed above 50 (respectively 100) in all the replicates of at least one population for the mouse (respectively human) datasets and whose expression across all samples harbored a coefficient of variation above the median of the coefficient of variation of all ProbeSets. The final dataset consisted of 7,298 (respectively 11,507) ProbeSets for the mouse 430 2.0 compendium (respectively human U133 Plus 2.0), representing individual genes with differential expression between *ex vivo *isolated cell subsets. The final dataset consisted of 12,857 (respectively 6,724) ProbeSets for the mouse 430 2.0 compendium (respectively human U133 Plus 2.0), representing individual genes with differential expression between LN-DCs, monocytes/macrophages and *in vitro *derived GM-CSF DCs. These datasets for *ex vivo *isolated cells are accessible as Excel workbooks in Additional data files 1 and 2. The software Cluster and Treeview were used to classify cell subsets according to the proximity of their gene expression pattern as assessed by hierarchical clustering with complete linkage.

We implemented a function in the Matlab software to perform PCA. This function computes the eigenvalues and eigenvectors of the dataset using the correlation matrix. The eigenvalues were then ordered from highest to lowest, indicating their relative contribution to the structure of the data. For both mouse and human datasets, the first principal component accounted for most of the information (54% and 68% for mouse and human, respectively) and was associated with a similar coordinate for all samples. This component thus reflected the common gene expression among the samples. Second and third components together represented 24% and 21%, respectively, of the information for mouse and human datasets, and thus accounted for a large part of the variability. The projection of each sample on the planes defined by these components was represented as a dot plot to generate the PCA figures.

Partitional clustering was performed using the FCM algorithm, which links each gene to all clusters via a vector of membership indexes, each comprised between 0 and 1 [34]. For both mouse and human datasets, we heuristically set the number of clusters to 30, and the fuzziness parameter m was taken as 1.2 (see [34] for the determination of m). Ten independent runs of the algorithm were performed, and the one minimizing the inertia criterion was selected [34]. A threshold value of 0.9 was taken to select probe sets most closely associated with a given cluster. This selection retained 4,062 and 4,751 probe sets from mouse and human datasets, respectively. Probe set clusters were then manually ordered to provide coherent pictures, which were visualized with Treeview.

### Meta-analysis of aggregated mouse and human datasets

We identified 2,227 orthologous genes that showed significant variation of expression in both the mouse 430 2.0 and U133 Plus 2.0 human datasets. This dataset is accessible as an Excel workbook in Additional data file 3. In order to compare the expression patterns of these genes between human and mouse, the log signal values for each of these genes were first normalized to a mean equal to zero and a variance equal to 1, independently in the mouse and human datasets, as previously described for comparing the gene expression program of human and mouse tumors [22,27]. The two normalized datasets were then pooled and a hierarchical clustering with complete linkage was performed. A similar analysis was performed for the comparison of human and mouse LN-DCs, monocytes, macrophages and *in vitro *derived GM-CSF DCs.

### Meta-analysis of mouse 430 2.0 and U74Av2 datasets

In order to classify the IKDCs based on the optimal gene signatures of the different cell subsets examined, with only minimal impact of differences in the experimental protocols used to prepare the cells and to perform the gene chips assays, the clustering of the cell populations was performed as a meta-analysis of our own mouse 430 2.0 dataset together with the published U74Av2 datasets. The Array Comparison support information of the NetAffyx™ analysis center (Affymetrix) was used to identify matched ProbSets between the two types of microarrays. Only one representative dataset was kept for redundant ProbeSets targeting the same gene. This yielded a set of 2,251 genes whose expression could be compared between the two datasets, using the same normalization method as described above. This dataset is accessible as Excel workbooks in Additional data file 4. As expected, this meta-analysis led to co-clustering of all the samples derived from identical cell types whether their gene expression had been measured by us on 430 2.0 microarrays or by others on U74Av2 microarrays, with the exception of the cDC population from [15], which segregated with pDCs rather than with the cDC subsets from the other datasets.

### Data mining

Gene lists were analyzed using the DAVID 'functional annotation chart' tool accessible on the NIAID website [52,53]. Different databases were used for these annotations: gene ontology (Amigo), knowledge pathways (KEGG), interactions (BIND), interprotein domains (INTERPRO), and disease (OMIM/OMIA). The annotations shown in Tables 5 and 7 were selected as the most highly significant terms retrieved by performing an over-representation study. To this end, a modified Fisher exact P value called the 'EASE score' was calculated to measure the enrichment in gene-annotation terms between the gene signature specific to the leukocyte subpopulation examined ('List') and the complete set of all the genes selected for the compendium analyzed ('Background'). The significance threshold was set at an EASE score below 0.05 in most instances, or below 0.1 for DC signatures that did not yield many highly significant terms as discussed in Results. Individual significant annotations encompassing many common genes or similar biological processes were regrouped using the 'Functional annotation clustering' tool of the DAVID software. More information on this type of analysis is available on the DAVID website [85].

### Public access to the raw data for the datasets analyzed in the paper

Our datasets for mouse DC subsets, NK cells, CD8 T cells, and B lymphocytes have been deposited in the Gene Expression Omnibus (GEO) database under reference number GSE9810. The references for download of the public data used from the original websites where they were first made available are given in Table 1. In addition, all raw transcriptomic data analyzed here have been regrouped on our website [86] and are available for public download.

## Abbreviations

APC, antigen-presenting cell; BM, bone marrow; cDC, conventional dendritic cell; CDP, common dendritic progenitor; DC, dendritic cell; FCM, fuzzy c-means; GEO, Gene Expression Omnibus; GM-CSF, granulocyte-macrophage colony stimulating factor; IFN, interferon; IKDC, interferon-producing killer dendritic cell; ITAM, immunoreceptor tyrosine-based activation motif; LN-DC, lymph node-resident DC; M-CSF, macrophage colony-stimulating factor; MDP, macrophage and dendritic cell progenitor; MHC, major histocompatibility; NK, natural killer; PCA, principal component analysis; pDC, plasmacytoid dendritic cell; TLR, toll-like receptor.

## Authors' contributions

SHR, TW, SC, PK, and MD designed the research; SHR, TW, CT, HX, MS, GB, AD and MD performed the research; EV and PP contributed new reagents/analytical tools; SHR, TW, CT, HX, DD, MS, FRS, SC, PK, and MD analyzed data; and SHR, TW, and MD wrote the paper.

## Note added in proof

During the review process of this paper, two reports were published in *Nature Immunology *that identified a common progenitor characterized as FLT3^+^M-CSF^+ ^for mouse LN-DCs (pDCs, CD8α cDCs and CD11b cDCs), devoid of any capability to generate lymphoid cells or monocytes/macrophages, and named common dendritic progenitor (CDP) [87,88]. This observation is thus consistent with our gene profiling analysis of human and mouse leukocytes. The question whether this pathway for LN-DCs is the major one, or just one possibility among others, including differentiation from monocytes, has been raised [89]. Our gene profiling data would suggest that most mouse LN-DCs derive from the recently identified CDP or MDP *in vivo*, without a monocytic intermediate, consistent with a recent report [81]. It also implies that a similar pathway must exist in humans. The relationship between the CDP and the MDP still remains to be established. Three reports have been published very recently in the *Journal of Experimental Medicine *that showed that IKDCs are a specific subset of NK cells, based on functional and ontogenic approaches comparing these cells to DCs and NK cells [90-92]. This is consistent with the results of our clustering analysis of IKDCs with other leukocyte subsets. Finally, two recent reports have identified a new transduction pathway in human pDCs involving a B cell receptor-like ITAM-signaling pathway [93,94]. This pathway involves the BLNK transduction molecule, which we have identified here as expressed to very high levels in mouse and human pDCs compared to the other LN-DCs (Table 6) and many other leukocytes. 

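Blnk, an adaptor protein downstream of the B cell receptor, had a signal of 1463 ± 126 in pDCs (mean ± SD, n = 2) and below 20 in CD8α cDCs, CD11b cDCs, NK cells and CD8 T cells. Its log2 difference of pDCs to cDCs was 6.19 (SE 0.18, adjusted p = 1.71e-09 from limma). B cells had a signal of 1418 ± 375 (n = 3), which the test did not part from that of pDCs (log2 ratio 0.07, adjusted p = 1).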

We believe that the conserved transcriptional signatures identified here for mouse and human LN-DC subsets will lead to many more discoveries for the understanding of the specialized functions of these cells.

## Additional data files

The following additional data are available. Additional data file 1 is a Microsoft Excel workbook with raw data for the mouse gene chip compendium. Additional data file 2 is a Microsoft Excel workbook with raw data for the human gene chip compendium. Additional data file 3 is a Microsoft Excel workbook with raw data for the human/mouse gene chip compendium. Additional data file 4 is a Microsoft Excel workbook with raw data for the IKDC gene chip compendium. Additional data file 5 is a Microsoft Excel workbook giving the mouse DC subset gene signatures according to our datasets with confirmation from two other independent datasets (one for pDCs and one for cDC subsets). Additional data file 6 is a figure showing the results of PCA for investigation of the relationships between *in vitro *derived GM-CSF DCs and LN-DCs in mouse and human. Additional data file 7 is a table giving real-time PCR data for the pattern of expression of 27 genes across mouse leukocyte subsets. Additional data file 8 is a figure illustrating PACSIN1 expression in human pDCs versus PBMCs by RT-PCR and western blotting.

## Supplementary Material

Additional file 1 Raw data for the mouse gene chip compendium. Click here for file

Additional file 2 Raw data for the human gene chip compendium. Click here for file

Additional file 3 Raw data for the human/mouse gene chip compendium. Click here for file

Additional file 4 Raw data for the IKDC gene chip compendium. Click here for file

Additional file 5 Mouse DC subset gene signatures according to our datasets with confirmation from two other independent datasets (one for pDCs and one for cDC subsets). Click here for file

Additional file 6 Results of PCA for investigation of the relationships between *in vitro *derived GM-CSF DCs and LN-DCs in mouse and human. Click here for file

Additional file 7 Real-time PCR data for the pattern of expression of 27 genes across mouse leukocyte subsets. Click here for file

Additional file 8 PACSIN1 expression in human pDCs versus PBMCs by RT-PCR and western blotting. Click here for file

# Supplementary material for: Novel insights into the relationships between dendritic cell subsets in human and mouse revealed by genome-wide expression profiling
**Source:** Genome Biol. 2008 Jan 24;9(1):R17. doi: 10.1186/gb-2008-9-1-r17
**Supplement:** Additional file 6 — Results of PCA for investigation of the relationships between in vitro derived GM-CSF DCs and LN-DCs in mouse and human.

**A**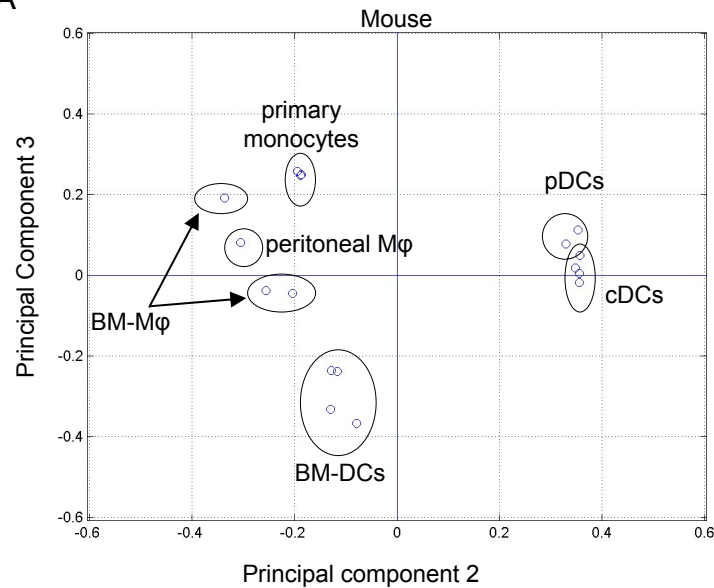**B**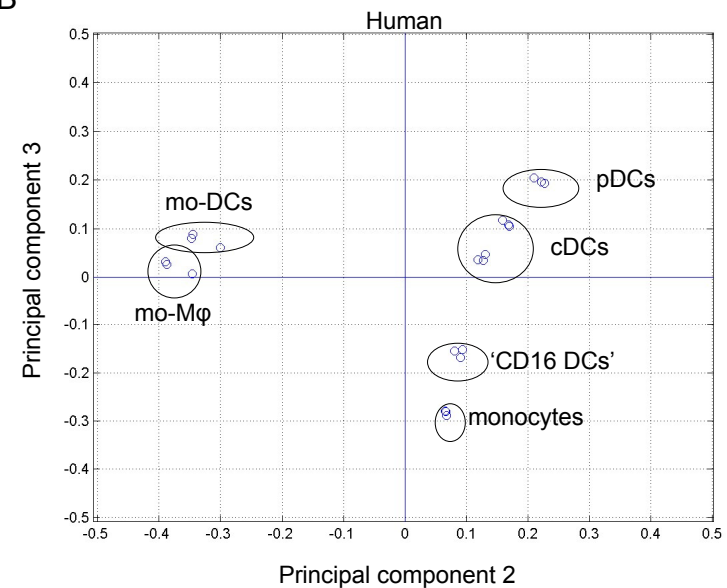

### PCA analysis comparing LN-DCs, monocytes/macrophages and GM-CSF DCs in mouse (A) and human (B).

The data used for this analysis are . No gene filtering was performed prior to the analysis. The figure represents the second and third principal components, which accounted respectively for 7% and 3% for the mouse data and 5% and 2% for the human data. The first component accounted for 81% and 87% of the information for mouse and human datasets, respectively, and reflected the similarities among all samples.

BM-Mφ=bone marrow-derived macrophages; BM-DCs=bone marrow-derived GM-CSF DCs; mo-DCs= monocyte-derived GM-CSF DCs; mo-Mφ= monocyte-derived macrophages; pDCs=plasmacytoid DCs; cDCs= conventional DCs.

The datasets used are the same as those listed in Table 1 for figure 5A, with the exception for the mouse of the spleen monocytes corresponding to the GEO datasets GSM224733 et GSM224735.

# Supplementary material for: Novel insights into the relationships between dendritic cell subsets in human and mouse revealed by genome-wide expression profiling
**Source:** Genome Biol. 2008 Jan 24;9(1):R17. doi: 10.1186/gb-2008-9-1-r17
**Supplement:** Additional file 7 — Real-time PCR data for the pattern of expression of 27 genes across mouse leukocyte subsets.

| Gene signature | expt series | genes         | Mono/Macro                                                                                                                                      | pDC   | CD8a cDC | CD11b cDC | NK          | CD8 T                                    | CD4 T | B     | Splenocytes | Primers (F=Forward; R=Reverse)                                      |  |  |  |  |  |  |  |
|----------------|-------------|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------|-------|----------|-----------|-------------|------------------------------------------|-------|-------|-------------|---------------------------------------------------------------------|--|--|--|--|--|--|--|
| non-DC         |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | Gimap4        | 0.216                                                                                                                                           | *     | *        | *         | 0.740       | 1.000                                    | 0.688 | 0.930 | -           | F-CGG GGT TCA TCC CAG AAA GTT; R-CCC CAA GGA TAC TGT TCC CTG        |  |  |  |  |  |  |  |
|                | #           | Vps37b        | 0.603                                                                                                                                           | *     | *        | *         | 0.601       | 1.000                                    | 0.504 | 0.491 | -           | F-ACA TGG TGG GGG TAT GGA; R-TTT GGG TCA GGC GAG CTT TC             |  |  |  |  |  |  |  |
|                | #           | Fcer2a        | *                                                                                                                                               | *     | *        | *         | *           | *                                        | *     | 1.000 | -           | F-CTG GGA ACC TCC TAG AAA GC G; R-CCC CAC CAA CAT GAG CTG T         |  |  |  |  |  |  |  |
|                | \$          | Lat           | -                                                                                                                                               | 0.004 | *        | 0.001     | *           | 0.732                                    | 1.000 | -     | 0.072       | F-TCC CTG TTG TCT CCT CTG CT; R-CTC TGC GCT CTC CTC ATC CT          |  |  |  |  |  |  |  |
| pan-DC         |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | Flt3          | 0.008                                                                                                                                           | 0.985 | 1.000    | 0.844     | *           | *                                        | *     | *     | -           | F-GTG ACT GGC CCC CTG GAT ACG AG; R-TCC AAG GGC GGG TGT AAC TGA ACT |  |  |  |  |  |  |  |
|                | #           | Scarb1        | 0.209                                                                                                                                           | 0.831 | 1.000    | 0.806     | *           | *                                        | *     | *     | -           | F-TTT GGA GTG GTA GTA AAA AGG GC; F-TGA CAT CAG GGA CTC AGA TAG     |  |  |  |  |  |  |  |
|                | #           | Sh3tc1        | *                                                                                                                                               | 0.469 | 0.910    | 1.000     | *           | *                                        | *     | *     | -           | F-TGT ATC CAA CAG ACC TGA CC; R-GTC TTA AAT GTC ACC ACG ATC C       |  |  |  |  |  |  |  |
|                | #           | Trit1         | *                                                                                                                                               | 1.000 | 0.459    | 0.332     | 0.012       | 0.007                                    | 0.015 | 0.007 | -           | F-AAG TGG TTG ATC GGA AAG TAG AG; R-CTC ATC TAG AAC TGC CTG GTC     |  |  |  |  |  |  |  |
|                | \$          | Bri3bp        | -                                                                                                                                               | 1.000 | 0.399    | 0.492     | 0.067       | 0.129                                    | 0.153 | -     | 0.262       | F-AGA GCG TGA GCA GCC TCT TC; R-CCA AAC TTT CCA TAA CGT CTC TAA GA  |  |  |  |  |  |  |  |
| cDC            |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | Ciita         | 0.011                                                                                                                                           | 0.002 | 0.755    | 1.000     | *           | *                                        | *     | 0.014 | -           | F-ACA CAG ATA CCA TCA ACT GC; R-CCA ATG TGC TCT ATG AAG AGG         |  |  |  |  |  |  |  |
|                | #           | Arhgap22      | 0.007                                                                                                                                           | 0.004 | 0.523    | 1.000     | *           | *                                        | *     | *     | -           | F-AGA TAC ATC TGC AAG TTT ATG G; R-GAT GGT TAC TGG ATC CTC TAT CTG  |  |  |  |  |  |  |  |
|                | #           | Btbd4         | 0.041                                                                                                                                           | 0.084 | 1.000    | 0.622     | *           | *                                        | *     | *     | -           | F-ATC ACT TCT CAC TAC CGG CAT; R-ACG TTC TTA TGT GCC TTG AAG AC     |  |  |  |  |  |  |  |
|                | #           | Slamf8        | *                                                                                                                                               | *     | 1.000    | 0.992     | *           | *                                        | *     | *     | -           | F-TCT CCT TCC CGT TGT GGT TG; R-CCA GAT AGC CTC ACG CAC TTG         |  |  |  |  |  |  |  |
|                | \$          | 9130211I03Rik | -                                                                                                                                               | 0.004 | 1.000    | 0.841     | *           | *                                        | *     | -     | 0.015       | F-CGG AAG AAG CAG ACC CAG AAG; R-CTG CGC AGC ACA GAG TTC TC         |  |  |  |  |  |  |  |
|                | \$          | Nav-1         | -                                                                                                                                               | 0.007 | 0.052    | 1.000     | *           | *                                        | *     | -     | 0.046       | F-CTC AAA GTC GCA GGC AAA CC; R-GAG CGT TGT AGC CCA GTG TTC C       |  |  |  |  |  |  |  |
| CD8a cDC       |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | Igsf4a        | 0.159                                                                                                                                           | 0.144 | 1.000    | 0.419     | *           | *                                        | *     | *     | -           | F-GAT CCC CAC AGG TGA TGG AC; R-TGA TGG TTG CCA CTT CTC CT T        |  |  |  |  |  |  |  |
|                | #           | Gcet2         | *                                                                                                                                               | *     | 1.000    | *         | *           | *                                        | *     | *     | -           | F-AGG ACAA CCA GAT ACT TCA GGG; R-AGG ATG TAG CAC AAC TCT TCT GT    |  |  |  |  |  |  |  |
|                | #           | BC028528      | *                                                                                                                                               | *     | 1.000    | *         | *           | *                                        | *     | *     | -           | F-TTG ACC TTT GTC CCA ATG C; R-AGG TTG GAG GCA CAC ATA GG           |  |  |  |  |  |  |  |
| CD11b cDC      |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | Pram1         | *                                                                                                                                               | *     | *        | 1.000     | *           | *                                        | *     | *     | -           | F-CCC ATC AAT ATC CAA AGC TTC AG; R-ACA GCA TTT CAT CTC TGC CT      |  |  |  |  |  |  |  |
|                | #           | Cyp4f16       | *                                                                                                                                               | *     | *        | 1.000     | *           | *                                        | *     | *     | -           | F-GCT GAC ACC TTT ATG TTT GGA; R-AGG TCG TCC CAT TCA ATC TC         |  |  |  |  |  |  |  |
|                | #           | Gpr43         | *                                                                                                                                               | *     | 0.001    | 1.000     | *           | *                                        | *     | *     | -           | F-GAT TAC AGG TTC CAC AGC AC; R-AGT TCT GAC TGC TCA CAT CC          |  |  |  |  |  |  |  |
| pDC            |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                | #           | SiglecH       | *                                                                                                                                               | 1.000 | *        | *         | *           | *                                        | *     | *     | -           | F-GGA GGC AAA ACA TGG AAT TTA TG; R-CAC ATC ACA TTG GTA GGA CGA C   |  |  |  |  |  |  |  |
|                | #           | Epha2         | *                                                                                                                                               | 1.000 | *        | *         | *           | *                                        | *     | *     | -           | F-GGC CGA GCG CAT CTT TAT TG; R-AGT CAC TGC TGA CCG TGA TCT         |  |  |  |  |  |  |  |
|                | #           | Pacsin1       | *                                                                                                                                               | 1.000 | *        | *         | *           | *                                        | *     | *     | -           | F-GAG GTG GGG AAC TAC AAG CG; R-GTA TGC CTT CTC GAT CTT GGC         |  |  |  |  |  |  |  |
|                | \$          | Tex2          | -                                                                                                                                               | 1.000 | 0.105    | 0.039     | 0.002       | 0.046                                    | 0.331 | -     | 0.105       | F-CCG GCG GGT GTT TCT G; R-GAC TGC TGT GCC TGC TGT GT               |  |  |  |  |  |  |  |
|                | \$          | Runx2         | -                                                                                                                                               | 1.000 | 0.005    | 0.040     | 0.172       | 0.009                                    | 0.005 | -     | 0.021       | F-CCA GGC AGG TGC TTC AGA A; R-AGG GAT GAA ATG CTT GGG AAC T        |  |  |  |  |  |  |  |
|                | \$          | Tcf4          | -                                                                                                                                               | 0.398 | 0.049    | 0.026     | 0.179       | 0.002                                    | 0.010 | -     | 1.000       | F-GGG CTC AGG GTA CGG AAC TAG; R-TCA GAC CCA CGC CAT C              |  |  |  |  |  |  |  |
|                |             |               | * = NOT DETECTED                                                                                                                                |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | - = NOT TESTED                                                                                                                                  |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               |                                                                                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | Samples were run on an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems), 40 cycles, using the QuantiTect SYBR Green PCR Kit (Qiagen)   |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | Relative gene expression was calculated using the $\Delta\Delta C_t$ method                                                                     |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | TATA box binding protein (TBP) and Hypoxanthine-guanine phosphoribosyltransferase (Hprt) were used as the endogenous control housekeeping genes |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | For each gene, the value for the cell type with highest expression was calculated as 1                                                          |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | # experiment series 1 with TBP housekeeping control gene (SHR)                                                                                  |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | \$ experiment series 2 with Hprt housekeeping control gene (GB)                                                                                 |       |          |           |             |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             | Primers for   |                                                                                                                                                 |       |          |           | Primers for |                                          |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             | TBP           | F-AGAACAATCCAGACTAGCAGCA                                                                                                                        |       |          |           | Hprt        | F-GGC CCT CTG TGT GCT CAA G              |       |       |             |                                                                     |  |  |  |  |  |  |  |
|                |             |               | R-GGGAACCTTCACATCACAGCTC                                                                                                                        |       |          |           |             | R-CTG ATA AAA TCT ACA GTC ATA GGA ATG GA |       |       |             |                                                                     |  |  |  |  |  |  |  |

# Supplementary material for: Novel insights into the relationships between dendritic cell subsets in human and mouse revealed by genome-wide expression profiling
**Source:** Genome Biol. 2008 Jan 24;9(1):R17. doi: 10.1186/gb-2008-9-1-r17
**Supplement:** Additional file 8 — PACSIN1 expression in human pDCs versus PBMCs by RT-PCR and western blotting.

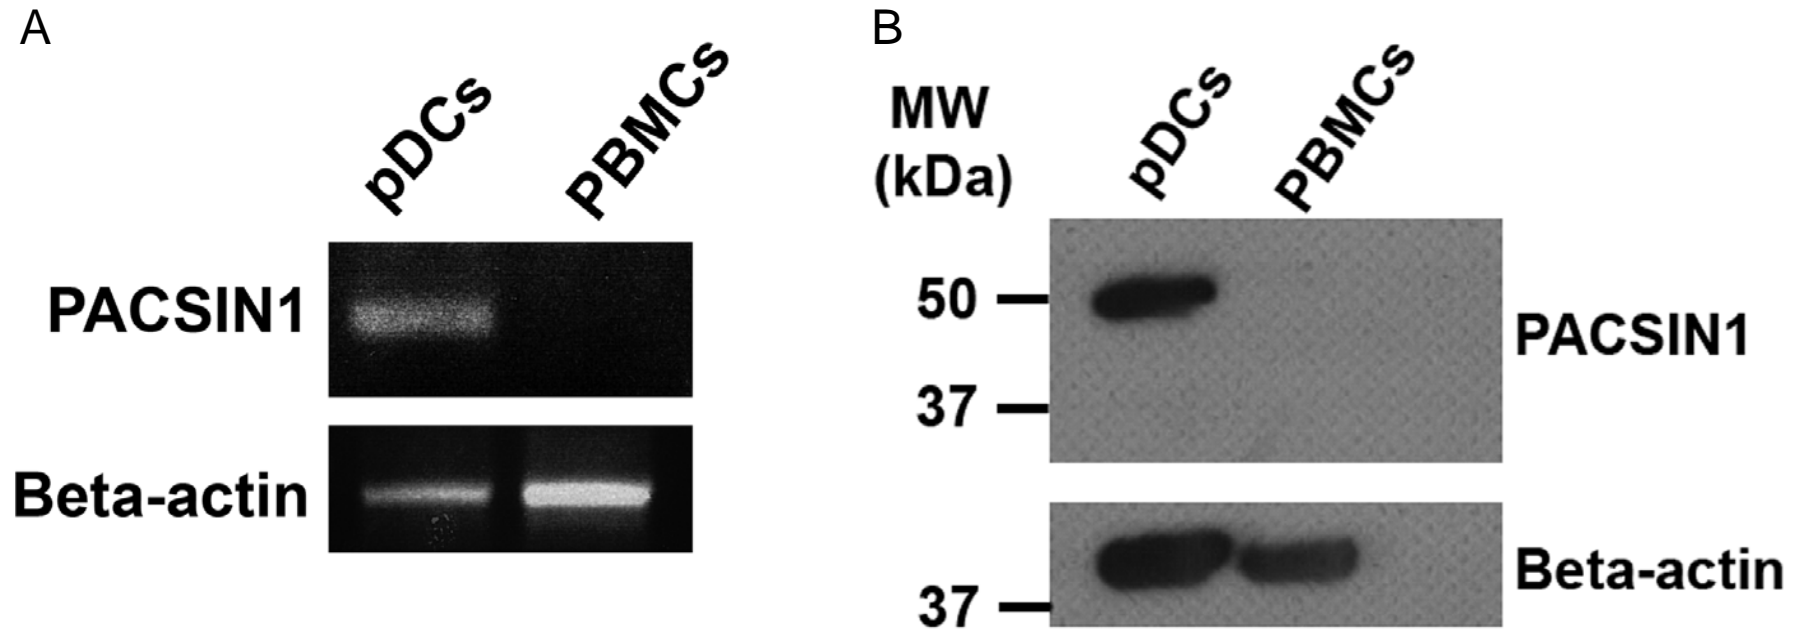

#### Selective expression of PACSIN1 in human pDCs.

pDCs (>95% purity) were isolated from PBMCs using magnetic selection of CD304 / BDCA-4<sup>+</sup> cells (CD304 Microbead kit, MILTENYI).

**B)** Western-blot analysis of the expression of PACSIN1 in human pDCs versus PBMCs. Standard western blot procedures were used to evaluate PACSIN1 levels in whole lysates of human pDCs versus PBMCs, using an antibody specific for this molecule (a generous gift from Dr. Markus Plomann, University of Cologne, Germany). Beta-actin expression levels were assessed in the same samples as a housekeeping control protein.

How the deposited data were processed for this re-analysis (not part of the article)

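Gene expression was measured by the authors on 13 Affymetrix Mouse Genome 430 2.0 arrays of 6 mouse spleen populations: pDCs, CD8α cDCs, CD11b cDCs, NK cells and CD8 T cells with 2 arrays each and B cells with 3. The human arrays and the myeloid and CD4 T cell arrays of the study's compendium were not analysed here. The authors computed the deposited intensity values with MAS5 and scaled each array to a target intensity of 100. The deposited values are linear, have no floor and carry no later normalization: their mean without the lowest and highest 2% is 100 on each array. The study then normalized its compendium of 18 arrays by invariant ranks, which was done here only as an alternative. The part of Additional data file 1 at hand, 1999 probe sets, served only to compare the scales: the median ratio of the deposited to the supplementary values was 0.757 over 5952 values above 200, and the smallest supplementary value was 20. The records of the instrument gave the scan day and the chip lot of each array and the amount of RNA of all but the CD8 T cell arrays. B cell replicates 2 and 3 are described as follicular B lymphocytes and replicate 1 as B lymphocytes. The 3 were grouped as in the paper, so a B cell mean stands for both descriptions.

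Of 45101 probe sets, 34958 were annotated to 1 gene, 932 to several and 9211 had no gene, and 34754 of the first were matched by gene ID. Genes without an annotated probe set, some of which the study names, are not reported here. A signal of at least 50 in all replicates of at least 1 population was found for 18207 probe sets, 15650 of them with 1 gene, which left 9391 genes. Each was represented by the probe set of the study's tables where there was one (471 genes) and otherwise by the probe set with the highest mean. Values were floored at 20 and log2 transformed. Between 49.1 and 58.3% of the probe sets of an array lay below this floor, which limits folds at low levels.

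One limma model with 6 population means and 7 residual degrees of freedom gave the 3 comparisons: DCs against lymphocytes (each the mean of 3 populations), pDCs against the mean of both cDC subsets, and CD8α against CD11b cDCs. The tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A gene was called selective for a set of populations when the lowest of their means exceeded the highest other mean by at least 0.4 (log2) and the largest one-sided p of limma's pairwise tests passed the threshold after adjustment. All printed adjusted p-values of genes are from limma. Gene lists were tested with camera at a correlation of 0.01 and again with an estimated correlation, and adjusted per comparison over the lists written from background knowledge. Lists taken from the study's own tables are not independent evidence.

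Arrays were clustered by complete linkage on 1 minus Pearson's correlation of log2 values centred on each gene's median, with 100 bootstrap samples of the genes. Principal components came from the correlation matrix of the arrays. Fuzzy c-means used 30 clusters, a fuzzifier of 1.2, the best of 10 runs and a membership of at least 0.9. R 4.3.3, limma 3.58.1 and e1071 1.7.16 were used. On simulated data, limma called 98.7% of the genes changed by 2 (log2) between DCs and lymphocytes, 92.4% between pDCs and cDCs and 84.9% between the cDC subsets. At a change of 1 it called 90, 54 and 27%. The tests of selective genes that were simulated found 75.8 to 89.1% at a ratio of 2 (log2), 15.7 to 32.3% at 1 and 0 to 4.26% at 0.6. Between DCs and lymphocytes the simulation changed 63, 60 and 77 of 9391 genes by 0.6, 1 and 2. Many more genes were called in the data, so these rates need not hold for the real tests.

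The genes named were chosen by a rule written before the data were examined: those that the study names beside a result, in Table 2 or in Additional data file 7; those in the highest ratio bin of the lists of Tables 4 and 6; the 10 called genes with the largest fold each way in a comparison whose arrays do not overlap; the 8 with the largest ratio in a selective set; and up to 4 members of a gene list. The values in the study's tables had been seen when the rule was written. Not all genes under the rule are printed. Actb, C1qb, Clec4n, Coro1a, Erap1, F2r, H2-DMa, H2-Oa, Il12a, Oasl2, Ost4, Pdia6, Rgs3 and Vim were named after their values were seen. The paper states that the duplicates of DCs and NK cells were sorted in independent experiments, but not that a replicate number marks the same experiment in each population. The deviations of same-numbered arrays correlated at -0.196 to 0.173, not above 0.1 in every pair of populations, so the numbers were not taken as pairs, and a shared sort is not ruled out. The alternatives changed 1 choice at a time: the normalization, the floor, the filter, the variance model, the probe set per gene, terms for the replicate number, the set of sample names and the scan day, and each array left out in turn.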

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

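The tests of B cell replicate 1 against marginal zone genes, against the levels in DCs and against the amount of RNA, those of exchanged or wrongly recorded samples, those of the scanning period and the splits that keep the arrays of a population together were chosen only after the results were seen.

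In arrays of B and CD8 T cells, transcripts of the sex chromosomes go against the sex that the sample descriptions give, which the paper does not analyse. Xist had a signal of 4272 in B cell replicate 2, described as male, and the Y-linked gene Eif2s3y had signals of 689.9 and 968.4 in CD8 T cell replicates 1 and 2, described as female. This concerns 3 of 5 arrays with a stated sex. Cd79a and Cd3g, each at least 50 in its own population, were present in 5 of 5 B and CD8 T cell arrays, which argues against an exchange between these populations. A wrongly recorded sex of the mice (3 arrays) could not be decided from these arrays. No biological explanation was tested.

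On NK cell replicate 1 the ratio of the 3' to the 5' GAPDH signal, a measure of RNA integrity and amplification, was 23.877, far from the other lymphocyte arrays. On pDC replicate 2 it was 5.99141, and that of beta-actin 1.78765, both far from the other DC arrays. Of 14 groups of values tested 3 stood out in this way, where chance gives about 1 in 20, but 2 of the 3 are related ratios on the same array.

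B cell replicate 1 is described as B lymphocytes, and replicates 2 and 3 as follicular B lymphocytes. Replicate 1 had 656 genes over 2-fold higher and 421 lower than the mean of replicates 2 and 3. Replicates 2 and 3 differed from each other by over 2-fold in 211 genes. They were not alike on every list: 20 type I interferon-inducible genes had a median log2 difference of 1.74 (replicate 2 minus replicate 3). Among the highest genes of replicate 1 were Jchain (7866 against 92.06 and 332.3), Hspa1a (6510 against 176.9 and 169.7), Fos (6595 against 243.5 and 217) and Cr2 (2916 against 271 and 214). In it, 8 of 11 neutrophil markers reached a signal of 50, against 0 and 3 in replicates 2 and 3. RNA of DCs cannot account for 274 of the 656 higher genes, since they lie above every DC population, and for the others it stays open: the pan-DC genes had a median log2 difference of 0.106 (95% bounds 0 and 0.34) and 29 of 167 were over 2-fold higher, in a test set before these values were computed, although Cd68 and Lyz2 in this replicate had been seen. A share of marginal zone B cells is a candidate explanation, with a median of 1.93 over 7 genes of a list fixed beforehand. It was not the only list to be higher: the median was 1.08 for immediate-early and dissociation genes (14 of 25 over 2-fold higher). It was 0.985 for plasma cell markers, 0.921 for Toll-like receptors, 0.799 for the Gimap family, 0.657 for B cell identity genes and 0.53 for follicular B cell genes. NK cytotoxicity and T cell identity genes stood at 0, and all genes at 0.0311. The 50 ng of RNA for replicates 2 and 3 in place of 100 ng cannot be told apart from the kind of B cell, since 0 arrays described as follicular were made from 100 ng.

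All DC arrays were scanned in another period than the lymphocyte arrays. Of the genes measured by PCR on other samples and called between DCs and lymphocytes, 25 of 25 had PCR means in the same order, which argues against the scanning period as the source for these. For the other genes 0 scanning periods held arrays of both families, so the period and the family cannot be told apart. The sex of the mice stays open too, since the 6 DC arrays carried Xist only and 6 of the 7 lymphocyte arrays Y-linked transcripts only. The called differences correlated at 0.0536 with B cell replicate 2 minus replicate 3, a value that was set beforehand to count against sex. That contrast rests on 1 array against 1, which also differed in type I interferon-inducible genes (median log2 difference 1.74). Of 5959 called genes, 178 lie on the X or Y chromosome.

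In fits of 2 groups, the real split of the arrays called more genes than each of 99 others, that is 1 of 100, for DCs against lymphocytes (2596, highest other 120), B cells against the rest (524 and 292), cDCs against the rest (1928 and 485) and antigen-presenting cells against the rest (1200 and 240). Under 5 of 100 had been set beforehand to count against chance, but most of these splits part the arrays of a population, which resemble each other, so that this count decides nothing. Splits that keep each population together are too few for a share under 0.05, with 10, 6, 15 and 15 of them, and their highest other counts were 836, 665, 1482 and 1928. For B cells the higher count was that of NK cells against the rest, and for antigen-presenting cells 1928 was that of cDCs against the rest.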

How the results depend on the processing

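The fixed term for the scan day, the fits without the 50 ng arrays and without X- and Y-linked genes, and the cluster names by the widest gap were chosen only after the data were seen.

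Of the comparisons, DC vs lymphocytes stayed between 4680 and 6498 genes and pDC vs cDC between 2441 and 4118 over all alternatives run. CD8a cDC vs CD11b cDC gave 1092 with a fixed term for the scan day, which drops CD11b cDC replicate 1 from the comparison, and 1119 to 2413 when arrays were left out in turn, with 1119, 1133 and 1169 without CD8α cDC replicate 2 and CD11b cDC replicates 1 and 2. The direction of all lists and named genes held wherever they were called. Without the floor, genes selective for pan-DC fell to 76, lymphocytes to 37, cDCs to 66, pDCs to 132, CD8α cDCs to 62, CD11b cDCs to 42, B cells to 54, NK cells to 103 and CD8 T cells to 36, the Table 4 genes found selective to 53, the first component to 46.774%, and the fuzzy clusters to 1053 genes with 335 pan-DC genes, while components 2 and 3 came to 32.103%. A term for the sets of sample names, which is estimated from the B cell arrays alone and cannot test a batch, gave 109 pan-DC genes. Without the filter, 52 genes were selective for lymphocytes and components 2 and 3 held 5.9933%. At a membership of 0.7, 5217 genes were clustered, and naming by the widest gap left 236 pan-DC genes. With 1 array left out, lymphocytes ranged from 51 to 134, B cells from 88 to 281 (281 without B cell replicate 1, 88 without pDC replicate 2), CD8 T cells from 131 to 257 (131 and 141 without CD8 T cell replicates 1 and 2) and antigen-presenting cells from 81 (without CD8 T cell replicate 1) to 150. Leaving 1 array in a population assumes that it varies like the others. The cause was not tested for any of these changes.

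A replicate block gave 5825, 3291 and 1666 genes for DC vs lymphocytes, pDC vs cDC and CD8a cDC vs CD11b cDC and moved no count by over 1.5 times. With this block, 3 tests of named genes no longer passed. With the scan day as a random block the counts were 6294, 3436 and 1846, and camera was not run with it. Without the 50 ng arrays 6070 genes, and without X- and Y-linked genes 5779, were called for DC vs lymphocytes. Of the list tests under alternatives, 35 newly passed, 5 no longer did and 1661 kept their side of the threshold. Of the tests of named genes, 143 no longer passed, 20 newly did and 5049 kept their side. Of the 143, 32 were lost to the fit without the floor, the most of any alternative. Others were lost without the filter (9), with the term for the sets of sample names (6), with quantile normalization (3) and with 1 array left out (up to 11 for an array). Not all of these lost calls are given beside their results.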

Differences from the paper's values

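For the control genes of Table 2, 61 of 85 values that the paper gives above 20 were within 1.5 times the deposited means, and 22 differed, that is by over 1.5 times and by more than the spread. The other 2, Ly75 in NK cells (24 and 43.57) and Tlr1 in B cells (1141 and 657.9), were over 1.5 times apart but within the spread. Of 59 values that the paper gives as below 20, the deposited means were below 20 in 57 and below 50 in all. The paper's values are after its own normalization of 18 arrays. In each pair that follows, the paper's value stands first and the mean of the deposited values, with those below 20 set to 20, second.

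In NK cells the pairs are Cd3d 214 and 139.7, Cd3z 1147 and 672.5, Tcra 116 and 31.22, Klrb1c 2328 and 3816, Klra3 9186 and 14810 and H2-Ab1 81 and 35.37. In CD8 T cells they are Cd3e 387 and 593.3, Cd3z 1545 and 993.5, Cd8a 1235 and 726.8 and Tlr1 889 and 478.4. In pDCs they are Siglech 3454 and 538.2 for the probe set of Table 2 (another Siglech probe set, used in the tests, gave 3326), Cd8a 337 and 143.4 and Cd14 187 and 114.3. In CD8α cDCs they are Cd8a 825 and 424.3, Tlr3 3376 and 1744, Tlr1 101 and 39.36 and Cd14 107 and 42.87. In CD11b cDCs they are Ly75 22 and 37.38, Tlr3 287 and 137, Tlr1 1601 and 955.9 and Cd14 115 and 68.88, and in B cells Ly75 21 and 43.84. The alternatives set before the data were examined were quantile normalization and invariant-rank scaling. With both, Cd3d and Klra3 in NK cells no longer differed. With quantile normalization alone Cd3z in CD8 T cells no longer did, and with invariant-rank scaling alone Klrb1c in NK cells and Cd14 in pDCs and CD11b cDCs no longer did. The others differed with both. With invariant-rank scaling 5 further values differed, those of Klra3 and Ly75 in CD8 T cells, Itgax in pDCs, Ly6c in CD11b cDCs and Tlr1 in B cells, so that 22 of 85 differed again, against 19 with quantile normalization.

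The paper gives 24% of the variance to components 2 and 3, over 18 arrays, and 14.533% was found over the 13 arrays. Without the floor the share was 32.103%, which is within 1.5 times the paper's, and with quantile normalization, without the filter and with linear values it differed. The paper gives 100 ng of RNA per sample, and the deposited records give 50 ng for B cell replicates 2 and 3, for which no alternative applies.

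Table 4 of the paper sorts genes by a ratio, from 0.4 (log2) up, and gives no p-value. A call here also needs an adjusted p over all genes, which is stricter. Of the 8 pan-DC genes of Table 4 that were tested, 5 were called selective for the 3 DC populations. Prkra (log2 ratio 0.93), Sh3tc1 (1.13) and Trit1 (0.41) were not. All 8 had a ratio of at least 0.4 and passed over the list alone. Prkra and Sh3tc1 were called without B cell replicate 1. In Table 4 the paper gives Vps37b and Pde3b as low in DCs against other leukocytes. Their log2 ratios of the lowest lymphocyte to the highest DC population were 2.03 and 2.21. With Gimap4, 3 of the 3 genes tested passed over the list alone. Over all genes Gimap4 passed, but Vps37b and Pde3b did not. Vps37b passed with a filter at 100, with limma-trend and with the scan day as a random block, and both passed without B cell replicate 1. The pDC genes Tlr7 and Plac8 of Table 4 were not called selective for pDCs over all genes here. Their log2 ratios of 1.29 and 0.55 were above 0.4, and all 22 pDC genes tested passed over the list alone. Plac8 passed after both normalizations, at the higher floor and with limma-trend, and Tlr7 without B cell replicate 3. The paper lists Rgs3 and F2r as NK cell genes in Table 4, and their log2 ratios of NK cells to the highest other population were -0.56 and -0.33. That table gives no probe sets, so a difference of probe set is not ruled out. The CD8 T cell gene Gzmk of that table was not called selective over all genes, except without NK cell replicate 2. Its log2 ratio of 0.57 was above 0.4, and it passed over its list alone, which holds only this gene. All these alternatives were set before the data were examined.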

Other observations

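The list tests were set before the data were examined, and which of their results to report in this part was chosen only after they were seen.

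Between DCs and lymphocytes several lists passed the test at the preset correlation, and none of those given next did with an estimated correlation. The paper discusses the endoplasmic reticulum, the lysosome, Tlr2 and costimulation for DC subsets. Cell cycle genes were higher in DCs in 18 of 22 cases (19 adjusted over the list alone; camera adjusted p = 1.91e-05, but 0.147 with an estimated correlation), endoplasmic reticulum genes in 22 of 26 (22 alone; 2.19e-05 and 0.239), lysosomal genes in 15 of 21 with 1 lower (15 alone; 0.000128 and 0.214), C-type lectins in 10 of 11 with 1 lower (10 alone; 8.61e-06 and 0.0832), costimulation genes in 14 of 17 with 2 lower (14 alone; 0.000285 and 0.0509), class I genes in 10 of 14 (10 alone; 0.0103 and 0.372), Toll-like receptors in 7 of 8 with 1 lower (7 alone; 0.00388 and 0.214) and immediate-early genes in 17 of 25 with 3 lower (17 alone; 0.0174 and 0.502). Follicular B cell genes were lower in 4 of 4 (4 alone; 0.013 and 0.0832). Not past the test were interferon-inducible genes (adjusted p = 0.112), ribosomal proteins (0.102), actin genes (0.522), plasma cell markers (0.273), marginal zone genes (0.273), chemokine receptors (0.522) and housekeeping genes (0.955).

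Between pDCs and cDCs, Toll-like receptors (adjusted p = 0.0723), C-type lectins (0.123), plasma cell markers (0.0893), interferon-inducible genes (0.455), class I genes (0.928), DC development factors (0.974) and chemokine receptors (0.38) did not pass. Between the cDC subsets, class II genes (0.246), cell cycle genes (0.175), Toll-like receptors (0.248), costimulation genes (0.977) and lysosomal genes (0.977) did not. Of the antigen processing genes that the paper cites from an earlier report as higher in CD11b cDCs, Ctsd (-1.91, adjusted p = 0.00047) and Lamp1 (-0.67, adjusted p = 0.00837) were lower in CD8α cDCs, and Ctsb, Ctsh, Ctss, Ctsw, Ifi30 and Lamp2 did not pass.

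The signatures of Additional data file 5, chosen by the study on these samples and not independent evidence, were called in the listed direction for 175 of 178 probe sets higher in pDCs, 137 of 138 higher in cDCs, 91 of 93 of CD8α cDCs and 55 of 58 of CD11b cDCs. Adjusted over the list alone the counts were 175, 138, 92 and 58.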
